# Effects of Valproic Acid and Dexamethasone Administration on Early Bio-Markers and Gene Expression Profile in Acute Kidney Ischemia-Reperfusion Injury in the Rat

**DOI:** 10.1371/journal.pone.0126622

**Published:** 2015-05-13

**Authors:** Ryan W. Speir, Jonathan D. Stallings, Jared M. Andrews, Mary S. Gelnett, Timothy C. Brand, Shashikumar K. Salgar

## Abstract

Renal ischemia-reperfusion (IR) causes acute kidney injury (AKI) with high mortality and morbidity. The objective of this investigation was to ameliorate kidney IR injury and identify novel biomarkers for kidney injury and repair. Under general anesthesia, left renal ischemia was induced in Wister rats by occluding renal artery for 45 minutes, followed by reperfusion and right nephrectomy. Thirty minutes prior to ischemia, rats (n = 8/group) received Valproic Acid (150 mg/kg; VPA), Dexamethasone (3 mg/kg; Dex) or Vehicle (saline) intraperitoneally. Animals were sacrificed at 3, 24 or 120 h post-IR. Plasma creatinine (mg/dL) at 24 h was reduced (P<0.05) in VPA (2.7±1.8) and Dex (2.3±1.2) compared to Vehicle (3.8±0.5) group. At 3 h, urine albumin (mg/mL) was higher in Vehicle (1.47±0.10), VPA (0.84±0.62) and Dex (1.04±0.73) compared to naïve (uninjured/untreated control) (0.14±0.26) group. At 24 h post-IR urine lipocalin-2 (μg/mL) was higher (P<0.05) in VPA, Dex and Vehicle groups (9.61–11.36) compared to naïve group (0.67±0.29); also, kidney injury molecule-1 (KIM-1; ng/mL) was higher (P<0.05) in VPA, Dex and Vehicle groups (13.7–18.7) compared to naïve group (1.7±1.9). Histopathology demonstrated reduced (P<0.05) ischemic injury in the renal cortex in VPA (Grade 1.6±1.5) compared to Vehicle (Grade 2.9±1.1). Inflammatory cytokines IL1β and IL6 were downregulated and anti-apoptotic molecule BCL2 was upregulated in VPA group. Furthermore, kidney DNA microarray demonstrated reduced injury, stress, and apoptosis related gene expression in the VPA administered rats. VPA appears to ameliorate kidney IR injury via reduced inflammatory cytokine, apoptosis/stress related gene expression, and improved regeneration. KIM-1, lipocalin-2 and albumin appear to be promising early urine biomarkers for the diagnosis of AKI.

## Introduction

The kidney is exquisitely sensitive to variations in blood flow [1]. Reduced or complete stoppage of blood flow to the kidney during perioperative conditions to prevent bleeding can lead to kidney damage and dysfunction. Significant research has been performed regarding different pharmacologic and hormonal agents that may be renoprotective in the setting of renal ischemia-reperfusion (IR). Renal IR injury is a complex syndrome which involves renal vasoconstriction, tubular damage, and glomerular injury. The reperfusion itself can often be as toxic to renal tubular cells as the ischemic insult. The renal injury is related to reactive oxygen radical production, loss of ATP, alterations in membrane lipids and phospholipase activation [2]. Currently, perioperative renal dysfunction prevention in patients with underlying chronic kidney disease is not well understood. Studies of perioperative renal dysfunction are complicated by the lack of a single endpoint scientifically or clinically proven to define renal dysfunction [3]. However, outcome measures commonly used in the evaluation of normal physiology and renal function include serum/plasma creatinine, blood flow to the kidney, sodium excretion and urine output. All of these end points have their benefits, but also several shortcomings.

Valproic acid (VPA), an anti-epileptic agent has been shown to have anti-inflammatory and anti-apoptotic properties in ischemic injury [4, 5]. VPA via histone deacetylase inhibition enhances nuclear histone acetylation that increases gene transcription and appears to protect cells from apoptosis through the β catenin survival pathway. The β catenin survival pathway involves serine threonine kinase (Akt), phosphatidylinositide 3-kinase (PI3K) and the interaction of BAD (BCL2-associated death promoter) with BCL2 (B-cell lymphoma 2) proteins. It appears phosphor-Akt phosphorylates BAD, a pro-apoptotic protein. The phosphorylation of BAD enables BCL2 to act as an anti-apoptotic factor and promote cell survival [6]. Thus, it appears VPA has the potential to lead cells towards a survival pathway.

Dexamethasone (Dex) has been shown to ameliorate renal IR injury after 24 hours following a single pre-ischemia dose. The exact mechanism for proximal tubule protection is not known. However, it has been shown to be protective in cardiac and neuronal tissue through a non-genomic pathway, activating endothelial nitric oxide synthase system via the PI3K and Akt pathways [7].

Lipocalin-2 also called neutrophil gelatinase-associated lipocalin (NGAL); osteopontin (bone phosphoprotein); KIM-1 (kidney injury molecule 1) also called TIM-1 (T Cell immunoglobulin and mucin domain containing protein-1) and HAVCR (Hepatitis A Virus Cellular Receptor 1), and albumin are some of the novel potential urine biomarkers of acute kidney injury [8–13]. However, conclusive evidence on their timeline of appearance and disappearance following renal injury is still lacking. DNA microarray analysis for gene expression (mRNA transcripts) is an interesting approach to make an initial assessment of novel markers that appear and /or disappear with renal IR injury and treatment [14].

The need for improved therapeutic measures to mitigate perioperative renal dysfunction and early diagnosis of renal dysfunction encouraged us to perform this study. The objectives of this study were: 1) to evaluate the potential benefits of VPA and Dex in renal protection, and 2) to identify novel early biomarkers and pathway knowledge associated with kidney IR injury and recovery.

Our study, which includes both urine and kidney tissue analyses provides strong support for the use of KIM-1, lipocalin-2, and albumin in the diagnosis of kidney injury at 24 h. Microarray analysis revealed many other candidate biomarkers for early detection of kidney injury in future studies. Furthermore, pathway analysis revealed that the pathological phenotypes in rats treated with VPA was indistinguishable from naïve rats by 120 h, suggesting that VPA is a promising therapy to promote recovery from IR injury in the kidney. Lastly, we identified functionally enriched KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways and transcription factors that provide the basis for more targeted therapies to enhance IR injury recovery in the kidney in future studies.

## Materials and Methods

### Ethics statement

The care and use of the rats were approved by the animal Experiment Ethics Committee of Madigan Army Medical Center. The protocol (No. 212128) was approved by the Madigan Army Medical Center’s Institutional Animal Care and Use Committee (IACUC) on the Ethics of Animal Experiments. All animal experiments were performed according to institutional guidelines with the prior approval by the IACUC. All surgery was performed under anesthesia, and all efforts were made to minimize the animal suffering.

### Animals

Wister rats (200–300 g; male) purchased from Harlan Laboratories were housed in Madigan Army Medical Center animal facility as per the *Guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health*. All animal experiments were performed according to institutional guidelines with the prior approval by the IACUC. Animals were monitored closely soon after surgery and twice daily thereafter for their health and wellbeing. To relieve pain, analgesic buprenorphine (0.03mg/kg) was injected subcutaneously at 12 h intervals for three days post-operatively. We used humane protocol end points in our animal survival study. Animals were sacrificed at pre-determined time points (3, 24 and 120 h) following ischemia-reperfusion procedure. However, if animals showed signs of distress and pain (anorexia, lack of grooming and activity, rapid respiration, a moribund state) not alleviated by analgesics, they were removed from the study and euthanized humanely. The animals were euthanized by injecting Sodium Pentobarbitol (40–80 mg/rat) intraperitoneally.

### Kidney Ischemia-Reperfusion injury model

Rat renal IR injury models have been used to create proximal tubular damage using warm ischemia [15]. Previously published rat kidney IR injury model [16] was used, but >80% of the rats died within three days post-IR (n = 9). The procedure was slightly modified by decreasing ischemia time and performing right nephrectomy following reperfusion of the ischemic left kidney allowing rat survival ≥5 days. The model was designed with the objective of creating underlying decreased nephron mass and rat survival of at least five days to assess the perioperative renal dysfunction, as well as recovery. Rats were premedicated with VPA or Dex, prior to ischemia induction in an attempt to protect the renal parenchyma.

Briefly, rats were anesthetized by isoflurane inhalation induction followed by ketamine (~70 mg/kg) and xylazine (~6 mg/kg) administration intraperitoneally. Rats were premedicated with Valproic acid [17] at 150 mg/kg, Dex at 3 mg/kg [7] or Vehicle (saline control) intraperitoneally thirty minutes prior to surgery. A sterile surgical site was prepared, and a midline incision was performed to access the abdominal cavity. The left kidney was located, and its renal artery was clamped using an atraumatic microaneurysm clamp. Renal ischemia was confirmed by the kidney color which was pale. The abdomen was approximated to prevent dehydration and maintain body temperature. Animal was kept on heat controlled thermal pads to maintain body temperature throughout the procedure. Following 45 min (minutes) of warm ischemia the abdomen was reopened and the renal clamp was removed. Change in the kidney color (pale to bright red) confirmed proper reperfusion. Reperfusion was quickly followed by a right nephrectomy. Finally, the abdomen was closed by suturing muscles and /or fascia with 6-O prolene, and the skin was closed with 4-O nylon and clips.

### Experimental design

The study included three experimental groups. Group A, VPA treatment; Group B, Dex treatment; and Group C, No treatment (Vehicle i.e., saline control). Treatments were administered before inducing ischemia. Rats underwent left renal ischemia for 45 min, followed by the removal of renal artery clamp (to allow reperfusion) and right nephrectomy. Following reperfusion, animals were sacrificed at 3, 24 or 120 h (h = hour/s; n = 8/group). In the 3 h group, rats were maintained under anesthesia after surgery until sacrifice. In the 24 and 120 h groups, the rats were recovered and returned to the cages for normal housing. Analgesic buprenorphine (0.03 mg/kg) was injected subcutaneously at 12 h intervals for three days post-operatively. After animal sacrifice, urine, blood, and kidney were collected for kidney functional biomarker assays, histology and/or molecular analyses. Kidneys and urine samples collected from normal (naïve) uninjured/untreated animals (n = 5) immediately following general anesthesia and sacrifice were used for baseline measurements (Fig 1).

**Fig 1:**
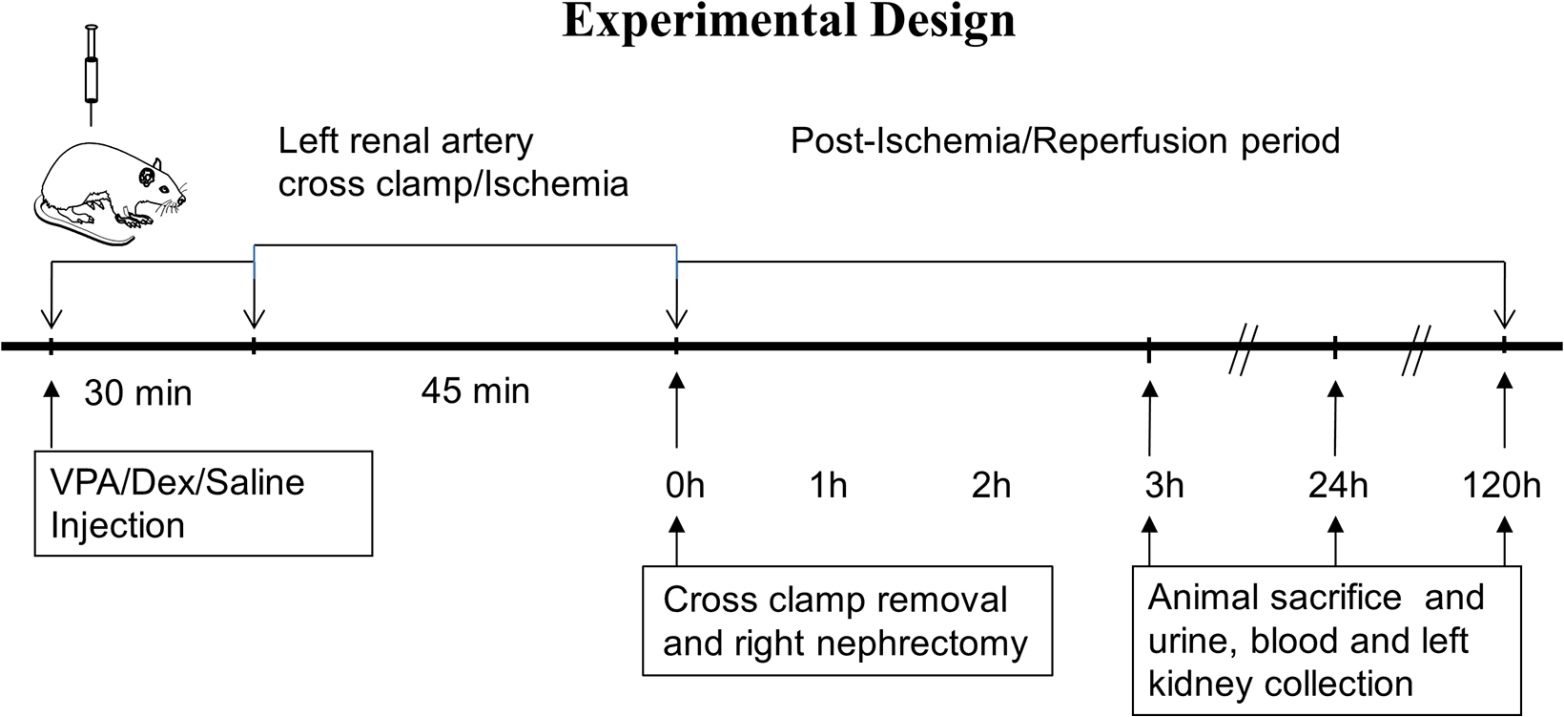
Experimental design. Lewis rats were pre-medicated with Valproic acid (VPA; 150 mg/kg body weight) or Dexamethasone (Dex; 3 mg/kg/body weight) or saline (Vehicle control) intraperitoneally 30 minutes (min) prior to cross clamping left renal artery and inducing left renal ischemia. The cross clamp was removed after 45 min allowing kidney reperfusion, and at the same time a right nephrectomy was performed. Animals were sacrificed at 3, 24 and 120 hours post ischemia-reperfusion. Left kidney, blood and urine were collected for cellular and molecular analyses.

### Specimen collection and storage

After animal sacrifice, the left kidney was excised and bisected longitudinally. One half was stored in 10% phosphate buffered formalin fixation solution for histopathology, and the other half (cut into 2–4 mm pieces) was snap frozen in liquid nitrogen and stored at -80°C for molecular analyses. Cystocentesis was performed to obtain urine samples from each rat at the time of sacrifice. The urine samples were snap-frozen and stored at -80°C for the analysis of kidney injury biomarkers at a later time. Blood samples were collected from left renal vein and analyzed immediately for kidney functional biomarkers (blood urea nitrogen [BUN] and creatinine).

### Blood and urine biomarkers of kidney injury/function

Blood biomarkers for kidney injury/function were measured using HESKA rat kidney test panels, as per manufacturer’s instructions, using a Dri-chem analyzer (HESKA Corporation, Loveland, Colorado). Kidney panels included BUN and creatinine measurements. Briefly, the kidney panel slides (stored at 4°C) were warmed to room temperature for five min prior to use. Blood plasma samples were loaded in 0.5 mL tubes in the Dri-chem analyzer. Predefined protocol/assay was selected to run the sample and collect data.

The urine bio-markers albumin, KIM-1, lipocalin-2 and osteopontin concentrations were analyzed using the Multiplex Immunoassay System kit (Rat Kidney Injury Panel-1; Meso Scale Discovery, Gaithersburg, MD) as per manufacturer’s instructions. Briefly, 150 μL/well of blocker ‘A’ solution was added and incubated at room temperature for 1 h with vigorous shaking (~600 rpm). The wells were washed with PBS-T three times. Fifty microliters of the sample (controls, unknowns or standards) premixed with 1x albumin tracer was added to each well and incubated at room temperature for 2 h with vigorous shaking. After washing plates as before, 1x detection antibody solution (25 μL/well) was added and the plates were incubated at room temperature for 2 h with vigorous shaking. Again plates were washed as before, and 150 μL of Read Buffer-T was added. The plates were analyzed on the Sector Imager that provided quantitative measurement of analytes in the sample based on the intensity of light emitted.

### Histopathology

Histopathologic examination of formalin fixed paraffin embedded, 4–5 μm thick longitudinal cross-sections of the left kidney stained with Gill’s modified Hematoxylin and Eosin was performed. Specimens were examined in a blinded manner by two pathologists independently under light microscopy as described previously [18–20] with slight modifications. Briefly, three high power fields (at 400x magnification, representing approximately 50 tubules) from the cortex and outer medulla of each kidney were examined and graded for predominant injury patterns including ischemic changes (injury), tubular necrosis, and regenerative changes. Ischemic changes were defined as nuclear condensation, cytoplasmic eosinophilia, individual cell necrosis, and tubular dilation. Tubular necrosis was characterized by confluent cell necrosis or sloughing of the tubular epithelium. Regenerative changes included tubular dilation, cytoplasmic basophilia and contraction of the cytoplasm, as well as vesicular chromatin with nucleoli. Collectively, kidney injury and regeneration were graded (0 to 4) based on the mean percentage of affected tubules: 0, none; 1, <25%; 2, ≥25% but <50%, 3, ≥50% but <75%; and 4, ≥75%-100% [19].

### Total RNA isolation

Kidney tissues snap frozen and stored at -80°C were used for RNA isolation. Tissue piece (100 mg) was transferred to a DNA/RNA-free round bottom tube containing CHAPS buffer (Cat. No. 90436, Millipore Co., CA) and gently homogenized (TEKMAR Tissuemizer Co., Cincinnati, OH) for 10–20 s (seconds). The homogenized tissue was kept in ice for 20 min followed by centrifugation (12,000 x g for 20 min). The supernatant (200 μL) was mixed with 400 μL of RNA lysis buffer (High Pure RNA Isolation kit, Cat. No.11 828 665001, Roche Diagnostics, Mannheim, Germany) and the procedure was continued as per manufacturer’s instructions. The isolated RNA was assessed for purity and quantity by spectrophotometry (Nanodrop ND-100, Nanodrop technologies, Inc., Wilmington, DE). A ratio >2 OD @ 260 nm/280 nm was considered high quality RNA for further studies.

### Real-time quantitative polymerase chain reaction

Gene expression (mRNA transcript level) of pro-inflammatory cytokines (IL1β and IL6) and anti-apoptotic molecule (BCL2) was measured in the total RNA by reverse transcription using relative quantitative PCR (Rel*q*PCR). The PCR was performed in 96-well LightCycler480 platform using the one-shot method (Roche Applied Sciences, Mannheim, Germany) and Hydrolysis Kit (Cat. No. 04991885001, Roche Applied Sciences), as per the manufacturer’s recommendation. Briefly, primers for all selected genes were constructed, and specific probes were chosen using Roche’s Universal Probe Library Assay Design Center software (https://www.roche-applied-science.com). The primers and probes used were: 1) IL1β, Forward 5’-GCTGACAGACCCCAAAAGAT-3’, Reverse 5’-AGCTGGATGCTCTCATCTGG-3’, probe 117, amplicon size 72 bp; 2) IL6, Forward 5’-GCCCTTCAGGAACAGCTATG-3’, Reverse 5’-GCAGTGGCTGTCAACAACA-3’, probe 127, amplicon size 86 bp; 3) BCL2, Forward 5’-GTACCTGAACCGGCATCTG-3’, Reverse 5’-GGGGCCATATAGTTCCACAA-3’, probe 75; amplicon size 76 bp; and 4) rat β-Actin, commercial primers and probe (Cat No. 05046203001, Roche Applied Sciences, US).

The PCR was performed using total RNA (100 ng) template, 0.5 μM of primers, and 0.25 μM of hydrolysis probe in triplicates. Thermocycling conditions included a 30 min reverse transcription at 63°C, and initial denaturation for 30 s at 95°C; this was followed by 45 cycles of denaturation (95°C for 10 s), annealing (60°C for 30 s) and extension (72°C for 1 s), and a final cooling step at 4°C. Each sample was run in triplicates using specific primers for the target gene and for β-Actin (internal control), a housekeeping gene. Gene transcripts were normalized to β-Actin (Target gene: β-Actin). The gene expressions are presented as Target gene: β-Actin ratio and /or fold increase or decrease in VPA and Dex treated groups compared to Vehicle control group. If the ratio of gene expression (i.e., ratio of VPA or Dex treated to vehicle control group) is >1.1 or <0.9, then it is designated as “upregulation” or “downregulation”, respectively; ratio between 0.9 and 1.1 is designated as “unchanged.” The mean values of gene expression between control and VPA or Dex groups (n≥4 animals) were compared using student ‘t’ test for statistical significance (P<0.05).

### Microarray assay and data analysis

The kidney tissues snap-frozen and stored at -80°C were used for mRNA microarray analyses as previously described [21]. Total RNA was isolated using the miRNeasy 96 kit (Qiagen, Cat No 217061, Valencia, CA), according to the manufacturer’s instructions. Quality and quantity of RNA were evaluated with a 2100 Bioanalyzer (Cat. No. 62947, Agilent Technologies, Santa Clara, CA), using the Agilent RNA 6000 Nano Reagents (Cat. No. 5067–1511, Agilent Technologies,), and a multi-well Nanodrop 8000 spectrophotometer (Cat. No. 1464, Scientific, Waltham, MA).

#### Affymetrix gene array

RNA was diluted to 50 ng/μL, and synthesized to cRNA using the Ambion Whole Transcript (WT) Expression Kit (Ambion, Cat. No. 4411974, Austin, TX) according to the manufacturer’s instructions. The cRNA was quantified by NanoDrop and 455 ng/μL was used as a template to synthesize cDNA. The samples were then fragmented using the GeneChip WT Terminal Labeling Kit (Cat. No. 901524, Affymetrix, Santa Clara, CA), labeled, and prepared with the GeneTitan Hybridization, Wash and Stain Kit for whole-transcript array plates (Affymetrix, Cat. No. 901622), according to the manufacturer’s instructions. Samples were then applied to the Rat Gene 1.1 ST 16 Array Plate or 24 Array Plate (Affyemetrix, Cat. No. 901432, 901431, respectively) and placed in the GeneTitan System (Affymetrix, Cat. No. D0101330), according to the manufacturer’s recommendations. Of the 44 arrays, two did not hybridize appropriately and did not pass the GeneTitan scanning QC, and were excluded from further analysis.

#### Gene array data analysis

Kidney DNA microarray data were imported into Partek, and Two-Way ANOVA with contrasts at 3, 24 and 120 h was conducted as described previously [22]. Raw CEL files were normalized using iterPLIER in Expression Console, which discarded feature sets that performed poorly, similar to the previous report [23]. The resulting CHP files were imported into Partek Discovery Suite (Partek, Inc., St. Louis, MO). Affymetrix library files included all available reference files related to RaGene-1_1-st-v1.na33.2.rn4.probeset.csv. A variance-stabilizing transformation (PLIER+16) was applied to the raw intensity (Guide to Probe Logarithmic Intensity Error [PLIER] Estimation) to resolve signal variance following the PLIER analysis. The standard deviation of each transcript ID was determined, the lower 50% were removed, and the remaining 50% of transcript IDs were used as background for pathway analysis. The low variance criteria from Bourgon et al. [24] was implemented by computing and sorting the expression variance of each gene over the complete condition set, then removing the low-variance genes (lower half). To determine differentially expressed genes (DEGs), a Three-Way ANOVA was conducted and gene lists were generated by applying a two-fold change cut off and *P*-value with Benjamini-Hochberg False Discovery Rate (FDR) multiple testings (<0.05) correction [25, 26]. When few DEGs were identified, DEGs with uncorrected *P*-values were determined for the purpose of pathway analysis.

#### Gene enrichment analysis

Gene lists were examined with the Database of Annotation, Visualization and Integrated Discovery (DAVID) [27]. Enriched KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways and functional annotation clusters (FACs) were determined using default settings. The most significant biological processes, molecular functions and cellular components from functionally associated clusters with an enrichment score >2.0 were represented and examined. Gene lists were consolidated and sub-categorized to account for redundant annotation terms comprising FACs. For representation purposes, unique transcripts were consolidated from similar FACs.

The DNA microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) repository and are accessible through Accession No. GSE58438 (http://www.ncbi.nlm.nih.gov/geo/). Activation of transcription factors were determined using www.TFactS.org. as described previously by Essaghir and Co-Workers[28]. Predicted transcription factors (TFs) were considered for all treatment conditions if the random control (RC %) was less than 2%, the *P*-value was less than 0.01, and FDR was less than 0.01, with at least 3 genes identified. For the TfactS analysis, the *P*-value was computed using the Fisher’s test with the Hypergeometric formula, the E-value is the number of tests performed times the *P*-value, the Q-value is the minimum FDR that can be obtained when calling a TG (Target Gene) significant, and the RC is the percentage of which a TF is called significant under a certain E-value threshold after a random simulation of the gene lists.

### Statistical analysis

The data were analyzed for statistical significance and descriptive statistics using *PASW Statistics version 18* software program, Partek Discovery Suite or www.TFactS.org where appropriate. For biochemical analyses, the mean values between two groups were compared by *t* test and among ≥ three groups by One-Way ANOVA with post-hoc (Bonferroni or LSD [Fisher’s Least Square Difference]) correction. All *P*-values presented <0.05 are considered statistically significant, and are two-tailed values.

## Results

### Kidney Ischemia-Reperfusion injury model

In this study, with slight procedural modifications, the rat survival was ≥5 days in 85% of the animals studied. The modifications included reducing left renal ischemia time to 45 minutes, isolated left renal artery clamping, and right nephrectomy following reperfusion.

### Blood biomarkers of kidney function

Blood plasma creatinine (mg/dL), a commonly used marker to evaluate kidney function clinically was lower in the VPA (2.7±1.8) and Dex (2.3±1.2) treatment groups compared to Vehicle control (no treatment) group (3.8±0.5) at 24 h reperfusion (Tables 1 & 2; Fig 2). By five days post-IR, plasma creatinine levels came back to nearly normal. BUN (mg/dL) was elevated in all IR groups (≥ 33) compared to naive animals (16.5±2.4). However, there was no difference in BUN among IR groups with the exception of Dex at 3 h, which was higher (P<0.05) than the Vehicle control (Table 2; Fig 2).

**Fig 2:**
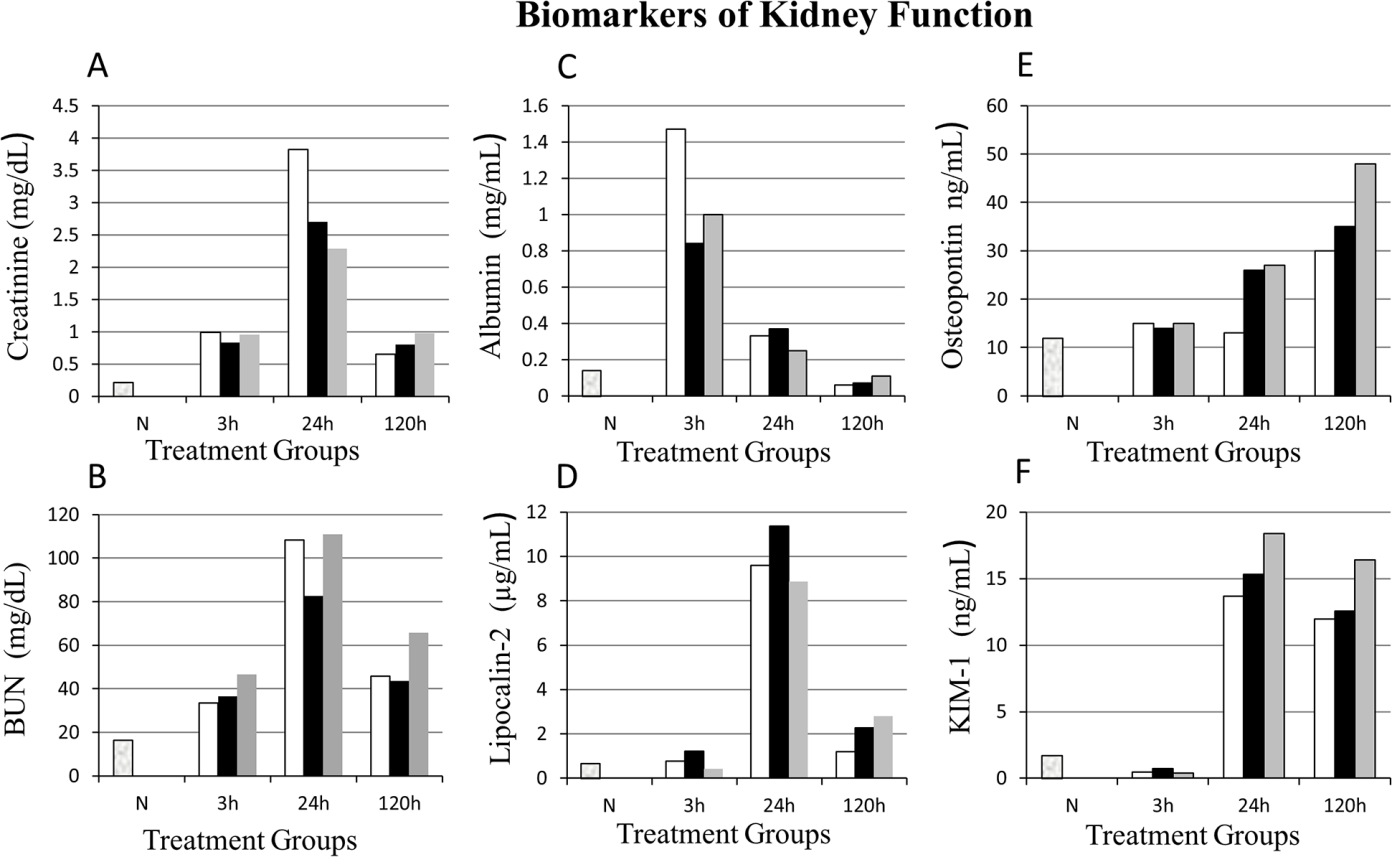
Kidney functional biomarker analysis. X-axis represents treatment groups (n = 8/group): Vehicle control (white bars □), Valproic Acid (VPA; black bars ■), and Dexamethasone (grey bars ■). N, Normal (naïve) uninjured and untreated rats (n = 5). Y-axis represents concentration of each biomarker in the blood (creatinine, blood urea nitrogen [BUN]) and urine (albumin, lipocalin-2, osteopontin, kidney injury molecule-1[KIM-1]). In VPA treated animals albumin level were markedly lower at three hours (h) while the creatinine and BUN values were lower at 24 h post ischemia-reperfusion (IR) compared to vehicle controls. However, lipocalin-2 and KIM-1 were higher at 24 h in all the groups (VPA, Dex, Vehicle) studied. See Tables 1 & 2 for statistical significance between treatment groups and with time post ischemia-reperfusion.

**Table 1:** Comparisons of blood plasma and urine biomarkers (mean ± standard deviation) between time points (post kidney ischemia-reperfusion) in different treatment groups.*

	Nor-mal/ Naive	Vehicle (Control)			VPA			Dex		
**Marker**		3h	24h	120h	3h	24h	120	3h	24h	120h
**Creatinine**	0.22±	0.99±	3.82±	0.65±	0.83±	2.7±	0.8±	0.96±	2.29±	0.97±
**(mg/dL)**	0.04	0.13^a^	0.46^b^	0.32^a^	0.24^a^	1.78^b^	0.83^a^	0.15^a^	1.22^b^	0.48^a^
**BUN**	16.50±	33.56±	108.36±	45.71±	36.46±	82.69±	43.57±	46.63±	110.87±	65.62±
**(mg/dL)**	2.43	3.35^a^	8.92^b^	19.10^a^	5.25^a^	47.64^b^	31.80^a,b^	8.48^a^	44.75^b^	33.70^a,b^
**Albumin**	0.14±	1.47±	0.33±	0.06±	0.84±	0.37±	0.07±	1.04±	0.25±	±0.11
**(mg/mL)**	0.26	0.10^a^	0.19^b^	0.06^b^	0.62^a^	0.31^a,b^	0.03^b^	0.73^a^	0.10^b^	0.07^b^
**Lipocalin-2**	0.67±	0.77±	9.61±	1.19±	1.21±	11.36±	2.27±	0.42±	8.86±	2.79±
**(μg/mL)**	0.29	0.31^a^	4.39^b^	0.61^a^	0.32^a^	3.83^b^	.86^a^	0.15^a^	1.35^b^	1.69^c^
**Osteopontin**	12±	15±	13±	30±	14±	26±	35±	15±	27±	48±
**(ng/mL)**	12	10^a^	9^a^	29^a^	7^a^	19^a,b^	11^b^	14^a^	20^a^	31^b^
**KIM-1**	1.7±	0.5±	13.7±	11.9±	0.7±	15.3±	12.6±	0.4±	18.7±	16.4±
**(ng/mL)**	0.9	0.2^a^	9.9^b^	11.5^b^	0.4^a^	11.4^b^	11.1^b^	0.4^a^	13.0^a^	6.2^a^

*Creatinine and BUN (Blood Urea Nitrogen) were measured in blood plasma

Albumin, Lipocalin-2, Osteopontin, and KIM-1 (Kidney Injury Molecule-1) were measured in urine. **Normal/Naive,** plasma or urine drawn from naïve uninjured/untreated Wister rats served as base line. **VPA** (Valproic Acid), **Dex** (Dexamethasone) and **Vehicle** (saline control) treated groups at 3, 24 and 120 hour (h) reperfusion. Means with at least one common superscript (a, b or c) between 3, 24 or 120 h within each group (Vehicle, VPA or Dex) did not vary significantly (P>0.05).

**Table 2:** Comparisons of blood plasma and urine biomarkers (mean ± standard deviation) between treatment groups at 3, 24, and 120 hours post kidney ischemia-reperfusion (IR).*

	Nor-mal/ Naive	3h post-IR			24h post-IR			120h post-IR		
Marker		Vehicle	VPA	Dex	Vehicle	VPA	Dex	Vehicle	VPA	Dex
**Creatinine**	0.22±	0.99±	0.83±	0.96±	3.82±	2.7±	2.29±	0.65±	0.8±	0.97±
**(mg/dL)**	0.04	0.13^a^	0.24^a^	0.15^a^	0.46^a^	1.78^a,b^	1.22^b^	0.32^a^	0.83^a^	0.48^a^
**BUN**	16.50±	33.56±	36.46±	46.63±	108.36±	82.69±	110.87±	45.71±	43.57±	65.62±
**(mg/dL)**	2.43	3.35^a^	5.25^a^	8.48^b^	8.92^a^	47.64^a^	44.75^a^	19.10^a^	31.80^a^	33.70^a^
**Albumin**	0.14±	1.47±	0.84±	1.04±	0.33±	0.37±	0.25±	0.06±	0.07±	0.11±
**(mg/mL)**	0.26	0.10^a^	0.62^a^	0.73^a^	0.19^a^	0.31^a^	0.10^a^	0.06^a^	0.03^a^	0.07^a^
**Lipocalin-2**	0.67±	0.77±	1.21±	0.42±	9.61±	11.36±	8.86±	1.19±	2.27±	2.79±
**(μg/mL)**	0.29	0.31^a^	0.32^b^	0.15^c^	4.39^a^	3.83^a^	1.35^a^	0.61^a^	0.86^a,b^	1.69^b^
**Osteopontin**	12±	15±	14±	15±	13±	26±	27±	30±	35±	48±
**(ng/mL)**	12	10^a^	7^a^	14^a^	9^a^	19^a^	20^a^	29^a^	11^a^	31^a^
**KIM-1**	1.7±	0.5±	0.7±	0.4±	13.7±	15.3±	18.7±	11.9±	12.6±	16.4±
**(ng/mL)**	0.9	0.2^a^	0.4^a^	0.4^a^	9.9^a^	11.4^a^	13.0^a^	11.5^a^	11.1^a^	6.2^a^

*Creatinine and BUN (Blood Urea Nitrogen) were measured in blood plasma

Albumin, Lipocalin-2, Osteopontin, and KIM-1 (Kidney Injury Molecule-1) were measured in urine. **Normal/Naive**, blood plasma or urine drawn from naïve uninjured/untreated Wister rats served as base line. **VPA** (Valproic Acid), **Dex** (Dexamethasone) and **Vehicle** (saline control) treated groups at 3, 24 and 120 hour (h) reperfusion. Means with at least one common superscript (a, b or c) between Vehicle (control), VPA or Dex within each group (3, 24 or 120 h) did not vary significantly (P>0.05).

### Urine biomarkers of kidney function

At 3 h post-IR, the urine albumin (mg/mL) was lower but not significant (P>0.05) in VPA (0.84±0.62) and Dex (1.04±0.73) compared to Vehicle control (1.47±1.02) group. The albumin levels further decreased in all groups steadily at 24 and 120 h (Table 2, Fig 2). Lipocalin-2 levels were significantly (P<0.05) higher in VPA compared to Vehicle control at 3 h (Table 2). At 24 h, osteopontin was higher in VPA and Dex compared to Vehicle but not statistically significant (P>0.05). At 120 h after IR injury, lipocalin-2 was higher in VPA and Dex compared to Vehicle control group (Table 2). Interestingly, KIM-1 was reduced at 3 h post-IR in all groups compared to naïve rats, but significantly (P<0.05) increased at 24 and 120 h (Table 2). In summary, compared to normal levels in naive rats, at 3 h post-IR, albumin was a good marker of injury; while at 24 h post-IR lipocalin-2 and KIM-1 appear to be better markers of injury. At 120 h post-IR, KIM-1 and osteopontin continued to be significantly (P<0.05) higher than in naïve rats (Tables 1 & 2; Fig 2).

### Histopathology

Ischemic changes, tubular necrosis and tubular regeneration were predominant at 3, 24 and 120 h post-IR, respectively. The histopathologic score for ischemic changes at 3 h post-IR in the renal cortex was significantly (P<0.05) lower (1.57±1.51) in VPA compared to Vehicle control (2.87±1.12) group; also, it was significantly lower in the medulla (0.86±0.9) compared to Vehicle control group (2.12±0.83) (Fig 3G; Table 3). The ischemic changes that included nuclear condensation, cytoplasmic eosinophilia, individual cell necrosis, and tubular dilation were less severe in both renal cortex and medulla of VPA treated animals. At 24 h post-IR, tubular necrosis in the medulla was markedly reduced in VPA (2.25±1.28) compared to Vehicle control group (3.12 ±0.64) (Fig 3H; Table 3). The tubular necrosis that included confluent cell necrosis or sloughing of the tubular epithelium was less severe with VPA therapy. In Dex treated animals, ischemic changes at 3 h post-IR and tubular necrosis at 24 h post-IR did not differ significantly (P>0.05) from the Vehicle control group; however, tubular regeneration was markedly higher in Dex treated group at 120 h post-IR compared to Vehicle control and VPA groups (Fig 3I; Table 3). The regenerative changes that included tubular dilation, cytoplasmic basophilia, and contraction of the cytoplasm, as well as vesicular chromatin with nucleoli were improved at 120 h in Dex treated animals compared to Vehicle or VPA groups. Hemorrhage was predominant in the Vehicle treated group compared to VPA or Dex group. Histopathology (H&E stain) microphotographs and data at 3 h and 24 h post-IR in VPA, Dex, and Vehicle groups are presented in Fig 3A–3F and Table 3.

**Fig 3:**
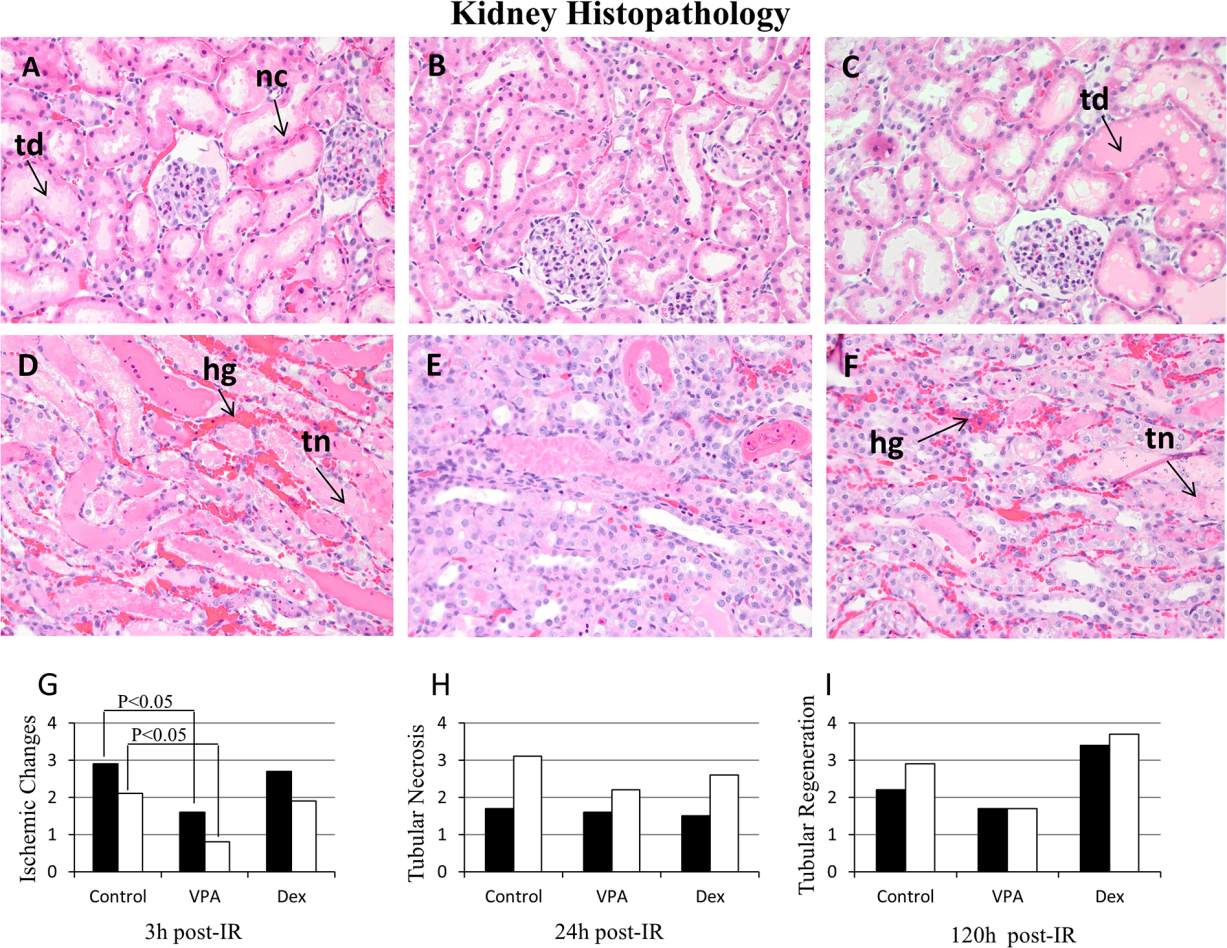
Histopathology of hematoxylin and eosin stained kidney sections. A, B, C = Renal cortex at 3 hours (h) post ischemia-reperfusion (IR); D, E, F = Renal outer medulla at 24 h post-IR; A, D = Vehicle (saline control); B, E = Valproic acid (VPA); C, F = Dexamethasone (Dex) treated animals. Three high power fields (400x) representing approximately 50 tubules from cortex and outer medulla of each kidney were evaluated for ischemic changes (injury), tubular necrosis and regenerative changes. Collectively kidney injury and regeneration were graded (0–4) based on the mean percentage of tubules affected: 0, None; 1, <25%; 2, ≥25 but <50%; 3, ≥50 but <75%; 4, >75–100%. Ischemic changes included nuclear condensation **(nc)**, cytoplasmic eosinophilia, individual cell necrosis and tubular dilation **(td)**; tubular necrosis **(tn)** included confluent cell necrosis or sloughing of the tubular epithelium; and regenerative changes included tubular dilation, cytoplasmic basophilia and contraction of the cytoplasm, as well as vesicular chromatin with nucleoli. Hemorrhage **(hg)** was predominant in the vehicle control group. G, H, I = represent Histopathology quantification: renal cortex (black bars ■) and renal outer medulla (white bars □). The histologic injury score was significantly (P<0.05) lower in the VPA treated group compared to the Vehicle control at 3 h post-IR (see Table 3).

**Table 3:** Histopathologic scores (Mean± SD) of renal cortex and outer medulla at 3, 24 and 120 hours (h) post ischemia-reperfusion (IR) in Valproic Acid (VPA) and Dexamethasone (Dex) treated animals.

Group	Ischemic Changes at 3h post-IR		Tubular Necrosis at 24h post-IR		Tubular Regeneration at 120h post-IR	
	Cortex	Medulla	Cortex	Medulla	Cortex	Medulla
**Vehicle (Control)**	2.87±	2.12±	1.75±	3.12±	2.25±	2.87±
	1.12^a,1^	0.83^a,2^	1.03^a,1^	0.64^a,2^	1.39^a,1^	1.46^a,2^
**VPA**	1.57±	0.86±	1.62±	2.25±	1.75±	1.75±
	1.51^b,1^	0.9^b,1^	0.74^a,1^	1.28^a,1^	2.06^a,1^	2.06^a,1^
**Dex**	2.75±	1.87±	1.5±	2.62±	3.43±	3.71±
	1.03^a,b, 1^	0.83^a,2^	0.92^a,1^	0.92^a,2^	0.53^a,1^	0.49^b,1^

Mean values within columns among treatment groups with at least one common ***superscript letter (a or b)*** did not vary significantly (P>0.05). Also, mean values in rows between cortex and medulla (within 3h, 24h or 120h post-IR) groups with a common ***superscript number*** did not vary significantly (P>0.05). Vehicle (saline) served as a control. N = 8/sub-group (3, 24 or 120 h).

### Inflammatory cytokine and anti-apoptotic molecule BCL2 expression

IL1β expression in the kidney was 1-fold and 5-fold lower in VPA treated group compared to Vehicle control at 3 h and 24 h post-IR, respectively; in Dex treated group it was 7-fold and 14-fold lower compared to Vehicle control (Fig 4A and 4B). IL6 expression in the kidney was 12-fold lower (P<0.05) in VPA compared to Vehicle control at 3 h post-IR; in Dex treated group it was 3-fold and 7-fold lower at 3 h and 24 h post-IR, respectively, compared to Vehicle control (Fig 4C and 4D). The anti-apoptotic molecule BCL2 expression in the VPA treated kidney was about 2-fold higher than Vehicle control at 3 h and 24 h post-IR; in Dex treated group BCL2 was increased (2.5-fold) at 24 h post-IR compared to Vehicle control (Fig 4E and 4F). Overall, IL1β expression was lower in VPA and Dex treated animals compared to untreated controls at 3 and 24 h post-IR; IL6 expression was lower in VPA and Dex at 3 h post-IR; and the BCL2 expression was higher in VPA and Dex at 24 h post-IR.

**Fig 4:**
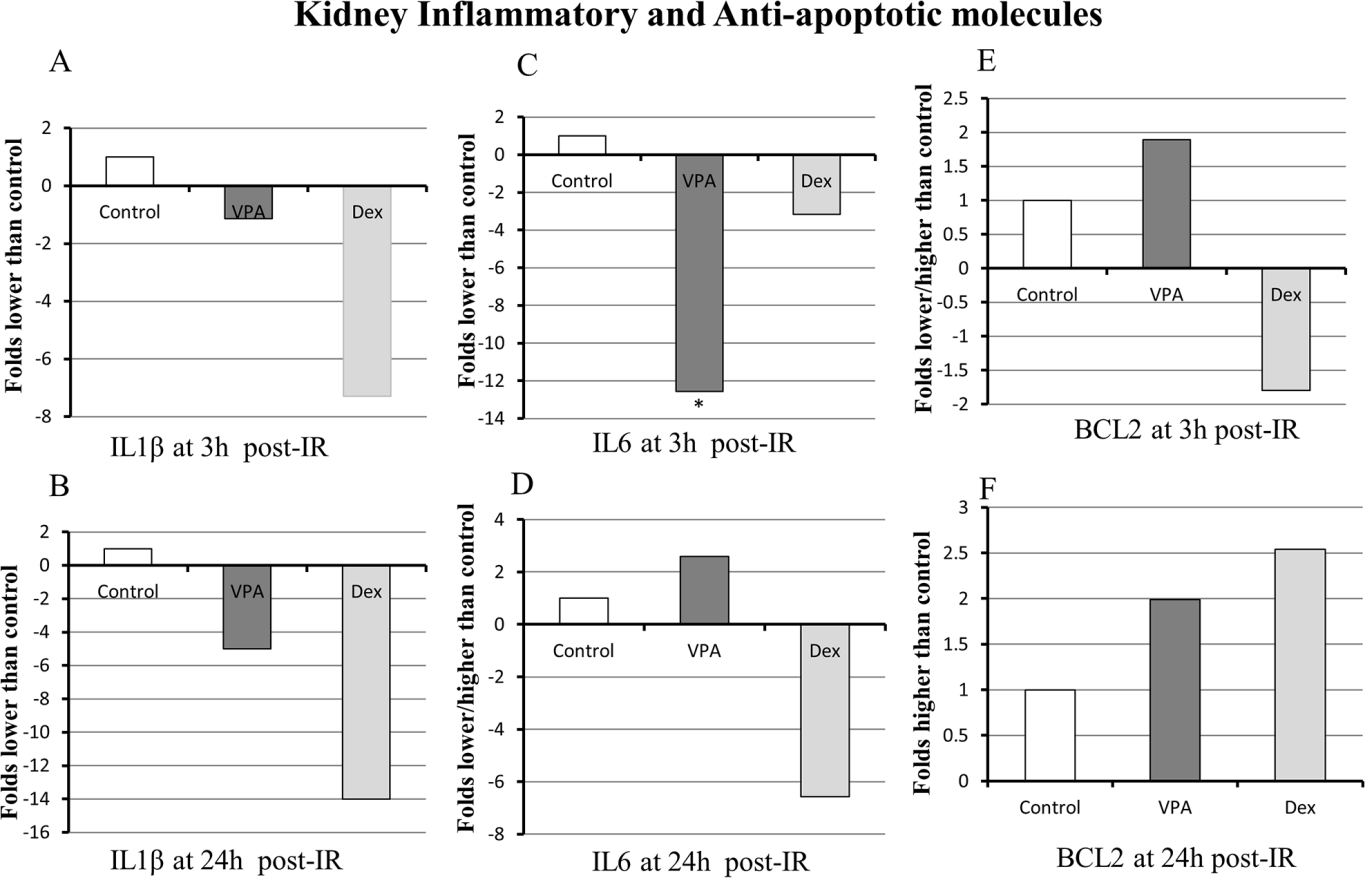
Inflammatory and anti-apoptotic molecule expression as determined by the reverse transcription-polymerase chain reaction (RT-PCR). The inflammatory cytokine IL1β and/or IL6 were markedly downregulated in Valproic acid (VPA) treated animals compared to Vehicle treated controls at 3 hours (h) and 24 h post ischemia-reperfusion (IR). The anti-apoptotic molecule BCL2 was upregulated at 3 and 24 h post-IR in VPA treated group. The RT-PCR was performed in triplicates using RNA derived from kidney samples (n≥ 4 animals from each group). Gene transcripts were normalized to β-Actin (Target gene: β-Actin). The gene expressions are presented as fold increase or decrease in VPA and Dex treated groups compared to Vehicle control group. If the ratio of gene expression (i.e., ratio of VPA or Dex treated to vehicle control group) is >1.1 or <0.9, then it is designated as “upregulation” or “downregulation”, respectively. The mean values of gene expression between control and VPA or Dex groups were compared using student ‘t’ test and ‘*’ notation over or under the bar represents statistical significance (P<0.05).

### DNA microarray analysis of gene expression

While histological evidence of injury was no longer evident at 120 h in animals treated with VPA, urinary levels of kidney injury markers remained elevated (i.e. Osteopontin and KIM-1). Thus, we decided to evaluate these animals at the transcript level to determine what other markers of injury may be elevated and what, if any, pathways were enriched among the experimental groups to help guide future studies. Differential gene expression in the kidney was determined by Three-Way ANOVA with contrasts. All groups (Vehicle, Dex, or VPA) were compared to naïve (uninjured and untreated) animals at 3, 24, and 120 h. 

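Kidney RNA from 46 rats was measured on Affymetrix Rat Gene 1.1 ST arrays, 1 array per animal. The animals had received saline (Vehicle), dexamethasone (Dex, a glucocorticoid) at 3 mg/kg or valproic acid (VPA, an inhibitor of histone deacetylases) at 150 mg/kg, given intraperitoneally 30 min before the left renal artery was clamped for 45 min, or were naïve. The naïve animals, Vehicle at 3 and 120 h, Dex at 24 h and VPA at 3 and 24 h were 5 per group. Vehicle at 24 h, Dex at 3 and 120 h and VPA at 120 h were 4 per group. The deposited values are linear iterPLIER signals, normalized between arrays by the authors, for 29214 probe sets. From these, log2(signal + 16) was taken and the 10 groups were fitted together with limma, which gave the comparison of each injured group with the naïve animals and of Dex and VPA with Vehicle at each time. A probe set was called at a change of at least 2-fold and a Benjamini-Hochberg adjusted p under 0.05 over the 14607 probe sets with the higher SD across arrays. The comparisons, these thresholds, the gene lists and the alternatives, apart from 3 added later, were chosen before the data were examined. Values after ± are standard errors of log2 fold changes unless an SD is named, and fold changes are against the naïve animals unless another group is named. The median SD of a probe set between animals of 1 group ran from 0.23 on the log2 scale in Dex animals at 3 h to 0.38 in Vehicle animals at 3 h. In values simulated for VPA at 120 h against naïve with that number of arrays, 40% of 50 probe sets changed 2-fold and 88% of 50 changed 3-fold were called. The simulation used 1 SD per probe set, pooled over the 10 groups, and moved every VPA animal alike. In the data 878 probe sets had an SD over 1 in VPA animals at 120 h, against 50 to 462 in the other groups. The simulated shares may therefore be too high for that comparison.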

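In the kidney of Vehicle animals at 3 h, 465 probe sets rose and 67 fell against the naïve animals, and with no fold threshold 1354 were higher and 1353 lower. Among those that rose was Hbegf, a growth factor for injured tubular cells, with a log2 fold change of 3.36 ± 0.52, adjusted p = 1.3e-05, which also rose at 3 h in Dex (3.73 ± 0.56, adjusted p = 3.9e-06) and VPA animals (2.29 ± 0.52, adjusted p = 0.0024). At 24 h 699 rose and 618 fell in Vehicle animals, and Clu, a secreted chaperone of injured tubules, rose in Vehicle (2.53 ± 0.49, adjusted p = 4.6e-04) and VPA animals (3.00 ± 0.47, adjusted p = 2.8e-05). At 120 h 268 rose and 221 fell in Vehicle animals. Dex animals had 648 probe sets up and 96 down at 3 h, 379 up and 379 down at 24 h, and 696 up and 545 down at 120 h. VPA animals had 209 up and 67 down at 3 h and 865 up and 519 down at 24 h. With no fold threshold, 1637 were higher and 1250 lower at 3 h in Dex animals, and 1007 and 898 in VPA animals. Each group had 4 or 5 animals and was compared with the same 5 naïve animals. Vehicle replicate 1 stood apart at 24 and 120 h: without it the Vehicle total of 1317 at 24 h became 2141, and that of 489 at 120 h became 914. The Vehicle total at 120 h was 286 without replicate 2, 278 without replicate 3 and 208 without replicate 5, and the Dex total of 758 at 24 h was 1182 without replicate 4. After quantile normalization more probe sets fell than rose in Vehicle animals at 24 h (593 up and 675 down) and 120 h (185 and 248) and in Dex animals at 24 h (313 and 449). With a pseudocount of 1 in place of 16, the totals at 3 h rose from 532 to 898 (666 up and 232 down) in Vehicle, from 744 to 1134 in Dex and from 276 to 544 in VPA animals.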

The totals of unique genes found to be upregulated (increased) or downregulated (decreased) compared to levels in normal (naïve) animals by at least two-fold and less than 0.05 false discovery rate (FDR) is summarized in Fig 5. 

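At 120 h, 72 probe sets were called up and 28 down in the 4 VPA animals against the 5 naïve animals. Cthrc1, a secreted protein of matrix-forming cells, was among those that rose (log2 fold change 2.19 ± 0.42, adjusted p = 0.023), and Cyp1a1, a drug-metabolizing enzyme, among those that fell (adjusted p = 0.023). The animals were not alike. The mean log2 change of 30 genes of tubular injury was 2.00 in VPA replicate 1 and 2.23 in replicate 4, but 0.15 in replicate 2 and 0.31 in replicate 3, within or below the naïve range of -0.27 to 0.38. The Vehicle animals at 120 h were uneven as well, with 0.00 in replicate 1 and 1.56 to 1.87 in the other 4. VPA animals averaged 1.17 ± 1.09 (SD, n = 4) on this score and Vehicle animals 1.39 ± 0.79 (SD, n = 5), a difference of -0.22 (exact permutation test, two-sided, p = 0.81), and VPA animals differed from naïve by 1.17 (exact permutation test, two-sided, p = 0.024; 0.054 without VPA replicate 1 or 4 and 0.086 without naïve replicate 2, 3, 4 or 5). The difference from Vehicle animals was 0.12 without VPA replicate 2 and 0.06 without replicate 3. Of the 30 genes, 4 were called in VPA animals (13 adjusted over the list alone), and the list was higher than other genes by camera (adjusted p = 5.3e-13; adjusted p = 0.26 with an estimated correlation). Markers of macrophages (35 genes, median log2 fold change 0.89, 5 called, 11 adjusted over the list alone) and of fibroblasts (25 genes, 0.73, 5 called, 9 adjusted over the list alone) were also higher by camera (adjusted p = 2.0e-14 and 3.1e-09; both adjusted p = 0.26 with an estimated correlation). The total of 100 depended on single arrays: it was 0 without naïve replicate 4 or VPA replicate 1, 3 without VPA replicate 4, 891 without VPA replicate 2, 802 without VPA replicate 3, and 65, 13, 8 and 5 without naïve replicates 1, 2, 3 and 5. It was 2 with the methods' analysis of variance, 21 after quantile normalization, 6 over all probe sets, 50 with array weights, 154 with the replicate number as a block and 0 when only the 2 groups were fitted. Cthrc1 and Cyp1a1 each lost their call with that analysis of variance (adjusted p = 0.053 for each), with only the 2 groups (0.26 for each) and without naïve replicate 4 (0.052 for each), VPA replicate 1 (0.22 and 0.24) or VPA replicate 4 (0.094 and 0.15), Cthrc1 also without naïve replicate 5 (0.056) and Cyp1a1 without naïve replicate 2 (0.071). The macrophage and fibroblast counts moved with nearly every array.

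**Figure D1:**
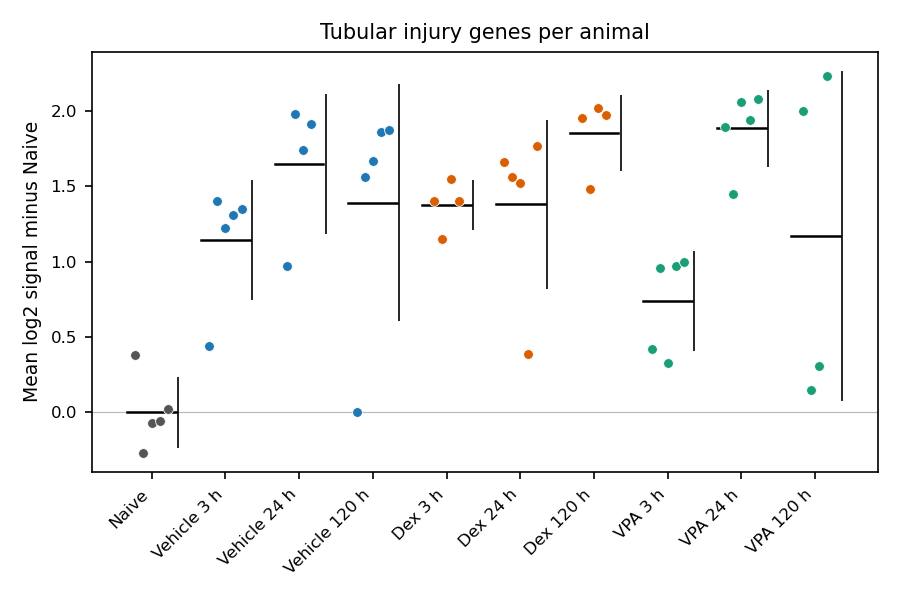
Mean log2 change of 30 tubular injury genes against the naïve mean (vertical axis, log2) in each animal of the 10 groups (horizontal axis). Points are animals, the horizontal line is the group mean and the line beside it the SD. The VPA animals at 120 h sit at 2.00, 0.15, 0.31 and 2.23.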

While all groups showed hundreds of changes in gene expression at 3 h and 24 h, only two genes were upregulated (*Clec4a2 and Lox*) at 120 h in animals that were treated with VPA, indicating that VPA animals were virtually indistinguishable from naïve rats. All relative changes in gene expression were derived from comparison with naïve rats.

**Fig 5:**
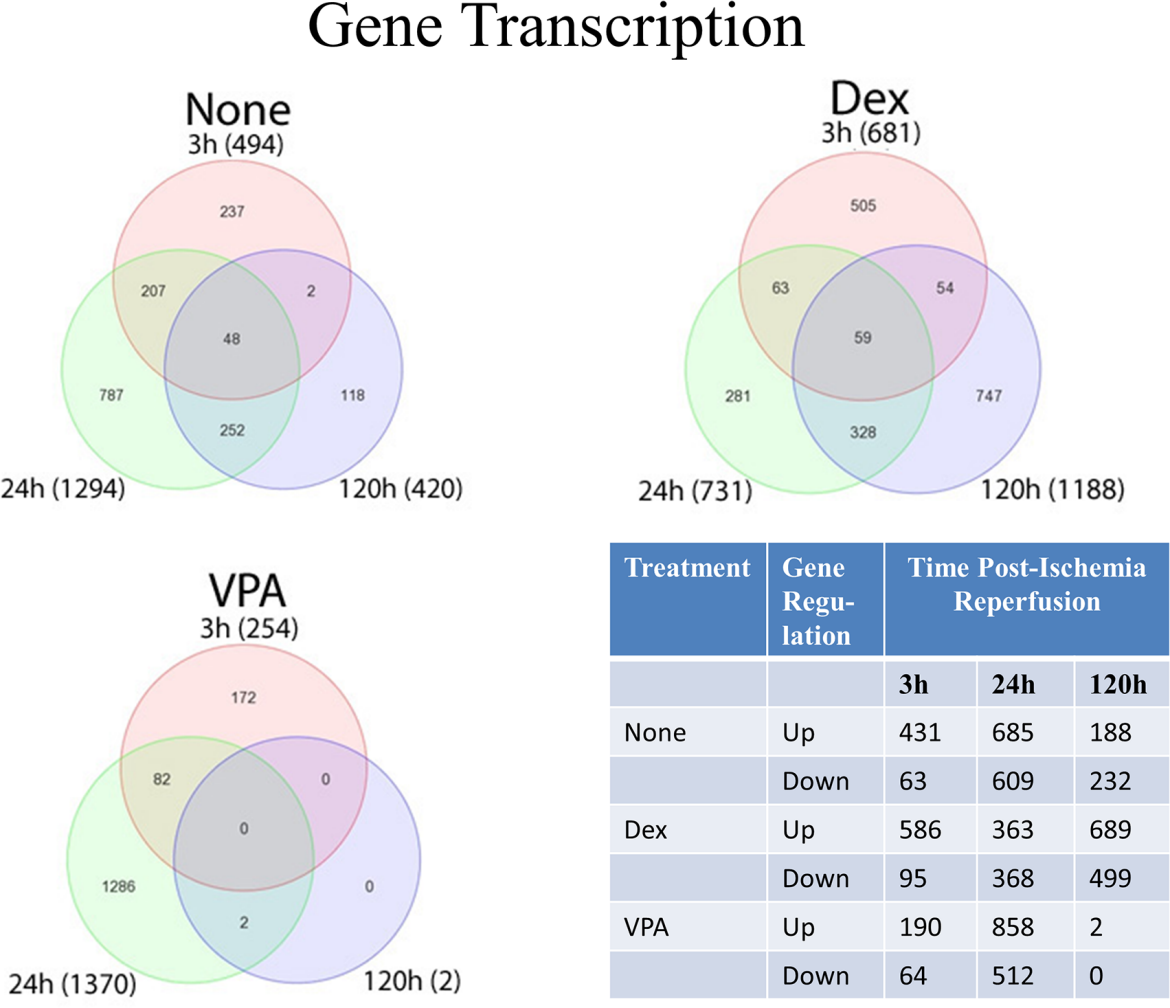
Gene transcription analysis as determined by Affymetrix Gene Array Technology. The Venn diagrams presented show the number of transcriptomes expressed and overlaps in the kidneys of animals treated with valproic acid (VPA), dexamethasone (Dex) or untreated (None; Vehicle control) at 3, 24 and 120 hours (h) post ischemia-reperfusion (IR). All relative changes in gene expression are derived from comparison with naïve rats. Fewer genes were up-regulated in the VPA group compared to untreated Vehicle control group at 3 h post-IR. At 120 h post-IR only two genes were upregulated and none was downregulated in VPA treated animals. Specific gene expression information is presented in **S1–S6 Tables**. The DNA microarray data have been deposited in NCBI’s Gene Expression Omnibus (GEO) repository and are accessible through Accession No. GSE58438 (http://www.ncbi.nlm.nih.gov/geo/).

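The responses of the treatment groups overlapped. At 24 h, 521 probe sets rose and 448 fell in both Vehicle and VPA animals, and the shared genes included Ppp1r1b, a phosphatase inhibitor (log2 fold change -2.18 ± 0.39, adjusted p = 2.3e-04 in Vehicle and -1.82 ± 0.37, adjusted p = 3.1e-04 in VPA), and Pole2, a subunit of DNA polymerase epsilon (1.37 ± 0.32, adjusted p = 0.0016 and 1.76 ± 0.30, adjusted p = 7.4e-05). At 3 h, 177 rose and 19 fell in both Vehicle and VPA animals, and at 120 h 257 rose and 205 fell in both Vehicle and Dex animals. In Vehicle animals 180 probe sets were up and 179 down at both 24 and 120 h, and 51 were up and 11 down at all 3 times. All comparisons use the same naïve animals. Groups and naïve animals simulated with no change shared 0 calls. That cannot show how far common naïve animals add to shared calls, because with no change hardly any call is made. Independent lists of these sizes would share 41.4 up and 22.0 down between Vehicle and VPA at 24 h. When the naïve animals were divided between those 2 comparisons, they shared 358 to 761 calls in place of 969, the Vehicle and VPA animals at 3 h shared 90 to 149 in place of 196, the Vehicle and Dex animals at 120 h 4 to 158 in place of 462, and Vehicle animals at 24 and 120 h 2 to 103 in place of 359.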

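Set directly against Vehicle animals at 3 h, VPA animals had 1 probe set higher and 7 lower at the thresholds. Fgf23, a hormone of phosphate balance, was lower in VPA animals (log2 fold change -2.57 ± 0.47, adjusted p = 0.0049 against Vehicle, 5 animals each). Has1, a hyaluronan synthase (-1.18 ± 0.22, adjusted p = 0.0063), and Csrp3, a muscle LIM protein (-1.19 ± 0.21, adjusted p = 0.0049), were also lower. The calls of Selp, Rgs16, Lipe and Inhca, which were lower, and of Zcchc12, which was higher, were each lost without 3 to 6 of the 10 arrays. Of 23 endothelial markers none was called, and the list was lower in VPA animals by camera (median log2 fold change -0.31, adjusted p = 8.0e-14; adjusted p = 0.024 with an estimated correlation). Markers of red blood cells, 7 genes with none called, were lower as well (-0.86, adjusted p = 3.7e-06; adjusted p = 0.14 with an estimated correlation). Vehicle replicate 1 had a red blood cell score of 2.62 at 3 h, against 0.41 to 1.38 in the other Vehicle animals. Between VPA and Vehicle animals no probe set was called by limma at 24 h (40 at an unadjusted p under 0.05 with the 2-fold threshold, 0 with the methods' analysis of variance) or at 120 h (14 and 0). Dex animals differed from Vehicle animals by 21 probe sets up and 4 down at 3 h, with Gal, the neuropeptide galanin (2.73 ± 0.53, adjusted p = 0.0039), and Nppc, a natriuretic peptide (2.31 ± 0.34, adjusted p = 5.9e-05), among those higher, by 15 up and 2 down at 24 h, and by none at 120 h (11 at an unadjusted p with the 2-fold threshold, 0 with the methods' analysis of variance). The 8 calls between VPA and Vehicle at 3 h became 0 when only these 2 groups were fitted, 4 with array weights, 13 after quantile normalization and 14 with a pseudocount of 1, and were 29, 17 and 3 without Vehicle replicates 1, 4 and 5 and 4, 20 and 5 without VPA replicates 1, 2 and 3. The 25 calls between Dex and Vehicle at 3 h were 39 without Vehicle replicate 1 and 14 when only 2 groups were fitted, and the 17 at 24 h were 44 without Vehicle replicate 1, 117 without Dex replicate 1, 6 without Dex replicate 5, 1 without Dex replicate 2, 3 or 4, 0 without Vehicle replicate 2 or 4, 7 over all probe sets and 0 when only 2 groups were fitted.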

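Fgb, the fibrinogen beta chain, had the largest rise among the named genes called in VPA animals at 120 h (log2 fold change 2.31 ± 0.57, adjusted p = 0.041, 4 VPA and 5 naïve animals). It was called without VPA replicate 2 (2.99) or 3 (2.92) and lost its call without any naïve replicate (1, 2, 3, 4 or 5; adjusted p = 0.052 to 0.083), without VPA replicate 1 (1.81, adjusted p = 0.32) or 4 (1.51, adjusted p = 0.42), with the methods' analysis of variance (0.069), after quantile normalization (0.064) and with only the 2 groups fitted (0.26). The adjusted p of the 14607 probe sets tested was at least 0.015, and 3366 of them had an unadjusted p under 0.05 where 730 would by chance. These p-values rest on 1 spread per probe set, pooled over the 10 groups. In VPA animals at 120 h 878 probe sets had an SD over 1, against 50 to 462 in the other groups. The p-values may therefore be too small here, and 730 may be too low a number for chance. From the small number of genes changed in VPA animals at this time, the paper concludes that these animals could hardly be told from naïve rats.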

Since we are interested in identifying novel early biomarkers of kidney injury, expression analysis of the top twenty upregulated and downregulated genes are presented in S1 and S2 Tables, and the full Differentially Expressed Gene (DEG) lists are in S3 Table. 

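Heat shock genes rose steeply within 3 h in every injured group. Both probe sets for Hspa1b, an inducible chaperone of the Hsp70 family, rose; the platform table assigns them to several Hspa1 genes. The first had a log2 fold change of 4.54 ± 0.51 in Vehicle (23.3-fold, n = 5), 4.63 ± 0.54 in Dex (n = 4) and 4.07 ± 0.51 in VPA animals (16.8-fold, n = 5), and the other one of 4.52, 4.31 and 3.35. Hspb1 (probe set 10761128), a small heat shock protein that protects actin, rose 11.5-fold in Vehicle (log2 3.52 ± 0.38, adjusted p = 3.0e-08), 11.5-fold in Dex and 6.61-fold in VPA animals (log2 2.73 ± 0.38, adjusted p = 5.1e-06). Of 23 measured heat shock genes, 12 rose in Vehicle, 12 in Dex and 9 in VPA animals, none fell, and the counts were the same when adjusted over the list alone. Dnajb1, Bag3 and Hsph1, a cochaperone and partners of Hsp70, were among those that rose in all 3 groups. The list was higher than other genes by camera (adjusted p = 9.0e-27 in Vehicle, 1.8e-26 in Dex and 8.0e-20 in VPA animals; adjusted p = 0.0088, 0.0033 and 0.042 with an estimated correlation). Between VPA and Vehicle animals, Hspb1 differed by -0.80 ± 0.38, adjusted p = 0.49.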

Stress induced genes, such as *Hspa1b*, *Hspb1* were upregulated as early as 3 h post-IR in kidneys of all treatment groups. Major regulators of apoptosis were also increased, such as *Atf3*, *Hmox1*, and *Zfand2a*. 

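Atf3, a stress-induced transcription factor of the ATF family (probe set 10770710), rose 22.4-fold in Vehicle (log2 4.49 ± 0.62, adjusted p = 1.9e-06, n = 5), 32-fold in Dex (log2 5.00 ± 0.66, adjusted p = 4.6e-07, n = 4) and 10.8-fold in VPA animals (log2 3.43 ± 0.62, adjusted p = 1.8e-04, n = 5) at 3 h. Hmox1, the heme-degrading enzyme heme oxygenase-1, rose 21-fold in Vehicle, 16.9-fold in Dex and 14.2-fold in VPA animals, and Zfand2a, a zinc finger protein induced by proteotoxic stress, 12.4-fold, 15.1-fold and 9.65-fold. None of them differed between VPA and Vehicle animals at the thresholds (log2 -1.06 ± 0.62, adjusted p = 0.62 for Atf3, -0.56 ± 0.38, adjusted p = 0.7 for Hmox1 and -0.36 ± 0.45, adjusted p = 0.89 for Zfand2a). Of 38 measured genes of apoptosis, listed beforehand, 3 rose in Vehicle, 4 rose and 1 fell in Dex, and 4 rose and 1 fell in VPA animals, with the same counts adjusted over the list alone. The list did not pass camera in any of them (adjusted p = 0.085, 0.13 and 0.28). Without VPA replicate 1, the log2 fold change of Atf3 in VPA animals was 4.06.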

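Havcr1 (probe set 10733017) encodes the proximal tubule injury molecule KIM-1. Its mean signal, averaged as log2(signal + 16) and converted back, was 35.6 in naïve animals and 365 in Vehicle, 597 in Dex and 149 in VPA animals at 3 h. On the scale of signal + 16, which narrows changes of low signals, it rose 7.37-fold in Vehicle (log2 2.88 ± 0.96, adjusted p = 0.03, n = 5) and 11.9-fold in Dex animals (log2 3.57 ± 1.02, adjusted p = 0.0097, n = 4). In VPA animals the log2 fold change was 1.68 ± 0.96, adjusted p = 0.26, and it was not called. VPA and Vehicle animals differed by -1.20 ± 0.96, adjusted p = 0.77, and the difference did not pass the test. The call in Vehicle animals was lost (adjusted p = 0.054 to 0.074) without naïve replicate 3, 4 or 5 or Vehicle replicate 2, 3 or 5, and the VPA value passed (adjusted p = 0.044) when only these 2 groups were fitted. Markers of neutrophils rose in Vehicle animals at this time, 7 of 21 measured (7 adjusted over the list alone; camera adjusted p = 1.1e-06, adjusted p = 0.045 with an estimated correlation), among them S100a9 (log2 2.16 ± 0.40, adjusted p = 1.2e-04).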

In agreement with the urinary markers of kidney injury, *Havrc1* (KIM-1) was moderately increased in Vehicle and Dex treated animals, and even lower in VPA treated animals. 

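At 24 h the mean signal of Havcr1, averaged as log2(signal + 16) and converted back, reached 2420 in Vehicle (n = 4), 2880 in Dex (n = 5) and 4490 in VPA animals (n = 5). Its log2 fold change was 5.56 ± 1.02, adjusted p = 2.9e-04 in Vehicle, 5.81 ± 0.96, adjusted p = 2.8e-04 in Dex and 6.45 ± 0.96, adjusted p = 2.3e-05 in VPA animals, or 47.1-fold, 56.2-fold and 87.4-fold on the scale of signal + 16. Lcn2 (probe set 10844331), the iron-siderophore carrier lipocalin-2 released by injured tubules, rose 10.7-fold in Vehicle (log2 3.43 ± 0.73, adjusted p = 9.1e-04), 16.2-fold in Dex and 16.4-fold in VPA animals (log2 4.04 ± 0.69, adjusted p = 7.4e-05). In Vehicle animals Fosl1, a subunit of AP-1, rose 14.7-fold. VPA and Vehicle animals differed by 0.89 ± 1.02, adjusted p = 1 for Havcr1 and 0.61 ± 0.73, adjusted p = 1 for Lcn2, neither of which passed the test. Vehicle replicate 1 had a Havcr1 signal of 508 against 3450 to 4770 in the other 3 animals. Without it the log2 fold change in Vehicle animals was 6.30 for Havcr1 and 4.26 for Lcn2, so that Lcn2 rose more than Fosl1, and that between VPA and Vehicle animals was 0.15 for Havcr1 and -0.22 for Lcn2.

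**Figure D2:**
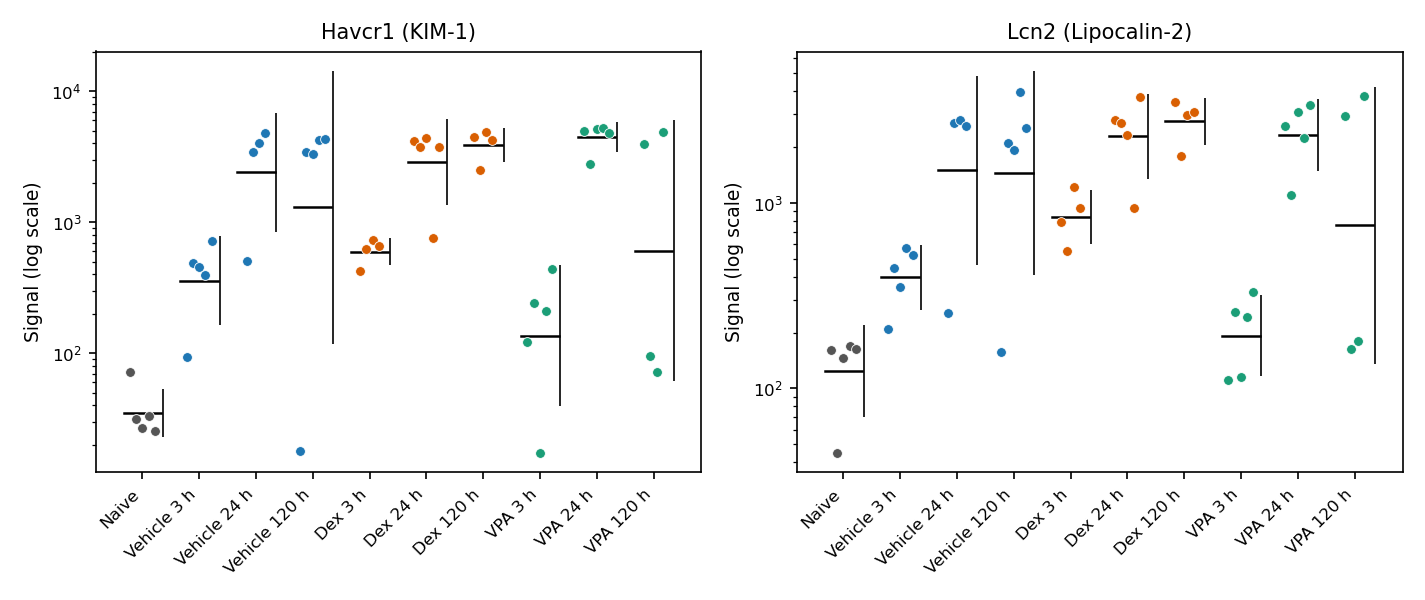
Signal of Havcr1 and Lcn2 (vertical axis, linear iterPLIER signal on a log scale) in each animal of the 10 groups (horizontal axis). Points are animals, the horizontal line is the mean on the log2 scale and the line beside it the SD on that scale. Havcr1 is at 508 in Vehicle replicate 1 at 24 h and between 3450 and 4770 in the other 3 Vehicle animals.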

By 24 h, *Havrc1* and *Lcn2* (Lipocalin-2) were the highest upregulated genes in Vehicle, Dex, and VPA, by +47.1, +56.2, +87.4 fold and +14.7, +16.2, +16.4 fold, respectively. Further, *Timp1* (tissue inhibitor of metalloproteinases, a well-known biomarker of organ injury) was upregulated in all groups at 24 h, which together with *Havcr1* persisted until 120 h, except in VPA treated animals. On the other hand, *A2m*, which is known to increase in nephrotic syndrome and leakage of tubules, was only upregulated in the Vehicle and Dex groups at 24 and 120 h, but not VPA at any time point. 

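Timp1, an inhibitor of matrix metalloproteinases (probe set 10936482), rose at 24 h in all 3 groups, 9.76-fold in Vehicle (log2 3.29 ± 0.54, adjusted p = 1.1e-04, n = 4), 6.01-fold in Dex (n = 5) and 9.94-fold in VPA animals (log2 3.31 ± 0.51, adjusted p = 2.7e-05, n = 5). At 120 h it was called in Vehicle (log2 2.13 ± 0.51, adjusted p = 0.0087, n = 5) and Dex animals (2.65 ± 0.54, adjusted p = 9.3e-04, n = 4), and in VPA animals it was 1.63 ± 0.54, adjusted p = 0.088 (n = 4). Havcr1 at 120 h was 28.8-fold the naïve level in Vehicle (log2 4.85 ± 0.96, adjusted p = 0.003), 76.2-fold in Dex (log2 6.25 ± 1.02, adjusted p = 1.8e-04) and 12.8-fold in VPA animals (log2 3.68 ± 1.02, adjusted p = 0.053). The Havcr1 signal of the 4 VPA animals was 3950, 95.7, 72.5 and 4920, and their Timp1 signal 954, 162, 260 and 1340. The VPA and Vehicle animals differed by -1.16 ± 1.02, adjusted p = 0.96 for Havcr1. The Havcr1 value in VPA animals was called with the replicate number as a block (log2 3.86, adjusted p = 0.041) and without VPA replicate 2 (4.54, adjusted p = 0.0077) or 3 (4.65, adjusted p = 0.012), and Timp1 was called without VPA replicate 2 (2.13, adjusted p = 0.012) or 3 (1.92, adjusted p = 0.029). Without Vehicle replicate 1, whose Havcr1 signal was 17.8 against 3350 to 4330 in the others, Havcr1 in Vehicle animals was at a log2 fold change of 6.21.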

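A2m, the plasma protease inhibitor alpha-2-macroglobulin (probe set 10858408), had a median signal of 20 in naïve animals. At 24 h it rose in Dex (log2 fold change 2.46 ± 0.41, adjusted p = 2.8e-04, n = 5) and VPA animals (1.68 ± 0.41, adjusted p = 0.0018, n = 5), and its value in Vehicle animals was 1.11 ± 0.44, adjusted p = 0.051 (n = 4). At 120 h it rose in Vehicle (2.68 ± 0.41, adjusted p = 3.2e-04, n = 5), Dex (3.37 ± 0.44, adjusted p = 1.2e-05, n = 4) and VPA animals, where its signal ran from 31 to 422 (n = 4). The Vehicle value at 24 h was called with array weights (adjusted p = 0.03), with only the 2 groups fitted (0.01), with the replicate number as a block (log2 1.17, adjusted p = 0.045) and without naïve replicate 5 or Vehicle replicate 1. The call in VPA animals at 120 h was lost with the methods' analysis of variance (adjusted p = 0.053), with only the 2 groups fitted (0.26), and without naïve replicate 4 (0.052), VPA replicate 1 (log2 1.81, adjusted p = 0.24) or VPA replicate 4 (2.10, adjusted p = 0.12), and the value was 2.88 without VPA replicate 2.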

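Il19 and Il24, cytokines of the IL-10 family (probe sets 10767482 and 10767465), were high late after injury. At 120 h Il19 had a log2 fold change of 2.42 ± 0.63, adjusted p = 0.014 in Vehicle (n = 5), 4.02 ± 0.66, adjusted p = 1.9e-04 in Dex (n = 4) and 1.83 ± 0.66, adjusted p = 0.11 in VPA animals (n = 4), and Il24 one of 2.22 ± 0.51, adjusted p = 0.0076, 3.48 ± 0.54, adjusted p = 1.3e-04 and 1.69 ± 0.54, adjusted p = 0.082. Both were called in Vehicle and Dex animals. Of 45 measured cytokine genes, 5 rose and 1 fell in Vehicle, 11 rose and 1 fell in Dex and none was called by limma in VPA animals (3 adjusted over the list alone; 5, 11 and 3 rose and 1, 1 and 0 fell when adjusted over the list alone). In VPA animals the list was higher by camera (adjusted p = 9.2e-04; adjusted p = 0.44 with an estimated correlation). Without Vehicle replicate 1 Il19 was at 3.03 in Vehicle animals, and without Vehicle replicate 5 it was at 2.09 and its call was lost (adjusted p = 0.051).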

Although urinary markers demonstrated a decrease in IL1β and IL6, inflammatory mediators such as *IL19* and *IL24* expressions were both upregulated at 120 h in Vehicle and Dex groups. 

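Il19 and Il24 were already raised at 24 h. In VPA animals (n = 5) Il19 had a log2 fold change of 3.37 ± 0.63, adjusted p = 1.5e-04 and Il24 of 3.03 ± 0.51, adjusted p = 6.5e-05, and in Vehicle animals (n = 4) the values were 2.79 ± 0.66, adjusted p = 0.0018 and 2.48 ± 0.54, adjusted p = 0.001. All 4 were called. In Dex animals (n = 5) Il24 was at 1.44 ± 0.51, adjusted p = 0.041. Of the measured cytokine genes 19 rose in Vehicle and 19 in VPA animals (19 and 20 adjusted over the list alone), and 4 in Dex animals (4 adjusted over the list alone). The call of Il24 in Dex animals was lost without any 1 of the naïve replicates or of Dex replicates 1, 2, 3 and 5 (adjusted p = 0.052 to 0.14).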

In VPA, however, both of these cytokines were significantly upregulated as early as 24 h. 

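Lox, the lysyl oxidase that cross-links collagen (probe set 10804463), had a log2 fold change at 120 h of 1.83 ± 0.32, adjusted p = 0.015 in VPA animals (n = 4), 2.10 ± 0.30, adjusted p = 2.0e-04 in Vehicle (n = 5) and 2.50 ± 0.32, adjusted p = 1.2e-05 in Dex animals (n = 4). Clec4a2, a C-type lectin receptor of dendritic cells and macrophages (probe set 10858566), had 1.51 ± 0.27, adjusted p = 0.015 in VPA, 1.26 ± 0.26, adjusted p = 0.0034 in Vehicle and 1.58 ± 0.27, adjusted p = 2.7e-04 in Dex animals. Both genes were called in all 3 groups. The Clec4a2 signal was 8 to 17 in naïve animals and 21 to 194 in VPA animals. In VPA animals the calls of Lox and Clec4a2 were lost when only the 2 groups were fitted (adjusted p = 0.26 for each), without naïve replicate 4 (0.052 for each), without VPA replicate 1 (0.22 for each; log2 1.55 for Lox and 1.42 for Clec4a2) and without VPA replicate 4 (0.059 for Lox; log2 1.04 and adjusted p = 0.12 for Clec4a2).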

At 120 h post-IR, gene microarray data demonstrated the upregulation of only two genes *Lox* (Lysyl oxidase) and *CLec4a2* (C-type Lectin domain 4 family 4 member a2; Dendritic cell immunoreceptor).

Gene transcription analysis presented in the Venn diagram (Fig 5) shows the number of transcriptomes expressed and overlaps in the kidneys of animals treated with VPA, Dex and Vehicle groups at 3, 24 and 120 h post-ischemia reperfusion. All relative changes in gene expression were derived from comparison with naïve rats. In the vehicle treated group, at 3 h, only 63 genes were downregulated, whereas, at 24 and 120 h, 609 and 232 genes were downregulated, respectively (Fig 5). 

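In Vehicle animals 67 probe sets fell at 3 h, 618 at 24 h and 221 at 120 h. At 3 h Casr, the calcium-sensing receptor of the thick ascending limb, fell (log2 fold change -1.81 ± 0.44, adjusted p = 0.0025), as did Mtmr7, a lipid phosphatase (-1.71 ± 0.27, adjusted p = 1.4e-05). At 24 h Hnf4a, a transcription factor of the proximal tubule (-1.44 ± 0.27, adjusted p = 2.9e-04), and Slc9a3, its sodium-proton exchanger (-2.21 ± 0.47, adjusted p = 8.3e-04), fell. At 120 h Cyp2c11, a cytochrome P450 (-2.96 ± 0.64, adjusted p = 0.0048), and Tff3 (-2.61 ± 0.50, adjusted p = 0.0022) fell. Of 33 measured markers of the proximal tubule, 17 fell at 24 h (18 adjusted over the list alone) and 4 fell and 1 rose at 120 h (5 and 1 adjusted over the list alone). The list was lower by camera (adjusted p = 2.0e-13 and 4.1e-07; adjusted p = 0.19 and 0.51 with an estimated correlation). None of 15 podocyte markers was called by limma at 3 h or 120 h and 1 fell at 24 h. The 17 markers at 24 h were 10 without Vehicle replicate 2 and 11 without replicate 4, and the 4 at 120 h were 8 without replicate 1.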

A large number of transporters (solute carrier organic anion and cation) and voltage-dependent calcium channel associated gene expressions were downregulated at 24 h and 120 h. 

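Of 354 measured solute carrier genes, taken by their Slc and Slco names, 59 fell and 6 rose in Vehicle animals at 24 h (59 and 6 adjusted over the list alone), and 20 fell and 4 rose at 120 h (23 and 4 adjusted over the list alone). Slc22a2, the organic cation transporter of the basolateral membrane, fell at 24 h (log2 fold change -2.18 ± 0.52, adjusted p = 0.0018, n = 4) and at 120 h (-1.86 ± 0.49, adjusted p = 0.015, n = 5), and Slc7a13, an amino acid transporter, fell at 24 h (-2.65 ± 0.69, adjusted p = 0.0037). The organic anion transporter Slco1a6 (-3.19 ± 0.80, adjusted p = 0.0027) and Slc7a12 (-3.53 ± 0.99, adjusted p = 0.0065) fell more steeply. In Dex animals 35 fell at 24 h and 42 at 120 h (36 and 42 adjusted over the list alone), and in VPA animals 50 at 24 h and 1 at 120 h (50 and 0 adjusted over the list alone). Of 25 measured genes of voltage-dependent calcium channels, 2 fell at 24 h, Cacng5 (-3.47 ± 0.96, adjusted p = 0.0059) and Cacnb4 (-1.37 ± 0.40, adjusted p = 0.0083), and at 120 h 1 fell, Cacng5 (-3.72 ± 0.91, adjusted p = 0.0095), and 1 rose, Cacna1h (1.00 ± 0.23, adjusted p = 0.0064, under 2-fold after quantile normalization and without naïve replicate 1 or 2 or Vehicle replicate 2, 3 or 5, at 0.87 to 1.00), with the same counts adjusted over the list alone. Without Vehicle replicate 1 the log2 fold change at 24 h was -2.83 for Slc22a2, -3.44 for Slc7a13, -4.12 for Slco1a6, -4.45 for Slc7a12 and -4.39 for Cacng5, and that of Cacng5 at 120 h was -4.57. Cacnb4 lost its call without Vehicle replicate 4 (adjusted p = 0.069). The 20 solute carriers called down at 120 h were 38 without Vehicle replicate 1, 4 without replicate 5, 7 without replicate 4, and 9 to 11 without replicate 2 or 3 or naïve replicate 2, 3, 4 or 5, and the 42 in Dex animals were 23 without Dex replicate 3.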

Interestingly, at 3 h *cd180* (a negative regulator of toll-like receptor 4 [TLR4]-mediated inflammation) and *Tril* (TRL4 interactor with leucine-rich repeats) were downregulated (S2 Table). 

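Tril, a coreceptor of toll-like receptor 4, fell at 3 h in all 3 groups, with a log2 fold change of -1.68 ± 0.24, adjusted p = 3.7e-06 in Vehicle (n = 5), -2.11 ± 0.26, adjusted p = 1.1e-07 in Dex (n = 4) and -2.01 ± 0.24, adjusted p = 6.1e-07 in VPA animals (n = 5). Cd180, a receptor homolog that restrains signaling through toll-like receptor 4 and is expressed by B cells and macrophages, fell in Dex (-1.45 ± 0.34, adjusted p = 0.0017) and VPA animals (-1.49 ± 0.32, adjusted p = 0.0013). In Vehicle animals its value was -0.88 ± 0.32, adjusted p = 0.05. Its signal was 45 to 124 in naïve and 34 to 53 in Vehicle animals, and without naïve replicate 2 it was called in Vehicle animals (-1.10, adjusted p = 0.016). The mean log2 change of 35 macrophage markers was -0.20 ± 0.11 (SD) in VPA, 0.16 ± 0.35 in Vehicle and -0.03 ± 0.24 in Dex animals, against 0.00 ± 0.04 in naïve animals (exact permutation tests, two-sided and not adjusted, p = 0.016, 0.39 and 0.83). Of 27 measured lymphocyte markers, which do not all mark B cells, none was called by limma in any group at this time (none adjusted over the list alone).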

At 120 h post-IR only two genes were upregulated and none was downregulated in VPA treated animals. However, several genes were upregulated and downregulated at 120 h post-IR in both Vehicle (no treatment) and Dex treated animals (Fig 5).

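Fgb rose at 120 h in Vehicle (log2 fold change 2.82 ± 0.54, adjusted p = 0.0022, n = 5) and in Dex animals (3.56 ± 0.57, adjusted p = 1.8e-04, n = 4). Vim, the intermediate filament vimentin of dedifferentiated tubular cells and of stroma, rose in both (1.60 ± 0.33, adjusted p = 0.0033 and 2.18 ± 0.34, adjusted p = 1.6e-04), and so did Cd44, the hyaluronan receptor (2.09 ± 0.51, adjusted p = 0.0095 and 2.82 ± 0.54, adjusted p = 6.1e-04). Vim was also called in VPA animals (1.54), where its call was lost with the methods' analysis of variance (adjusted p = 0.053) and with only the 2 groups fitted (0.26). Cyp2c11 fell in Dex animals (-3.60 ± 0.68, adjusted p = 5.9e-04) as in Vehicle animals. Of 35 measured macrophage markers 7 rose in Vehicle and 14 in Dex animals (7 and 14 adjusted over the list alone), and of 25 fibroblast markers 4 and 9 (4 and 10 adjusted over the list alone). Both lists were higher by camera in both groups (macrophage adjusted p = 7.4e-04 and 6.6e-09, fibroblast adjusted p = 2.3e-04 and 1.5e-06; adjusted p = 0.55, 0.39, 0.51 and 0.39 with an estimated correlation).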

DAVID analysis was used to examine enriched KEGG pathways, which are summarized in S4 and S5 Tables. 

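Genes of MAPK signaling rose at 3 h in every injured group. Of 226 measured genes of this pathway, 26 rose in Vehicle, 29 in Dex and 15 in VPA animals, and none fell, with the same counts adjusted over the list alone. Map3k6, a kinase activated by stress, had a log2 fold change of 1.82 ± 0.32, adjusted p = 6.6e-05 in Vehicle (n = 5), 2.48 ± 0.34, adjusted p = 9.1e-07 in Dex (n = 4) and 1.22 ± 0.32, adjusted p = 0.0082 in VPA animals (n = 5). The phosphatase Dusp8, which switches off stress kinases, rose in all 3 groups (2.39, 3.01 and 1.93), and so did Myc, a growth regulator (2.60, 3.22 and 2.26). The list was higher by camera in Vehicle (adjusted p = 0.0026), Dex (0.0069) and VPA animals (0.021), with adjusted p = 0.26, 0.39 and 0.57 with an estimated correlation. Its median log2 fold change was 0.05, 0.08 and 0.13. Markers of red blood cells, 7 genes, were called in 5 cases in Vehicle, 3 in Dex and 0 in VPA animals at this time (5, 4 and 0 adjusted over the list alone), and the 5 were 3 without naïve replicate 2.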

At 3 h post-IR, all groups (Vehicle, Dex, VPA) demonstrated enriched MAPK (mitogen-activated protein kinases) signaling, consistent with an ischemic stress response. 

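Of 27 measured immediate-early genes, which respond within minutes to stress, 24 rose in Vehicle, 23 in Dex and 16 in VPA animals (the same adjusted over the list alone), and set directly against Vehicle animals the list was lower in VPA animals, with a median log2 fold change of -0.68 (camera adjusted p = 1.7e-13; adjusted p = 0.22 with an estimated correlation). Jun, a subunit of AP-1, had a log2 fold change of 2.54 ± 0.38, adjusted p = 5.2e-06 in Vehicle (n = 5) and 1.52 ± 0.38, adjusted p = 0.0046 in VPA animals (n = 5), and its relative Fosl1 one of 3.82 ± 0.66, adjusted p = 5.5e-05 and 2.95 ± 0.66, adjusted p = 0.002. The MAPK list as a whole did not differ between VPA and Vehicle animals (median 0.00, camera adjusted p = 0.14), and without Vehicle replicate 1 it passed the test (adjusted p = 0.0055). The mean log2 change of the immediate-early genes was 0.13 in VPA replicate 1 and 0.12 in replicate 3, within the naïve range of -0.27 to 0.19, and 2.08 to 2.10 in the other 3 VPA animals. VPA animals averaged 1.30 ± 1.07 (SD, n = 5) and Vehicle animals 1.92 ± 0.42 (SD, n = 5), a difference of -0.62 (exact permutation test, two-sided, p = 0.26). Both VPA animals with low values had heat shock scores of 0.56 and 0.95, above the highest naïve score of 0.12. The count of 16 was 9 without VPA replicate 5, and the median difference of -0.68 from Vehicle animals was -0.33 without VPA replicate 3.

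**Figure D3:**
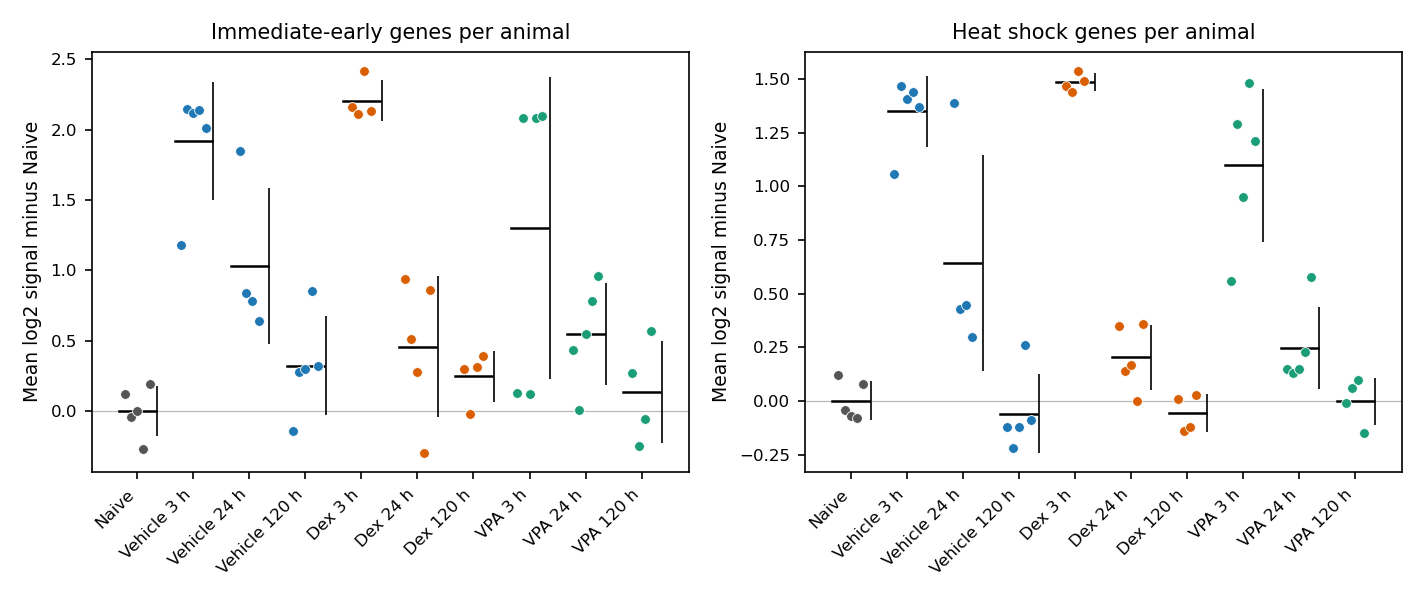
Mean log2 change of the immediate-early and of the heat shock genes against the naïve mean (vertical axes, log2) in each animal of the groups (horizontal axis). Points are animals, the horizontal line is the group mean and the line beside it the SD. VPA replicates 1 and 3 at 3 h sit at 0.13 and 0.12 on the immediate-early score.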

While animals with Vehicle and Dex showed 29 and 30 members of MAPK signaling pathway upregulated, respectively, those animals treated with VPA showed only16 members upregulated, indicating a decreased VPA-induced stress response. At 24 h, DNA replication and cell cycle pathways were upregulated in all groups. However, animals treated with VPA had a larger number of DNA replication and cell cycle pathway related genes upregulated at 24 h (S4 Table) compared to Vehicle or Dex treatment. 

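Genes of DNA replication rose at 24 h in all 3 groups. Of 34 measured, 13 rose in Vehicle, 14 in Dex and 21 in VPA animals and none fell, and of 115 measured cell cycle genes 22, 21 and 37 rose and none fell, with the same counts adjusted over the list alone. Mcm5, a subunit of the replicative helicase, had a log2 fold change of 1.71 ± 0.45, adjusted p = 0.004 in Vehicle (n = 4), 1.95 ± 0.43, adjusted p = 0.0017 in Dex (n = 5) and 2.45 ± 0.43, adjusted p = 8.2e-05 in VPA animals (n = 5). Cdc45, a partner of that helicase in its active form, rose in all 3 groups (1.42, 1.45 and 1.94), and Pcna, the sliding clamp of DNA polymerases, rose 2.3-fold, 2.21-fold and 2.76-fold. The replication list was higher by camera (adjusted p = 5.9e-09, 1.3e-10 and 1.2e-14; adjusted p = 0.26, 0.42 and 0.25 with an estimated correlation), and so was the cell cycle list (1.1e-07, 1.2e-05 and 3.3e-12; adjusted p = 0.29, 0.59 and 0.31 with an estimated correlation). Without Vehicle replicate 1, which stood apart on these genes, 20 replication and 36 cell cycle genes rose in Vehicle animals and the value of Mcm5 was 2.52.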

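Mcm6, another subunit of the helicase, had a log2 fold change of 1.95 ± 0.45, adjusted p = 0.0016 in Vehicle (n = 4) and 2.74 ± 0.43, adjusted p = 3.0e-05 in VPA animals (n = 5), a difference of 0.79 ± 0.45, adjusted p = 0.83 between VPA and Vehicle. E2f1, a transcription factor that drives entry into S phase, was called in Vehicle (1.27 ± 0.37, adjusted p = 0.008), Dex (1.46 ± 0.35, adjusted p = 0.0031) and VPA animals (2.15 ± 0.35, adjusted p = 4.0e-05). In Vehicle animals its call was lost with only the 2 groups fitted (adjusted p = 0.067) and without Vehicle replicate 2 (0.054) or 3 (0.066), and it was at 1.93 without replicate 1. Set directly against Vehicle animals, the replication genes were higher in VPA animals (median log2 fold change 0.36, camera adjusted p = 1.2e-06; adjusted p = 0.6 with an estimated correlation), as were the cell cycle genes (0.17, 1.7e-04; adjusted p = 0.68 with an estimated correlation). No single member was called in that comparison by limma or by the methods' analysis of variance. Both differences rested on Vehicle replicate 1, whose replication score of -0.32 lay below those of the other 3 Vehicle animals, 1.03 to 1.26. Without it the median difference between VPA and Vehicle was -0.01 for the replication list (adjusted p = 0.69), -0.01 for the cell cycle list and -0.01 for Mcm6, and Mcm6 was at 2.75 in Vehicle animals.

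**Figure D4:**
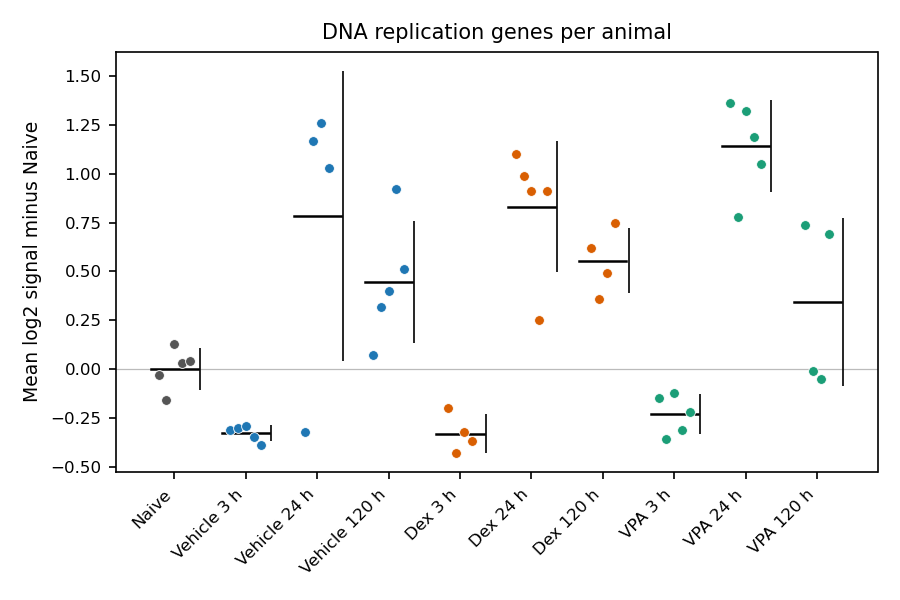
Mean log2 change of the DNA replication genes against the naïve mean (vertical axis, log2) in each animal of the groups (horizontal axis). Points are animals, the horizontal line is the group mean and the line beside it the SD. Vehicle replicate 1 at 24 h is at -0.32 and the other 3 Vehicle animals are at 1.03 to 1.26.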

Mediators of ECM (extracellular matrix)-receptor interactions were not apparent at 24 h in Vehicle and Dex treated animals, but were evident in VPA treated animals; however, at 120 h, these mediators were upregulated in Vehicle and Dex treated groups, but not in VPA treated animals.

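Of 72 measured genes of ECM-receptor interaction, 9 rose at 24 h in Vehicle, 8 in Dex and 13 in VPA animals, and 1 fell in Dex and 1 in VPA animals (10, 9 and 13 up adjusted over the list alone). At 120 h 11 rose in Vehicle, 18 in Dex, where 2 fell, and 8 in VPA animals (11, 18 and 10 up adjusted over the list alone). At 24 h Sdc1, a heparan sulfate proteoglycan, rose in VPA (1.68 ± 0.42, adjusted p = 0.0021) and Vehicle animals (1.78 ± 0.45, adjusted p = 0.0028), and Col6a1, a chain of collagen VI, rose in Dex (1.30 ± 0.26, adjusted p = 9.3e-04) and VPA animals (1.25 ± 0.26, adjusted p = 4.7e-04). Col6a1 was also called in Vehicle animals (1.03 ± 0.28, adjusted p = 0.0046), and was under 2-fold there without Vehicle replicate 2 (0.94) or 4 (0.98). At 120 h Col4a1, a basement membrane collagen, rose in Vehicle (1.27 ± 0.25, adjusted p = 0.0022) and Dex animals (1.63 ± 0.26, adjusted p = 1.7e-04). Col1a1, the chain of fibrillar collagen I, was called at 120 h in Vehicle (1.16 ± 0.37, adjusted p = 0.035), Dex (1.51 ± 0.39, adjusted p = 0.0053) and VPA animals (1.72 ± 0.39, adjusted p = 0.032). The list was higher by camera at 24 h in Vehicle (adjusted p = 0.0094) and VPA animals (0.0086), not in Dex animals (0.069), and at 120 h in all 3 groups (1.2e-05, 1.5e-05 and 3.3e-06). With an estimated correlation, adjusted p = 0.29 and 0.31 at 24 h and 0.18, 0.18 and 0.26 at 120 h. Between VPA and Vehicle animals the list did not differ at 24 h (median 0.07, adjusted p = 0.75) or 120 h (-0.05, adjusted p = 0.78), with medians of -0.01 without Vehicle replicate 1 at 24 h and 0.02 without VPA replicate 2 at 120 h. The median log2 fold change of the fibroblast markers was 0.54, 0.73 and 0.73 in these groups at 120 h. The counts depended on single arrays: at 24 h that in Vehicle was 14 without replicate 1 and 5 without replicate 2 or 4, and that in Dex 2 to 4 without naïve replicate 2 or Dex replicate 1, 2 or 5. At 120 h that in Vehicle was 17 without replicate 1, 5 without replicate 2 or 5 and 7 without replicate 3, and that in VPA 16 and 13 without VPA replicates 2 and 3, 4 and 1 without naïve replicates 1 and 2, and 0 without naïve replicate 3, 4 or 5 or VPA replicate 1 or 4. Col1a1 lost its call in Vehicle animals without naïve replicate 2, 3, 4 or 5 or Vehicle replicate 2, 3 or 5 (adjusted p = 0.055 to 0.1), with the methods' analysis of variance (0.051) and with only the 2 groups fitted (0.077). It lost its call in VPA animals without naïve replicate 2, 3, 4 or 5 or VPA replicate 1 or 4 (adjusted p = 0.059 to 0.24), with the methods' analysis of variance (0.055) and with only the 2 groups fitted (0.26).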

Pathophysiological events occurring in the injured kidney are captured in the phenotypic changes found in the gene expression profiles [29, 30]. In our recent study, we found significant correlation of up and down regulated KEGG pathways in both gene and protein data [21]. Not all changes at the gene level, however, constitute changes at the protein level. For example, our microarray data support a large increase at the gene level of KIM-1, analysis at the protein level did not demonstrate an increase at 3h, likely due to the temporal differences in transcription and translation. Further, microarray analysis fails to predict protein activity, post-transcriptional or post-translational modification. Unlike whole genome studies, mass spectrometry is even more difficult because the technology allows for only a fraction of the proteome to be analyzed. Reliable measurement of protein abundance with mass spectrometry is also difficult, and ultimately does not provide a quantitative assessment of functional activity.

We decided to query our gene lists with TFactS (www.TFactS.org), a catalog that contains 6401 regulations linking 343 distinct transcription factors (TFs) to 2720 distinct genes[28] in which all TF target genes are considered independently from experimental conditions. The TFactS tool relies on heavily conserved gene regulation in mammals, and combines data from human, mouse and rat, which is justified by the fact that many published experiments were performed in heterogeneous biological systems. 

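The target genes the paper lists for its predicted transcription factors were drawn from the genes it found changed on these arrays. Il6, an acute cytokine and a listed target of JUNB, had a log2 fold change at 3 h of 2.43 ± 0.33, adjusted p = 1.2e-06 in Vehicle (n = 5) and 1.60 ± 0.33, adjusted p = 7.2e-04 in VPA animals (n = 5). Angptl4, a lipoprotein lipase inhibitor induced by PPARs and by hypoxia, rose at 3 h by 2.29 ± 0.46, adjusted p = 3.9e-04 in Vehicle animals. Table 4 holds 246 factor and gene pairs of 26 factors and 92 genes, 51 in Vehicle, 29 in Dex and 65 in VPA animals at 3 h, 7, 26 and 17 at 24 h, and 39 in Vehicle and 12 in Dex animals at 120 h.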

Across all time points, alterations in gene transcriptions predicted 16 regulated TFs in animals with no treatment (7 at 3 h, 1 at 24 h, and 8 at 120 h), 11 in animals treated with Dex (4 at 3 h, 5 at 24 h, and 2 at 120 h), and 13 in animals treated with VPA (11 at 3 h and 2 at 24 h) for a total of 245 TF-gene relationships (Table 4). Compilation of the full analysis is available in S6 Table. 

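The 246 listed pairs were drawn from the genes the authors found changed on these arrays, so their calls follow from that choice and do not test the predictions. Of them, 244 had a measured target, and all 244 were called at that time and treatment, 220 up and 24 down. No probe set carries the names Nr1d1 and Adam19. In 8 of the 244 the table prints TNFRSF11 or TNFSF11, which was read as Tnfrsf11b, and these 8 were called down. TNFSF11, printed for SMAD3 in Vehicle animals at 120 h, is also the symbol of another gene, so that reading is uncertain. The other 236 were called as well, 220 up and 16 down. Socs3, an inhibitor of cytokine signaling, rose at 3 h (log2 fold change 3.12 ± 0.40, adjusted p = 3.8e-07 in Vehicle and 2.44 ± 0.40, adjusted p = 4.1e-05 in VPA animals, n = 5 each). With the methods' analysis of variance 239 of the 244 were called, and the 5 others were pairs of Vehicle animals at 120 h.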

Interestingly, all of the 245 predicted up and down regulated genes based on the threshold values we used (<2% RC, P<0.01, FDR<0.01, and > 2 TF-gene relationships) were corroborated with actual gene microarray expression data (see S3 Table for complete DEG analysis), suggesting the TFactS tool is appropriate to identify putative pathway targets.

**Table 4:** Regulated transcription factors and their predicted genes that regulated up or down.

TF	P	FDR	I	TG	RC%	Tx	H	Predicted Genes Regulated
JUND	0.00E+00	2.89E-03	9	28	0	None	3	Up-JUN,F3,PLAUR,VGF,IL6,TIMP1,NR4A1,CDKN1A,FOSL1
ATF1	0.00E+00	6.61E-03	9	59	1	None	3	Up-SLC20A1,JUN,HK2,IL6,HSPA5,FOS,PLAUR,INHBA; Down-UGT8
STAT1	2.00E-05	8.26E-03	8	61	1	None	3	Up-ICAM1,CSF1,IRF1,FOS,CXCL10,SOCS3,TIMP1,CDKN1A
HIF1A	2.00E-05	8.68E-03	7	45	0	None	3	Up-PFKFB3,ADM,HMOX1,NR4A1,CTGF,SERPINE1,TIMP1
JUNB	0.00E+00	3.31E-03	7	20	1	None	3	Up-TGM1,VGF,CDKN1A,IL6,PLAUR,TIMP1,JUN
PPARG	1.00E-05	7.44E-03	7	41	1	None	3	Up-SERPINE1,NR1D1,SAT1,GADD45A,GADD45B,CDNK1A,ANGPTL4
PPARD	1.30E-04	9.92E-03	4	14	1	None	3	Up-SERPINE1,GADD45B,ANGPTL4,GADD45A
ETV4	1.40E-04	8.88E-03	7	31	1	None	24	Up-TIMP1,VIM,MMP3,PLAUR,PCNA,RAD51; Down-SLC9A3
SMAD3	0.00E+00	9.52E-04	9	63	1	None	120	Up-TAGLN,COL6A3,TIMP1,VIM,COL6A1,COL6A2,FN1,COL1A1; Down-TNFSF11
NOTCH1	1.00E-05	1.91E-03	6	40	0	None	120	Up-MCM6,MYC,TAGLN,ADAM19; Down-TNFRSF11,REN
TCF7L2	7.00E-05	4.29E-03	6	61	1	None	120	Up-CD44,TAGLN,VIM,MYC,MYBL2; Down-TNFRSF11
ETV4	4.10E-04	6.67E-03	4	31	1	None	120	Up-TIMP1,VIM; Down-SLC9A3,PTGS2
SMAD7	6.10E-04	7.62E-03	3	15	0	None	120	Up-COL6A2,COL6A3,COL1A1
SMAD4	1.73E-03	8.10E-03	4	45	0	None	120	Up-TIMP1,TAGLN,CLDN1; Down-TNFRSF11
NFIC	1.73E-03	8.57E-03	4	45	0	None	120	Up-CLU,COL1A1; Down-SLC2A4,SLC9A3
SMAD1	1.96E-03	9.05E-03	3	22	0	None	120	Up-TAGLN,MYC; Down-TNFRSF11
SMAD3	0.00E+00	3.72E-03	10	63	1	Dex	3	Up-CTGF,VIM,SERPINE1,EDN1,ZFP36,BAMBI,JUN,TIMP1,PTHLH,CYR61
JUNB	0.00E+00	6.61E-03	7	20	1	Dex	3	Up-IL6,TIMP1,CDKN1A,PLAUR,VGF,TGM1,JUN
ATF4	3.00E-05	8.68E-03	5	18	1	Dex	3	Up-HSPA5,HMOX1,DDIT3,PPP1R15A,ASNS
HIF1A	4.00E-05	9.09E-03	7	45	1	Dex	3	Up-SERPINE1,CTGF,PFKB3,HMOX1,TIMP1,NR4A1,ADM
FOSL1	3.00E-05	4.88E-03	3	4	0	Dex	24	Up-CCNA2,PLAUR,FOSL1
NFE2L2	3.00E-05	5.29E-03	5	19	0	Dex	24	Up-NQO1,GPX2,HMOX1; Down-NQO2,GCLC
E2F2	4.00E-05	6.10E-03	6	32	1	Dex	24	Up-MCM6,MYC,CDC6,CDC45,E2F1,MCM5
SMAD1	7.00E-05	6.50E-03	5	22	1	Dex	24	Up-GADD45B,MYC,CDKN1A; Down-TNFRSF11,PDGFC
SMAD4	2.80E-04	9.76E-03	6	45	1	Dex	24	Up-CLDN1,CDKN1A,TIMP1,COL7A1,COL6A2; Down-TNFRSF11,HNF4A
SMAD7	0.00E+00	4.31E-03	7	15	0	Dex	120	Up-COL3A1,COL1A1,COL6A3,HMOX1,COL5A2,COL1A2,COL6A2
SMAD2	3.30E-04	8.94E-03	5	21	1	Dex	120	Up-COL7A1,TGFB1,TAGLN; Down-TNFRSF11,TIMP3
JUN	0.00E+00	5.05E-04	11	131	1	VPA	3	Up-EDN1,SLC20A1,PTX3,PLAUR,DDIT3,TFPI2,JUN,FOSL1,HBEGF,CSF1,IL6
ESR1	0.00E+00	1.01E-03	7	54	0	VPA	3	Up-CDKN1A,MYC,JUN,GADD45B,JUNB,HSPB1,SERPINE1
EGR1	0.00E+00	3.54E-03	9	91	0	VPA	3	Up-IL6,ICAM1,HMOX1,CSF1,GDF15,TFPI2,JUN,CEBPB,SERPINE1
JUND	0.00E+00	4.04E-03	5	28	0	VPA	3	Up-JUN,IL6,CDKN1A,FOSL1,PLAUR
ATF4	1.00E-05	5.56E-03	4	18	0	VPA	3	Up-DDIT3,PPP1R15A,HMOX1,HSPA5
RELA	1.00E-05	6.57E-03	7	84	0	VPA	3	Up-ICAM,GADD45B,CXCL10,MYC,IL6,PTX3,CXCL1
JUNB	2.00E-05	7.07E-03	4	20	0	VPA	3	Up-CDKN1A,PLAUR,IL6,JUN
REL	3.00E-05	8.08E-03	4	23	0	VPA	3	Up-ICAM1,IL6,CXCL1; Down-TNFSF10
SMAD1	3.00E-05	8.59E-03	4	22	0	VPA	3	Up-CDKN1A,GADD45B,BAMBI,MYC
TCF7L2	1.40E-04	9.09E-03	5	61	1	VPA	3	Up-EDN1,MYC,MAP3K6,BAMBI; Down-DKK1
STAT1	1.40E-04	9.60E-03	5	61	0	VPA	3	Up-CDKN1A,CXCL10,CSF1,ICAM1,SOCS3
E2F3	1.00E-05	5.45E-03	9	36	1	VPA	24	Up-MCM5,CDC45,CDKN1A,PLK4,MCM6,CDC6,PLK1,E2F1; Down-PCSK6
E2F2	3.00E-05	7.37E-03	8	32	1	VPA	24	Up-E2F1,CDC6,MCM6,MCM5,PLK1,PLK4,CDC45; Down-PCSK6

TF, Transcription factor; P, Probability; FDR, False Discovery Rate; I, Interaction; TG, Target Gene; RC, Random Control; Tx, Treatment; H, Hours Post-ischemia reperfusion; None, No treatment; Dex, Dexamethazone; VPA, Valproic Acid. All treatment groups (None, Dex, and VPA) were queried with TFactS at each time point (3, 24, and 120 hours) by using the up and down regulated gene lists presented in Supplementary information **S5 Table**. To reduce the complexity of the data, only TF that has a random control <2%, p<0.01, FDR<0.01 and more than two gene targets were presented (see the full queries in supplementary information **S6 Table**). The total number of target genes for a given transcription factor (i.e. JUNB has 20 target genes) is a property of the TFactS database. The intersection (I) of the target genes (TGs) in the microarray analysis with the transcription factors (TFs) in the database is presented.

## Discussion

In the present study, we analyzed certain significant blood and urine bio-markers of kidney injury, and determined the efficacy of VPA and Dex therapy in renal protection. Also, we identified novel early genes and signaling pathways involved in kidney IR injury and recovery with and without VPA or Dex treatment by DNA microarray analysis.

Two agents, VPA and Dex were studied for their efficacy in reducing renal IR injury. In the beginning, VPA was administered at 300 mg/kg as described previously [17]. Unfortunately, this resulted in unacceptably high rate of cardiac arrest and animal death within ten minutes of administration. This result was probably due to using a different rat strain (Wister) which may be more sensitive to VPA, compared to previous successful studies that used the Sprague-Dawley strain. Differences in the sensitivity of rat strains to renal IR has been previously reported [31], but not to VPA to the best of our knowledge. We then reduced VPA dose to 150 mg/kg body weight and administered intraperitoneally throughout the study without any further episodes of sudden cardiac death.

Plasma biomarkers (creatinine and BUN), and urine bio-markers (albumin, lipocalin-2, KIM-1, and osteopontin) were evaluated with the objective to identify potential early and sensitive markers for the diagnosis of renal damage. Histopathology served as the gold standard for comparison. Blood biomarkers creatinine and BUN were sensitive to detect renal IR injury as early as 3 h and at 24 h, which is in agreement with previous reports [32, 33]. However, the creatinine level is influenced by both renal and non-renal factors, and is not reflective of glomerular filtration rate (GFR); therefore, it is not an optimal marker of kidney injury [8, 10, 34].

The reduced levels of BUN and plasma creatinine observed in Dex and VPA treated animals in the present study agree with previous reports [35, 36] that studied acute kidney injury in septic shock models. However, the traditional biomarkers (BUN and creatinine) are currently considered as less sensitive and not specific for the diagnosis and /or prognosis of acute kidney injury [10, 37].

The urine biomarker albumin was significantly higher at 3 h post-IR compared to normal (base) levels and all other urine biomarkers studied (note there were no other time points examined between 3 h and 24 h in this study). Albumin, a major protein in the blood is primarily produced in the liver. When there are structural changes and damage to the podocytes and glomerular basement membrane, albumin leaks into the urine [10]. Also, albuminuria can result from defects in the cell retrieval pathway in the proximal tubules [38]. Urine albumin levels are increased in both glomerular and tubular diseases, but recently it was reported that the gene expression of albumin is increased in acute kidney injury, thus making it a sensitive marker for acute kidney injury [39]. In the present study, both VPA and Dex treatments administered, prior to IR injury significantly reduced the urine albumin level and kidney histopathologic score (reduced kidney damage) at 3 h post-IR. These findings are in agreement with Van Beneden and co-workers [40] who studied the effects of VPA in Adriamycin-induced nephropathy in mice. In their study, there was no proteinuria and glomerulosclerosis development with VPA premedication. Interestingly, they also observed VPA to reverse Adriamycin induced nephropathy when administered following kidney injury. Furthermore, VPA attenuated the renal inflammation, apoptosis, and fibrosis [40].

Urine osteopontin level was not different from base levels at 3 or 24 h post-IR injury, but it was higher at 120 h in the Vehicle control group. So, osteopontin was not an early marker of kidney injury in the present study. In contrast, osteopontin levels were upregulated in some rodent models of drug (gentamycin, cisplatin, cyclosporine etc.) induced nephritis and streptozotocin induced type-I diabetes [41]. However, osteopontin levels were higher in VPA and Dex compared to Vehicle group at 24 h and 120 h post-IR. This finding suggests osteopontin can serve as a marker of kidney injury repair. Osteopontin has a role in bone metabolism, immune regulation, and cell survival [41]. Its upregulation (both mRNA and protein) has also been shown in renal biopsies from patients with tubulointerstitial fibrosis [42, 43]. Therefore, increased osteopontin levels in VPA and Dex treated animals could be interpreted as increased cell turnover or regeneration from damage.

Lipocalin-2 (NGAL) is a protein that is expressed in epithelial cells upon inflammation or malignancy [44]. In the kidney, NGAL is implicated in both progress and protection from renal injury [45, 46]. In a study by Mishra et al. [11], NGAL was upregulated ten-fold in the urine and preceded the rise in serum creatinine in mouse models of renal ischemic injury. Exogenous administration of NGAL has been shown to protect kidney from IR injury by reducing tubular cell apoptosis via inhibiting caspase-3 activation and *Bax* expression [47]. In the present study, urine NGAL levels were higher at 24 h but not at 3 h post-IR similar to the findings by Wunnapuk et al. [48] who observed increased levels of NGAL at 24–48 h, but not earlier, in their herbicide MPCA (4-chloro-2-methylphenoxyacetic acid) induced kidney injury model. Thus, lipocalin-2 was not a very early diagnostic marker of kidney injury. The levels were reduced to base levels by five days in all groups studied and did not appear to be a potential indicator of tissue regeneration and repair. In the present study, administration of VPA and Dex, prior to kidney IR injury did not have any effect on lipocalin-2 levels compared to Vehicle control.

In the present study, urinary KIM-1 levels at 3 h post-IR were not different from base levels but, at 24 h they were significantly higher than at 3 h. Several studies have reported KIM-1 levels to rise within hours of kidney injury [10, 49–52]. Urinary KIM-1 has been shown to be a sensitive marker in both acute and chronic kidney injuries induced by drugs [53], toxins [48], and ischemia [49]. Additionally, human studies have demonstrated urinary KIM-1 as a possible early diagnostic biomarker of acute kidney injury. Han and Co-workers [54] showed increased KIM-1 expression in kidney biopsies, as well as increased levels of urinary KIM-1 in patients with acute tubular necrosis after initial ischemic insult. In the present study, the KIM-1 expression continued to be higher at 120 h post-IR and was probably associated with proliferating and regenerating proximal tubules. Pre-treatment with VPA or Dex had no significant effect on the levels of KIM-1 compared to the Vehicle control group. However, from the present findings KIM-1 and lipocalin-2 appear to be the most promising diagnostic markers of acute kidney injury.

Reduced histopathologic injury in the renal cortex and medulla at 3 h post-IR confirmed the protective effects of VPA against kidney IR injury. These findings concur with previous reports on kidney IR causing acute kidney injury [40] and intestinal IR causing acute lung injury [55]. In the present study, at 24 h post-IR, tubular necrosis was significantly pronounced in the medulla than in the cortex in Vehicle controls. However, VPA administration reduced tubular necrosis markedly in the medulla compared to Vehicle control. Interestingly tubular regeneration was lower in VPA group and higher in Dex group compared to Vehicle controls at 120 h post-IR. To our knowledge, other kidney IR studies have not evaluated the differences in tubular necrosis and regeneration between cortical and medullary tubules to compare our results. Nonetheless, many drug induced kidney toxicity studies have described kidney pathology targeting tubular and glomerular structures: tubular necrosis and regeneration, and glomerulopathy [56].

Significantly lower levels of pro-inflammatory cytokines IL1β and IL6 in the kidneys of VPA treated animals compared to Vehicle observed in this study is in agreement with other IR injury models [55, 57, 58]. Liu and co-workers [58] demonstrated VPA treatment in a rat hemorrhagic shock model to improve survival, suppress myeloperoxidase activity, inhibit pro-inflammatory cytokines TNFα and IL6, and attenuate acute lung injury. Increased BCL2 levels at 3 h and /or 24 h post-IR in VPA and Dex treated animals, indicated probable anti-apoptotic mechanism of action in reducing IR injury and these findings are similar to previous reports [7, 40, 59]. Additionally, the reduction in inflammatory cytokines in conjunction with the decreased histopathologic IR changes further demonstrates the protective effects of VPA and Dex against kidney IR injury.

To identify novel early candidate biomarkers and pathway knowledge associated with IR mediated kidney injury and recovery repair, we performed DNA microarray analysis in animals with no treatment, Dex or VPA compared to naïve rats. Stress induced genes (*Hspa1b* and *Hspb1*) and major regulators of apoptosis (*Atf3*, *Hmox1*, *and Zfand2a*) were upregulated as early as 3 h following IR injury in all groups (VPA, Dex, Vehicle). *Havrc1* (KIM-1), a well-known early biomarker of kidney injury was expressed significantly at 24 h post-IR in all groups. *Timp1*, a well-known biomarker of organ injury, expression was also upregulated at 24 h post-IR which is in agreement with a previous report [40]. In the present study, high levels of *Havcr1* and *Timp1* expression in Vehicle controls even at 120 h post-IR but not in VPA suggested persistent kidney injury without VPA treatment. Gene expressions observed agree with previously reported studies in many models of kidney injury [8, 50, 56]. In animals treated with VPA, stress and apoptosis related gene expressions were far less relative to animals that were untreated (Vehicle controls) or treated with Dex (see pathway analyses below). 

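Between VPA and Vehicle animals at 3 h the heat shock genes were lower in VPA animals (23 genes, median log2 fold change -0.17, camera adjusted p = 2.8e-06; adjusted p = 0.27 with an estimated correlation). The 38 genes of apoptosis did not differ (median 0.03, mean -0.02, camera adjusted p = 0.34), but without Vehicle replicate 1 they were lower in VPA animals (median -0.09, adjusted p = 0.021). No member of either list was called in that comparison by limma or by the methods' analysis of variance. Cdkn1a, the cell cycle inhibitor p21, rose at 3 h in Vehicle (log2 fold change 2.22 ± 0.36, adjusted p = 2.6e-05) and VPA animals (1.71 ± 0.36, adjusted p = 0.0011, n = 5 each), and Tnfrsf12a, the receptor of the cytokine TWEAK, rose in Vehicle (2.71 ± 0.40, adjusted p = 4.4e-06) and VPA animals (2.55 ± 0.40, adjusted p = 2.1e-05). The heat shock score averaged 1.10 ± 0.36 (SD, n = 5) in VPA and 1.35 ± 0.17 (SD, n = 5) in Vehicle animals (exact permutation test, two-sided, p = 0.19). The median of the heat shock list was -0.09 without VPA replicate 1 and -0.29 without VPA replicate 4.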

Our present findings in rat kidney ischemia-reperfusion model (by vascular clamping) further support the previously established roles of VPA in preventing inflammation and apoptosis in ischemia-reperfusion injury [4, 5, 40, 60].

While urine albumin levels were markedly higher at 3 h post-IR but not at 24 or 120 h, there was no evidence at the gene transcription level for *Alb*, which is expected since it was the result of leakage. 

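Alb, which encodes serum albumin and is made chiefly in the liver, was near background in the kidney. Its mean signal, averaged as log2(signal + 16) and converted back, was 14.7 in naïve animals, and at 3 h 31.9 in Vehicle, 25.1 in Dex and 16.4 in VPA animals. The lower quartile of all probe sets on an array was 19.9 to 37.6. The log2 fold change at 3 h was 0.64 ± 0.18, adjusted p = 0.011 in Vehicle (n = 5), 0.42 ± 0.20, adjusted p = 0.14 in Dex (n = 4) and 0.08 ± 0.18, adjusted p = 0.8 in VPA animals (n = 5). The offset of 16 narrows changes at such low signals, and none reached 2-fold on that scale.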

Our results provide a significant number of candidate genes that could be evaluated early on at the protein level in urine. It is likely, however, that the 3 h time point is too early to detect significant levels of a given protein, despite large changes at the gene transcription level. For example, increased expression of *Havcr* and *Lcn2* (Lipocalin-2) at 3 h in the kidney (microarray data) corresponded with their increased excretion in the urine (biomarker analysis) at 24 h. Therefore, it is not just the gene expression of a molecule by the kidney, but translation and subsequent release or leakage into the urine that is critical. 

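Lcn2 had a log2 fold change at 3 h of 2.59 ± 0.73, adjusted p = 0.009 in Dex animals (n = 4), where it was called, of 1.54 ± 0.69, adjusted p = 0.12 in Vehicle (n = 5) and of 0.56 ± 0.69, adjusted p = 0.61 in VPA animals (n = 5). The Vehicle value passed when only these 2 groups were fitted (adjusted p = 0.01). Of 30 measured genes of tubular injury, 10 rose at 3 h in Vehicle, 17 in Dex and 4 in VPA animals (12, 17 and 4 adjusted over the list alone), and the list was higher by camera in each (adjusted p = 4.9e-11, 2.6e-12 and 2.1e-04; adjusted p = 0.18, 0.22 and 0.6 with an estimated correlation). Plaur, the urokinase receptor, rose in Vehicle (2.85 ± 0.44, adjusted p = 1.0e-05) and VPA animals (1.71 ± 0.44, adjusted p = 0.0065). At 24 h 18, 19 and 21 of these genes rose (20, 19 and 21 adjusted over the list alone).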

Future studies should focus not only on literature based evidence of early biomarkers, but also computational analysis of gene arrays, high-confidence protein-protein interaction, and some level of experimental qualification, as we have conducted in previous works. [61, 62]

We conducted pathway enrichment because it provides a framework to evaluate the efficacy of the drugs (i.e. level pathway enrichment), identify putative targets for consideration, and provide a basis for inferential analyses in future drug-protein and /or protein-protein interaction studies. This is particularly important since microarray analysis only provides a snapshot in time of changes that are in flux within the kidney. DAVID analysis identified several enriched KEGG pathways. VPA suppressed early MAPK (mitogen-activated protein kinases) signaling with fewer members upregulated (16 members) compared to Vehicle (29 members) and Dex (30 members) treated groups. In all groups most downstream mediators of MAPK signaling were upregulated (*Creb*, *c-Myc*, *Jun*, *JunD*, *Gadd53*, *Hsp27*, *Hsp72*, *MKPs*), whereas only four upstream mediators were upregulated (*Fgf*, *Tnfr*, *Traf6*, *Ask6*). 

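Among the downstream genes, Ddit3, the stress-induced factor also called Gadd153 or CHOP, rose at 3 h in Vehicle (log2 fold change 2.07 ± 0.25, adjusted p = 1.4e-07, n = 5), Dex (2.48 ± 0.26, adjusted p = 8.6e-09, n = 4) and VPA animals (2.19 ± 0.25, adjusted p = 1.7e-07, n = 5). Jund, a subunit of AP-1, was at 1.55, 1.73 and 1.13, all called, while its other probe set (10787505) was at 0.94, 0.94 and 0.47 and not called. Creb5, a CREB-related factor, was at 1.70 ± 0.28, adjusted p = 3.5e-05 in Vehicle and 0.83 ± 0.28, adjusted p = 0.044 in VPA animals, under 2-fold there. The phosphatases Dusp1 and Dusp10 rose in Vehicle animals (1.22 and 1.85), and Dusp10 in VPA animals (1.34), where Dusp1 was at 0.72 and not called. Upstream, Fgf23 rose in Vehicle (4.01 ± 0.47, adjusted p = 9.0e-08), Dex (3.14) and VPA animals (1.45). In VPA animals its call was lost with only the 2 groups fitted (adjusted p = 0.05). The tumor necrosis factor receptor Tnfrsf1a rose in Vehicle (1.29 ± 0.25, adjusted p = 2.1e-04) and Dex animals (1.22). Traf6, a signaling adaptor, was at -0.14, 0.08 and 0.20 and not called. Jund lost its call in VPA animals without VPA replicate 4 (0.92) or 5 (0.93), while Creb5 was called without VPA replicate 3 (1.05) and Dusp1 without VPA replicate 1 (1.04).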

The most pronounced findings in the pathway analyses were that VPA induced expression of a large number of genes related to DNA replication, cell cycle, pyrimidine metabolism, mismatch repair, nucleotide excision, and ECM-receptor interaction very early (at 24 h) compared to other groups. 

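In VPA animals at 24 h (n = 5), Rrm2, a subunit of ribonucleotide reductase, rose (log2 fold change 2.31 ± 0.41, adjusted p = 1.1e-04), as did Ctps1, which makes CTP (1.69 ± 0.29, adjusted p = 6.6e-05), and Cda, cytidine deaminase (2.00 ± 0.35, adjusted p = 7.9e-05), while Upb1 (-1.93 ± 0.46, adjusted p = 0.0014) and Dpys (-1.89 ± 0.48, adjusted p = 0.0025), which break pyrimidines down, fell. Of 34 measured genes of pyrimidine metabolism, 8 rose and 5 fell in VPA, 6 and 5 in Vehicle, and 5 and 4 in Dex animals, with the same counts adjusted over the list alone, and the list did not pass camera (adjusted p = 0.056 in VPA animals). Of 43 measured genes of mismatch and excision repair, 11 rose in VPA, 6 in Vehicle and 7 in Dex animals and none fell (the same adjusted over the list alone), among them in VPA animals Exo1, an exonuclease of mismatch repair (1.66 ± 0.25, adjusted p = 2.1e-05), Pole, the catalytic subunit of DNA polymerase epsilon (2.03 ± 0.36, adjusted p = 8.8e-05), and Pold1, that of polymerase delta (1.63 ± 0.30, adjusted p = 1.4e-04). The repair list was higher by camera (adjusted p = 4.3e-06 in VPA, 0.0022 in Vehicle and 8.3e-04 in Dex animals; adjusted p = 0.31, 0.43 and 0.59 with an estimated correlation). Several of its members also copy DNA. Vehicle replicate 1 stood apart here too: the count of 6 in Vehicle animals was 10 without it and 2 without replicate 3.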

An increase in these pathways may point to a more robust cellular repair and recovery process after ROS (reactive oxygen species)-mediated injury, a known effect related to reperfusion after ischemia [63]. These pathways may enhance recovery from the IR injury, despite continued decrease in mediators of energy and ROS metabolism.

By120 h, post-IR gene expression in VPA treated kidney was indistinguishable from normal kidney (naïve uninjured and untreated) except for two genes that were elevated (*Clec4a2* and *Lox*), neither of which belong to a KEGG network. The *Lox* gene encodes lysyl oxidase that catalyzes the lysine residues to form aldehydes and assists in cross-linking collagen and elastin [64]. *Clec4a2* encodes C-type lectin domain family 4, member a2 (dendritic cell immunoreceptor) that probably regulates immune reactivity [65]. The significance of these two genes being upregulated, however, remains to be determined. Overall, VPA treatment was well-tolerated and markedly reduced IR injury and clearly enhanced recovery in the kidney, as evidence of the pathophysiological phenotype reverting back to the naïve rat profile.

To gain additional insight into the regulated pathways, we performed a transcription factor analysis using a web-based tool called TFactS (www.TFactS.org). To use this tool, we input the up and down regulated genes from our microarray into the query to predict whether transcription factors were regulated in the pathophysiological state of the kidney with no treatment, Dex, or VPA. While the primary aim of this tool is to interpret human data, the tool also supports rat and human orthologues. Using the Sign-Sensitive catalogue (which incorporates up and down regulation information), we identified a large number of potentially regulated TFs, which we reduced in complexity by applying several threshold, as described in the methods. Interestingly, this reduced the number of transcription factor-target gene (TF-TG) interactions to 245, of which all were confirmed by actual expression data in the microarray analysis, suggesting that TFactS could be used to mine putative gene targets for therapeutic approach.

In our model of ischemia-reperfusion injury, TF analysis provided a significant information as to the therapeutic value of our treatments (VPA or Dex) used. Several observations can be made from the Transcription analysis data (Table 4). Transcription factor Hypoxia inducible factor-A (HIFA) was not observed in VPA treated kidney at 3 h post-IR but was present in untreated control suggesting injury response to low oxygen concentration was more pronounced in the control and dampened/no response in the VPA treated animal. 

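Adm, the vasodilator adrenomedullin, rose at 3 h in Vehicle (log2 fold change 1.50 ± 0.31, adjusted p = 5.9e-04, n = 5) and VPA animals (1.25 ± 0.31, adjusted p = 0.0056, n = 5), and so did Hk2, the hexokinase induced by hypoxia (2.13 ± 0.35, adjusted p = 2.8e-05 and 1.40 ± 0.35, adjusted p = 0.0053). Of 36 measured genes of the hypoxia response, listed beforehand, 8 rose in Vehicle, 8 in Dex and 5 in VPA animals and none fell, with the same counts adjusted over the list alone. The list was higher by camera in each (adjusted p = 0.0029, 0.001 and 0.013; adjusted p = 0.065, 0.032 and 0.33 with an estimated correlation). Between VPA and Vehicle animals it did not differ (median -0.02, adjusted p = 0.33; 0.01 without VPA replicate 4 and 0.02 with the mean of all probe sets of a gene). Table 4 lists 7 targets of HIF1A in Vehicle and 7 in Dex animals at 3 h, all called, with a median log2 fold change of 1.50 and 1.94, and none in VPA animals.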

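Timp1 at 3 h had a log2 fold change of 2.03 ± 0.51, adjusted p = 0.0037 in Vehicle (n = 5), 1.75 ± 0.54, adjusted p = 0.016 in Dex (n = 4) and 1.20 ± 0.51, adjusted p = 0.11 in VPA animals (n = 5). It was called in Vehicle and Dex animals. Between VPA and Vehicle animals it differed by -0.83 ± 0.51, adjusted p = 0.65, which did not pass the test. Table 4 lists 7 targets of JUNB, a subunit of AP-1, in Vehicle and 7 in Dex animals, Timp1 among them, and 4 in VPA animals, Cdkn1a, Plaur, Il6 and Jun. Junb itself was at 1.84 ± 0.33, adjusted p = 8.4e-05 in Vehicle and 1.10 ± 0.33, adjusted p = 0.021 in VPA animals and called in both. The Timp1 call in Dex animals was lost without naïve replicate 2 (log2 1.48, adjusted p = 0.056), and the VPA value passed when only the 2 groups were fitted (adjusted p = 0.022). The Junb call in VPA animals was lost when only the 2 groups were fitted (adjusted p = 0.094) and without VPA replicate 2 (log2 0.83), 4 (0.86) or 5 (0.96).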

Another example would be JUNB-TIMP1 (TF-TG) interaction was not observed in VPA treated group compared to untreated controls at 3 h post-IR. TIMP1 is a tissue inhibitor of metalloproteinases that inhibits degradatation of extracellular matrix, promotes cell proliferation, and has anti-apoptotic activity. However, our analysis showed no association with TIMP1 upregulation via JUNB transcription factor in VPA treated animals.

Overall, our study provided novel candidate biomarkers of IR kidney injury for further analysis, provided strong evidence and support for the use of kidney injury (KIM-1, lipocalin-2, albumin) as early as 24 h in the diagnosis of kidney injury, and provided pathway knowledge associated with VPA-mediated recovery. The VPA therapy seems to be promising to mitigate kidney IR injury, essentially indistinguishable from naive animals at 120 h. Furthermore, we have presented a comprehensive analysis of microarray data on VPA and Dex induced gene expression in the rat ischemic kidney injury model for the first time, which can be used as the basis for further drug-protein interaction and protein-protein interaction studies.

## Supporting Information

S1 Table Top twenty upregulated gene expression in rat kidney ischemia-reperfusion injury with and without treatment.

S2 Table Top twenty downregulated gene expression in rat kidney ischemia-reperfusion injury with and without treatment.

S3 Table Complete list of Differentially Expressed Genes (DEGs).

S4 Table Upregulated KEGG (Kyoto encyclopedia of genes and genomes) Pathways showing possible molecular interactions in rat kidney ischemia-reperfusion (IR) injury with and without treatment.

S5 Table Downregulated KEGG (Kyoto Encyclopedia of genes and genomes) Pathways showing possible molecular interactions in rat kidney ischemia-reperfusion (IR) injury with and without treatment.

S6 Table Complete TFactS Analysis.

S1 Text Animal Research: Reporting *In Vivo* Experiments (ARRIVE).

# Supplementary material for: Effects of Valproic Acid and Dexamethasone Administration on Early Bio-Markers and Gene Expression Profile in Acute Kidney Ischemia-Reperfusion Injury in the Rat
**Source:** PLoS One. 2015 May 13;10(5):e0126622. doi: 10.1371/journal.pone.0126622
**Supplement:** S1 Table

| **No Treatment (Vehicle)** | | | | | | **Dexamethasone (Dex) Treatment** | | | | | | **Valproic Acid (VPA) Treatment** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **3 hours** | | **24 hours** | | **120 hours** | | **3 hours** | | **24 hours** | | **120 hours** | | **3 hours** | | **24 hours** | | **120 hours**** | |
| **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** |
| Hspa1b | 23.3 | Havcr1 | 47.1 | Havcr1 | 28.8 | Atf3 | 32.0 | Havcr1 | 56.2 | Havcr1 | 76.2 | Hspa1b | 16.8 | Havcr1 | 87.4 | Lox | 3.6 |
| Hspa1b | 22.9 | Fosl1 | 14.7 | Lcn2 | 10.5 | Hspa1b | 24.8 | Lcn2 | 16.2 | Lcn2 | 19.5 | Hmox1 | 14.2 | Lcn2 | 16.4 | Clec4a2 | 2.9 |
| Atf3 | 22.4 | Lamc2 | 11.8 | Fgb | 7.0 | Hspa1b | 19.8 | Gal | 8.3 | Il19 | 16.2 | Atf3 | 10.8 | Fgb | 14.1 |  |  |
| Hmox1 | 21.0 | Lcn2 | 10.7 | A2m | 6.4 | Hmox1 | 16.9 | Rdm1 | 7.9 | Fgb | 11.8 | Hspa1b | 10.2 | Tgm1 | 11.9 |  |  |
| Fgf23 | 16.2 | Hmox1 | 10.3 | Il19 | 5.4 | Fosl1 | 16.6 | Ptk6 | 6.6 | Il24 | 11.1 | Zfand2a | 9.6 | Lamc2 | 11.5 |  |  |
| Fosl1 | 14.1 | Tgm1 | 10.2 | Fam129a | 5.2 | Zfand2a | 15.1 | Fosl1 | 6.6 | A2m | 10.3 | Fosl1 | 7.7 | Il19 | 10.3 |  |  |
| Zfand2a | 12.4 | Timp1 | 9.8 | Ptk6 | 4.8 | Hbegf | 13.2 | Tgm1 | 6.5 | Gpnmb | 9.3 | Hspb1 | 6.6 | Timp1 | 9.9 |  |  |
| Rnd1 | 12.1 | Hspa1b | 8.9 | Adra1d | 4.7 | Apold1 | 13.2 | Timp1 | 6.0 | Adra1d | 9.3 | Ptk6 | 6.4 | Fosl1 | 9.7 |  |  |
| Hspb1 | 11.5 | Olr1 | 7.8 | Il24 | 4.7 | Havcr1 | 11.9 |  | 5.5 | Fam129a | 7.8 | Chac1 | 6.1 | Cyp3a9 | 8.2 |  |  |
| Hbegf | 10.2 | Rnd1 | 7.4 | Gpnmb | 4.6 | Gadd45b | 11.7 | A2m | 5.5 | Clu | 7.4 | Tnfrsf12a | 5.8 | Il24 | 8.2 |  |  |
| Selp | 9.7 | Tubb6 | 7.3 | B4galnt4 | 4.6 | Hspb1 | 11.5 | Glycam1 | 5.5 | Cthrc1 | 7.4 | Rnd1 | 5.5 | Ucma | 8.1 |  |  |
| Socs3 | 8.7 | PVR | 7.1 | Timp1 | 4.4 | Nppc | 10.8 | Fgb | 5.1 | Cyp24a1 | 7.3 | Socs3 | 5.4 | Tubb6 | 8.1 |  |  |
| Prss22 | 8.2 | Socs3 | 7.1 | Cthrc1 | 4.3 | LOC100360880 | 10.4 | Lamc2 | 5.0 | Ptk6 | 7.3 | Srxn1 | 5.3 | Clu | 8.0 |  |  |
| Chac1 | 7.8 | Atf3 | 7.0 | Lox | 4.3 | Rnd1 | 10.0 | Angptl4 | 4.7 | Cd44 | 7.0 | Dnajb1 | 5.0 | Ptk6 | 7.8 |  |  |
| Rgs16 | 7.8 | Il19 | 6.9 | Cd44 | 4.3 | Chac1 | 9.7 | Dtl | 4.6 | Slc34a2 | 6.8 | Hbegf | 4.9 | Lamb3 | 7.4 |  |  |
| -- | 7.4 | Krt17 | 6.7 | Col8a1 | 4.2 | Klf6 | 9.5 | Lox | 4.6 | Trpv6 | 6.8 | Myc | 4.8 | Olr1 | 7.3 |  |  |
| Havcr1 | 7.4 | Gabrp | 6.7 | Tubb6 | 4.0 | Gal | 9.5 | Serpina3n | 4.5 | Col8a1 | 6.3 | Ddit3 | 4.6 | B4galnt4 | 7.1 |  |  |
| Plaur | 7.2 | Myc | 6.6 | Gabrp | 4.0 | Myc | 9.3 | Olr1 | 4.5 | Timp1 | 6.3 | PVR | 4.5 | Adra1d | 6.9 |  |  |
| Dnajb1 | 7.1 | Tnfrsf12a | 6.6 | Cyp24a1 | 4.0 | Prss22 | 9.1 | Mcm6 | 4.4 | Adamts1 | 6.0 | Angptl4 | 4.3 | Gabrp | 6.8 |  |  |
| Klf6 | 7.0 | Zfand2a | 6.6 | Slc34a2 | 4.0 | Srxn1 | 9.0 |  | 4.3 | Tubb6 | 5.9 | Hsph1 | 4.2 | Mcm6 | 6.7 |  |  |

**S1 Table. Top twenty upregulated gene expression in rat kidney ischemia-reperfusion injury with and without treatment***

*, Gene expression levels were compared with normal (naïve) uninjured and untreated animals; **, At 120 hours only two genes were upregulated in

VPA treated group; --, Unknown gene

# Supplementary material for: Effects of Valproic Acid and Dexamethasone Administration on Early Bio-Markers and Gene Expression Profile in Acute Kidney Ischemia-Reperfusion Injury in the Rat
**Source:** PLoS One. 2015 May 13;10(5):e0126622. doi: 10.1371/journal.pone.0126622
**Supplement:** S2 Table

**S2 Table. Top twenty downregulated gene expression in rat kidney ischemia-reperfusion injury with and without treatment***

| **No Treatment (Vehicle)** | | | | | | **Dexamethasone (Dex) Treatment** | | | | | | **Valproic Acid (VPA) Treatment** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **3 hours** | | **24 hours** | | **120 hours** | | **3 hours** | | **24 hours** | | **120 hours** | | **3 hours** | | **24 hours** | | **120 hours**** | |
| **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **Gene** | **Fold** | **G** | **F** |
| Dkk1 | -2.3 | -- | -6.6 | Cml1 | -4.8 | Plxnd1 | -2.5 |  | -5.5 | Ppp1r1a | -6.0 |  | -2.2 | Spata22 | -6.2 |  |  |
| Qrsl1 | -2.3 | Slc6a12 | -6.7 | Slc22a9 | -5.0 | Mtmr7 | -2.5 | Slc15a2 | -5.6 | Egf | -6.4 | LOC685849 | -2.3 | Inmt | -6.3 |  |  |
| RGD1565168 | -2.3 | Dnase1 | -6.8 | Anxa13 | -5.1 | Kank4 | -2.5 |  | -6.0 | Dnase1 | -6.4 | LOC686809 | -2.3 | Dhrs7 | -6.5 |  |  |
| Rassf6 | -2.3 | Slc21a4 | -7.1 | Hnmt | -5.1 | Lipg | -2.5 | Slc7a13 | -6.0 | Cyp1a1 | -6.5 | Cnr1 | -2.3 | Slc6a12 | -6.8 |  |  |
| Hmx2 | -2.3 | LOC100360091 | -7.3 | Slco1a6 | -5.4 | Klra1 | -2.5 | LOC689876 | -6.1 | Hnmt | -6.5 | Dkk1 | -2.3 | Slc22a22 | -7.1 |  |  |
| Mir30e | -2.3 | Slco4c1 | -7.3 | Slc6a12 | -5.7 | Dkk1 | -2.6 | Slco4c1 | -6.3 | Tff3 | -7.2 | Lrrc61 | -2.3 | Hnmt | -7.3 |  |  |
| Ppp1r1b | -2.4 | Ppp1r1a | -7.3 | Cyp1a1 | -5.9 |  | -2.6 |  | -6.4 | Slco1a6 | -7.7 | Alx1 | -2.3 | Cyp2c11 | -7.4 |  |  |
|  | -2.4 | Slc22a22 | -7.4 | RGD1564347 | -6.1 | LOC686809 | -2.6 | Inmt | -6.6 | Spata22 | -8.1 | Ccno | -2.4 | Cml1 | -7.5 |  |  |
| Mir455 | -2.4 | Dhrs7 | -7.5 | Spata22 | -6.1 | Sox18 | -2.7 | Slco1a6 | -6.9 | Slc6a12 | -9.3 | Ly86 | -2.4 | Slc22a9 | -7.6 |  |  |
| -- | -2.5 | -- | -7.8 | Tff3 | -6.1 | Gp2 | -2.7 | Pamr1 | -7.1 | Gucy1b2 | -10.4 | Tnfsf10 | -2.4 |  | -7.6 |  |  |
| -- | -2.6 | Slc15a2 | -7.9 | Idi2l | -6.1 | Cd180 | -2.7 | Cml1 | -7.4 | Rgn | -11.4 | Cd200 | -2.5 | Gucy1b2 | -7.8 |  |  |
| -- | -2.7 | Hnmt | -9.1 | Gucy1b2 | -6.1 |  | -2.8 | Spata22 | -7.7 | RGD1564347 | -11.5 | Rilp | -2.5 |  | -7.9 |  |  |
| Arhgap4 | -2.7 | Slco1a6 | -9.2 | Dhrs7 | -6.9 | Hmx2 | -2.9 | Slco1a5 | -7.9 | Idi2l | -11.7 | Cmah | -2.5 | Slco1a6 | -8.0 |  |  |
| Agbl3 | -2.9 | Slc22a9 | -9.4 | Rgn | -7.7 | Cmah | -3.0 |  | -8.3 | Cyp2c11 | -12.1 | Adora3 | -2.5 | Egf | -9.8 |  |  |
| Lrrc66 | -3.2 | Egf | -9.5 | Cyp2c11 | -7.8 |  | -3.2 | Gucy1b2 | -8.4 |  | -12.5 | Gucy1a3 | -2.7 | Dnase1 | -10.0 |  |  |
| Tril | -3.2 | Slco1a5 | -9.6 | -- | -8.5 | Cx3cr1 | -3.3 | Cacng5 | -8.6 | Dhrs7 | -12.7 | Casr | -2.7 | Cacng5 | -10.1 |  |  |
| Gp2 | -3.2 | Rgn | -10.6 | Slco1a5 | -9.9 | Ugt8 | -3.6 | Hnmt | -9.1 | Slco1a5 | -21.6 | Slco2b1 | -2.7 | Slco1a5 | -10.2 |  |  |
| Mtmr7 | -3.3 | LOC361914 | -10.7 | Cacng5 | -13.2 | Aplnr | -4.2 | Slc7a12 | -10.1 | Cacng5 | -23.6 | Aplnr | -2.7 | Rgn | -10.2 |  |  |
| Ugt8 | -3.3 | Cacng5 | -11.1 | Slc7a12 | -21.3 | Tril | -4.3 | Rgn | -11.0 | Slc7a12 | -35.2 | Cd180 | -2.8 | Slc7a12 | -11.5 |  |  |
| Casr | -3.5 | Slc7a12 | -11.5 | LOC361914 | -25.3 | Casr | -4.3 | LOC361914 | -11.1 | LOC361914 | -37.5 | Tril | -4.0 | LOC361914 | -11.6 |  |  |

*, Gene expression levels were compared with normal (naïve) uninjured and untreated animals; **, At 120 hours no genes were downregulated in VPA

treated group; --, Unknown gene; -, Downregulation

# Supplementary material for: Effects of Valproic Acid and Dexamethasone Administration on Early Bio-Markers and Gene Expression Profile in Acute Kidney Ischemia-Reperfusion Injury in the Rat
**Source:** PLoS One. 2015 May 13;10(5):e0126622. doi: 10.1371/journal.pone.0126622
**Supplement:** S4 Table

**S4 Table. Upregulated KEGG (Kyoto encyclopedia of genes and genomes) Pathways showing possible molecular interactions in**

**rat kidney ischemia-reperfusion (IR) injury with and without treatment ***

|  |  | No treatment (Vehicle) | | | Dexamethasone (Dex) | | | Valproic Acid (VPA) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Post-IR | Term | Gene  count | % | Fold Enriched | Gene count | % | Fold Enriched | Gene count | % | Fold Enriched |
| 3 hours | rno04010:MAPK signaling pathway | 29 | 7.3 | 4.5 | 30 | 5.7 | 4.1 | 16 | 8.8 | 5.9 |
|  | rno04640:Hematopoietic cell lineage | 11 | 2.8 | 5.8 | - | - | - | - | - | - |
| 24 hours | rno03030:DNA replication | 13 | 2.1 | 10.0 | 14 | 4.2 | 18.6 | 38 | 4.8 | 6.4 |
|  | rno04110:Cell cycle | 22 | 3.5 | 4.7 | 21 | 6.3 | 7.8 | 21 | 2.7 | 12.7 |
|  | rno05322:Systemic lupus erythematosus | - | - | - | 12 | 3.6 | 6.2 | 19 | 2.4 | 4.5 |
|  | rno00240:Pyramidine metabolism | - | - | - | 12 | 3.6 | 6.1 | 19 | 2.4 | 4.4 |
|  | mo03430:Mismatch repair | - | - | - | - | - | - | 9 | 1.1 | 8.6 |
|  | rno04512:ECM-receptor interaction | - | - | - | - | - | - | 16 | 2.0 | 4.2 |
|  | Rno03420:Nucleotide excision repair | - | - | - | - | - | - | 11 | 1.4 | 5.4 |
| 120 hours | rno04512:ECM-receptor interaction | 11 | 5.0 | 10.0 | 20 | 3.1 | 6.6 | - | - | - |
|  | rno04510:Focal adhesion | 13 | 5.9 | 4.9 | 25 | 3.9 | 3.4 | - | - | - |
|  | rno05322-Systemic lupus erythematosus | 9 | 4.1 | 7.4 | 19 | 3.0 | 5.6 | - | - | - |
|  | rno04110:Cell cycle | - | - | - | 22 | 3.4 | 4.6 | - | - | - |

*, Gene enrichment was significant at P≤ 0.001; %, per cent of total genes upregulated; -, none detected

# Supplementary material for: Effects of Valproic Acid and Dexamethasone Administration on Early Bio-Markers and Gene Expression Profile in Acute Kidney Ischemia-Reperfusion Injury in the Rat
**Source:** PLoS One. 2015 May 13;10(5):e0126622. doi: 10.1371/journal.pone.0126622
**Supplement:** S5 Table

**S5 Table. Downregulated KEGG (Kyoto Encyclopedia of genes and genomes) Pathways showing possible molecular interactions**

**in rat kidney ischemia-reperfusion (IR) injury with and without treatment ***

|  |  | No treatment (Vehicle) | | | Dexamethasone (Dex) | | | Valproic Acid (VPA) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Post-IR | Term | Gene  count | % | Fold Enriched | Gene count | % | Fold Enriched | Gene count | % | Fold Enriched |
| 24 hours | Rno00280:Valine, leucine and isoleucine degradation | 16 | 2.7 | 8.9 | 9 | 2.5 | 8.7 | 18 | 3.6 | 11.6 |
|  | Rno00380:Tryptophan metabolism | 15 | 2.5 | 8.9 | 10 | 2.8 | 10.4 | 16 | 3.2 | 11.1 |
|  | Rno00640:Propanoate metabolism | 12 | 2.0 | 9.3 | - | - | - | 12 | 2.4 | 10.8 |
|  | Rno00982:Drug metabolism | 16 | 2.7 | 5.7 | - | - | - | 16 | 3.2 | 6.6 |
|  | Rno00480:Glutathione metabolism | 13 | 2.2 | 6.6 | - | - | - | - | - | - |
|  | Rno00410:beta-Alanine memtabolism | 9 | 1.5 | 10.4 | - | - | - | 10 | 2.0 | 13.5 |
|  | Rno00620:Pyruvate metabolism | 10 | 1.7 | 6.5 | - | - | - | 9 | 1.8 | 6.9 |
|  | Rno00260:Glycine, serine, and thereonine metabolism | 9 | 1.5 | 7.2 | - | - | - | 9 | 1.8 | 8.1 |
|  | Rno00650:Butonoate metabolism | 9 | 1.5 | 7.0 | - | - | - | - | - | - |
|  | Rno04512:ECM-receptor interaction | - | - | - | 10 | 3.0 | 5.8 | - | - | - |
|  | Rno00340:Histidine metabolism | - | - | - | - | - | - | 8 | 1.6 | 9.9 |
| 120 hours | Rno00982:Drug metabolism | - | - | - | 11 | 2.6 | 6.7 | - | - | - |

*, Gene enrichment was significant at P≤ 0.001; %, per cent of total genes downregulated; -, none detected

# Supplementary material for: Effects of Valproic Acid and Dexamethasone Administration on Early Bio-Markers and Gene Expression Profile in Acute Kidney Ischemia-Reperfusion Injury in the Rat
**Source:** PLoS One. 2015 May 13;10(5):e0126622. doi: 10.1371/journal.pone.0126622
**Supplement:** S1 Text

**THE ARRIVE GUIDELINES**

**Animal Research: Reporting *In Vivo* Experiments**

**1. Title**

Renoprotective Effects of Valproic Acid and Dexamethasone in Acute Kidney Ischemia-Reperfusion Injury

**2. Abstract**

BACKGROUND AND PURPOSE: Renal ischemia-reperfusion (IR) causes acute kidney injury (AKI) with high mortality and morbidity. The objective of this investigation was to ameliorate kidney IR injury and identify novel biomarkers for kidney injury and repair.

EXPERIMENTAL APPROACH: Under general anesthesia left renal ischemia was induced in Wister rats by occluding renal artery for 45 minutes, followed by reperfusion and right nephrectomy. Thirty minutes prior to ischemia, rats (n=8/group) received Valproic Acid (150 mg/kg; VPA), Dexamethasone (3 mg/kg; Dex) or Vehicle (saline) intraperitoneally. Animals were sacrificed humanely at 3, 24 or 120 h post-IR and tissue (blood, kidney) and urine samples were harvested for biochemical and cellular analysis.

KEY RESULTS: Plasma creatinine (mg/dL) at 24 h was reduced (P<0.05) in VPA (2.7±1.8) and Dex (2.3±1.2) compared to Vehicle (3.8±0.5) group. At 3 h, urine albumin (mg/mL) was higher in Vehicle (1.47±0.10), VPA (0.84±0.62) and Dex (1.04±0.73) compared to naïve (uninjured/untreated control) (0.14±0.26) group. At 24 h post-IR urine lipocalin-2 (µg/mL) was higher (P<0.05) in VPA, Dex and Vehicle groups (9.61-11.36) compared to naïve group (0.67±0.29); also, kidney injury molecule-1 (KIM-1; ng/mL) was higher (P<0.05) in VPA, Dex and Vehicle groups (13.7-18.7) compared to naïve group (1.7±1.9). Histopathology demonstrated reduced (P<0.05) ischemic injury in the renal cortex in VPA (Grade 1.6±1.5) compared to Vehicle (Grade 2.9±1.1). Inflammatory cytokines IL1β and IL6 were downregulated and anti-apoptotic molecule BCL2 was upregulated in VPA group. Furthermore, kidney DNA microarray demonstrated reduced injury, stress, and apoptosis related gene expression in the VPA administered rats.

CONCLUSIONS AND IMPLICATIONS: VPA appears to ameliorate kidney IR injury via reduced inflammatory cytokine, apoptosis/stress related gene expression, and improved regeneration. KIM-1, lipocalin-2 and albumin appear to be promising early urine biomarkers for the diagnosis of AKI.

**3. BACKGROUND**

The kidney is exquisitely sensitive to variations in blood flow [[1](#_ENREF_1)] . Reduced or complete stoppage of blood flow to the kidney during perioperative conditions to prevent bleeding can lead to kidney damage and dysfunction. The risk for long-term renal dysfunction is significantly increased when there is underlying chronic kidney disease (CKD). Globally, the CKD is increasing as diabetes and hypertension continue to rise. In the US, the CKD prevalence has increased from 10% in 1994 to 13% in 2004 [[2](#_ENREF_2)]. Approximately 65,150 new diagnoses of Renal Cell Carcinoma (RCC) were made in the year 2013 in the US [[3](#_ENREF_3)]. Based on Seer Cancer Statistics review 1975-2011, RCC is more commonly seen in older population, with a mean age at diagnosis of 64 years [[4](#_ENREF_4)]. Partial nephrectomy, or nephron-sparing surgery, has been described since 1890 although widespread use of this technique has occurred only over the past 20 years [[5](#_ENREF_5)]. Current indications for partial nephrectomy include conditions that result in patients becoming anephric or at high risk for dialysis, patients with bilateral synchronous tumors, and patients with solitary kidneys [[6](#_ENREF_6)].

Currently, perioperative renal dysfunction prevention in patients with underlying chronic kidney disease is not well understood. Studies of perioperative renal dysfunction are complicated by the lack of a single endpoint scientifically or clinically proven to define renal dysfunction [[7](#_ENREF_7)]. However, outcome measures commonly used in the evaluation of normal physiology and renal function include serum/plasma creatinine, blood flow to the kidney, sodium excretion and urine output. All of these end points have their benefits, but also several shortcomings.

Valproic acid (VPA), an anti-epileptic agent has been shown to have anti-inflammatory and anti-apoptotic properties in ischemic injury [[8](#_ENREF_8),[9](#_ENREF_9)]. VPA via histone deacetylase inhibition enhances nuclear histone acetylation that increases gene transcription and appears to protect cells from apoptosis through the β catenin survival pathway. The β catenin survival pathway involves serine threonine kinase (Akt), phosphatidylinositide 3-kinase (PI3K) and the interaction of BAD (BCL2-associated death promoter**)** with BCL2 (B-cell lymphoma 2) proteins. It appears phosphor-Akt phosphorylates BAD, a pro-apoptotic protein. The phosphorylation of BAD enables BCL2 to act as an anti-apoptotic factor and promote cell survival [[10](#_ENREF_10)]. Thus, it appears VPA has the potential to lead cells towards a survival pathway. Dexamethasone (Dex) has been shown to ameliorate renal IR injury after 24 hours following a single pre-ischemia dose. The exact mechanism for proximal tubule protection is not known. However, it has been shown to be protective in cardiac and neuronal tissue through a non-genomic pathway, activating endothelial nitric oxide synthase system via the PI3K and Akt pathways [[11](#_ENREF_11)].

Lipocalin-2 also called neutrophil gelatinase-associated lipocalin (NGAL); osteopontin (bone phosphoprotein); KIM-1 (kidney injury molecule 1) also called TIM-1 (T Cell immunoglobulin and mucin domain containing protein-1) and HAVCR (Hepatitis A Virus Cellular Receptor 1), and albumin are some of the novel potential urine biomarkers of acute kidney injury [[12-17](#_ENREF_12)]. However, conclusive evidence on their timeline of appearance and disappearance following renal injury is still lacking. DNA microarray analysis for gene expression (mRNA transcripts) is an interesting approach to make an initial assessment of novel markers that appear and /or disappear with renal IR injury and treatment [[18](#_ENREF_18)].

The need for improved therapeutic measures to mitigate perioperative renal dysfunction and early diagnosis of renal dysfunction encouraged us to perform this study. For this purpose, we selected a well-established rat ischemia-reperfusion injury model. The size of the rat allowed easy surgical manipulation and high survival rates. Furthermore, the kidney physiology in rat has been shown to be comparable to human kidney physiology. Our study included both urine and kidney tissue analyses in the rat kidney IR injury model and provided strong evidence and support for the use of early biomarkers (KIM-1, lipocalin-2, albumin) in the diagnosis of kidney injury. Also, rat IR injury model served well to test the novel drugs VPA and Dexamethasone to prevent ischemia-reperfusion injury this study.

**4. Objectives**

The objectives of this study were: 1) to evaluate the potential benefits of novel agents, VPA and Dexamethasone in renal protection from ischemia-reperfusion injury, and 2) to identify novel early biomarkers of kidney injury and repair.

**5. Ethical Statement**

The care and use of the rats were approved by the animal Experiment Ethics Committee of Madigan Army Medical Center. The protocol (No. 212128) was approved by the Madigan Army Medical Center’s Institutional Animal Care and Use Committee (IACUC) on the Ethics of Animal Experiments. All animal experiments were performed according to institutional guidelines with the prior approval by the IACUC. All surgery was performed under anesthesia, and all efforts were made to minimize the animal suffering.

**6. Study Design**

The study included three experimental groups. Group A, VPA treatment; Group B, Dex treatment; and Group C, No treatment (Vehicle i.e., saline control). Treatments were administered before inducing ischemia. Rats underwent left renal ischemia for 45 min, followed by the removal of renal artery clamp (to allow reperfusion) and right nephrectomy. Following reperfusion, animals were sacrificed at 3, 24 or 120 h (h= hour/s; n=8/group). In the 3 h group, rats were maintained under anesthesia after surgery until sacrifice. In the 24 and 120 h groups, the rats were recovered and returned to the cages for normal housing. Analgesic buprenorphine (0.03 mg/kg) was injected at 12 h intervals for three days post-operatively. After animal sacrifice, urine, blood, and kidney were collected for kidney functional biomarker assays, histology and/or molecular analyses. Kidneys and urine samples collected from normal (naïve) uninjured/untreated animals (n=5) immediately following general anesthesia and sacrifice were used for baseline measurements (Figure 1).

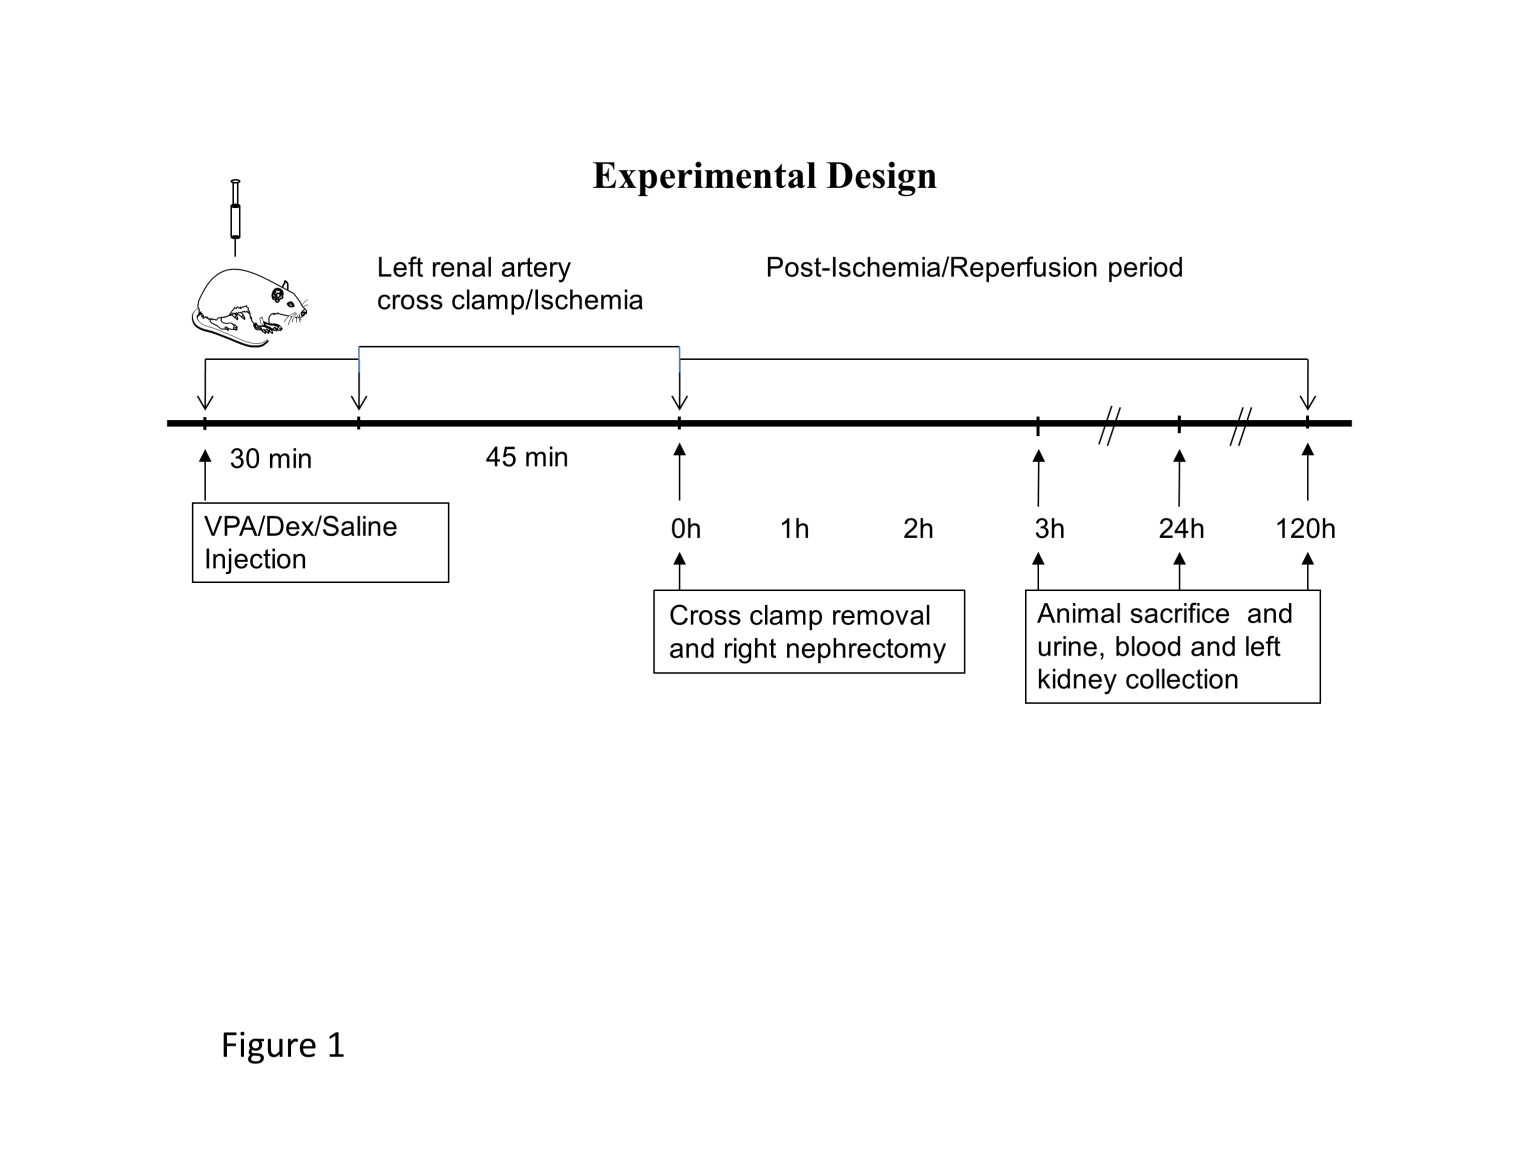

**Figure 1.** **Experimental design.** Lewis rats were pre-medicated with Valproic acid (VPA; 150 mg/kg body weight) or Dexamethasone (Dex; 3 mg/kg/body weight) or saline (Vehicle control) intraperitoneally 30 minutes (min) prior to cross clamping left renal artery and inducing left renal ischemia. The cross clamp was removed after 45 min allowing kidney reperfusion, and at the same time a right nephrectomy was performed. Animals were sacrificed at 3, 24 and 120 hours post ischemia-reperfusion. Left kidney, blood and urine were collected for cellular and molecular analyses.

**7. Experimental Procedures**

Rat renal IR injury models have been used to create proximal tubular damage using warm ischemia [[19](#_ENREF_19)]. Previously published rat kidney IR injury model [[20](#_ENREF_20)] was used, but >80% of the rats died within three days post-IR (n= 9). The procedure was slightly modified by decreasing ischemia time and performing right nephrectomy following reperfusion of the ischemic left kidney allowing rat survival ≥5 days. The model was designed with the objective of creating underlying decreased nephron mass and rat survival of at least five days to assess the perioperative renal dysfunction, as well as recovery. Rats were premedicated with VPA or Dex, prior to ischemia induction in an attempt to protect the renal parenchyma.

Briefly, rats were anesthetized by isoflurane inhalation induction followed by ketamine (~70 mg/kg) and xylazine (~6 mg/kg) administration intraperitoneally. Rats were premedicated with Valproic acid [[21](#_ENREF_21)] at 150 mg/kg, Dex at 3 mg/kg [[11](#_ENREF_11)] or Vehicle (saline control) intraperitoneally thirty minutes prior to surgery. A sterile surgical site was prepared, and a midline incision was performed to access the abdominal cavity. The left kidney was located, and its renal artery was clamped using an atraumatic microaneurysm clamp. Renal ischemia was confirmed by the kidney color which was pale. The abdomen was approximated to prevent dehydration and maintain body temperature. Animal was kept on heat controlled thermal pads to maintain body temperature throughout the procedure. Following 45 min (minutes) of warm ischemia the abdomen was reopened and the renal clamp was removed. Change in the kidney color (pale to bright red) confirmed proper reperfusion. Reperfusion was quickly followed by a right nephrectomy. Finally, the abdomen was closed by suturing muscles and /or fascia with 6-O prolene, and the skin was closed with 4-O nylon and clips.

**8. Experimental Animals**

Wister rats (200-300 g; male) purchased from Harlan Laboratories, Indianapolis, IN, USA. We had three experimental groups and 3 time points (3, 24, and 120 h) in each group: Group A (VPA treatment; n=8x3 time points = 24), Group B (Dexamethasone treatment; n=8 x 3 time points =24); Group C (Vehicle or Saline control; n=8x3 time points=24); and Naïve animals (n=5). Total n=77. Animals were housed in Madigan Army Medical Center animal facility as per the *Guidelines for the Care and Use of Laboratory Animals of the National Institutes of Health*. Animals obtained were acclimatized for at least 72 hours before use. Vendor health reports indicated that the rats were free of known viral, bacterial and parasitic pathogens [[22](#_ENREF_22)]

All animal experiments were performed according to institutional guidelines with the prior approval by the IACUC. Animals were monitored closely soon after surgery and twice daily thereafter for their health and wellbeing. To relieve pain, animals were injected analgesic buprenorphine (0.03mg/kg) at 12 h intervals for three days post-operatively. We used humane protocol end points in our animal survival study. Animals were sacrificed at pre-determined time points (3, 24 and 120 h) following ischemia-reperfusion procedure. However, if animals showed signs of distress and pain (anorexia, lack of grooming and activity, rapid respiration, a moribund state) not alleviated by analgesics, they were removed from the study and euthanized humanely. The animals were euthanized by injecting Sodium Pentobarbitol (40-80 mg/rat) intraperitoneally.

**9. Housing and Husbandry**

Animals were housed with an inverse 12 hours day-night cycle with lights on at 8:00 pm in a temperature (22±1 ^o^ C) and humidity 55±5%) controlled room. Room temperatures and humidity were checked once a day with 24 hour monitoring system in place. Animals were checked twice a day for evidence of fighting, illness, such as nasal/ocular discharge, diarrhea or lethargy. Proper personnel protective equipment (PPE) was worn by personnel at all times.

Animals were individually housed upon arrival and given an acclimatization period of at least 3 days prior to any procedures. Prior to surgery animals were housed pairwise in type 4 cages filled with hygiene animal bedding and provided enrichment with shepherd shacks, or PVC pipe for climbing [[23](#_ENREF_23)], approved toys or treats, and regular human interaction and gentle handling as daily rounds were performed. All rats were allowed free access to food (maintenance diet) and water in a 12-hour light/dark cycle with room temperature ~ 22 ^o^ C. All cages contained wood shavings, bedding and a tube for environmental enrichment [[24](#_ENREF_24)] . Animals were monitored closely soon after surgery and twice daily thereafter for their health and wellbeing. During the postoperative period, pain was relieved by injecting analgesic buprenorphine (0.03mg/kg) subcutaneously at 12 h intervals for three days.

**10. Sample Size**

Seventy two healthy Wister rats (200-300 g; male) purchased from Harlan Laboratories, Indianapolis, IN, USA were divided into three experimental groups (A, B, C). In each group there were 3 time points (3, 24, 120 h). Group A (VPA treatment; n=8x3 time points = 24), Group B (Dexamethasone treatment; n=8 x 3 time points =24); Group C (Vehicle or Saline control; n=8x3 time points=24); and Naïve animals (n=5). Total n=77.

The sample size used (n=8/group) was similar to previous studies in similar models [[11](#_ENREF_11)]. Also, with an expected variation of approximately 20% among animals in the response (histological kidney damage recovery of grade 0.5 on a scale of 0 to 4) to drug treatment between groups to achieve a power =0.8 to and alpha =0.05 to detect the difference we would require a total of 77 animals [[25](#_ENREF_25)] . Within the study, the experiments were replicated (5 to 8 times) and data were pooled, and compared.

**11. Allocating animals to experimental groups**

Seventy two healthy Wister rats (200-300 g; male) purchased from Harlan Laboratories, Indianapolis, IN, USA were divided into three experimental groups (A, B, C). In each group there were 3 time points (3, 24, 120 h). Group A (VPA treatment; n=8x3 time points = 24), Group B (Dexamethasone treatment; n=8 x 3 time points =24); Group C (Vehicle or Saline control; n=8x3 time points=24); and Naïve animals (n=5). Total n=77.

Animals were randomly assigned to each treatment group starting with group A, B and C. All 3 hour studies were performed first, followed by 24h and 120 h studies. For naïve animal study (control) animals from the pool were randomly picked and euthanized humanely to collect tissue samples for the study. Post-surgical treatments were performed in same order as the surgeries were done to maintain equal time difference between groups in all animals.

**12. Experimental outcomes**

Two primary outcome measures were analyzed: Levels of Creatinine and Blood Urea Nitrogen in the blood plasma; Albumin, Lipocalin 2, Kidney Injury Molecule-1, and Osteopontin in the urine in response to treatment (VPA, Dexamethasone) and no treatment (vehicle or control). Two secondary outcome measures were analyzed: Histologic tissue injury scores in the kidneys with or without treatment; and DNA-microarray analysis of kidney tissues to identify novel gene upregulation or down regulation with or without treatment.

**13. Statistical Methods**

**Kidney Functional Biomarker and Histopathologic Injury Data Analysis:** The data were analyzed for statistical significance and descriptive statistics using *PASW Statistics version 18* software program. The mean values between two were compared by *t* test (Histopathologic score) and among ≥ three groups by One-Way ANOVA with post-hoc (Bonferroni or LSD [Fisher’s Least Square Difference]) correction groups (Creatinine, BUN, Albumin, Lipocalin-2, KIM-1, Osteopontin). All *P*-values presented <0.05 are considered statistically significant, and are two-tailed values.

**Gene Array Data Analysis:** Kidney DNA microarray data were imported into Partek, and Two-Way ANOVA with contrasts at 3, 24 and 120 h was conducted as described previously [[26](#_ENREF_26)]. Raw CEL files were normalized using iterPLIER in Expression Console, which discarded feature sets that performed poorly, similar to the previous report [[27](#_ENREF_27)]. The resulting CHP files were imported into Partek^®^ Discovery Suite^TM^ (Partek, Inc., St. Louis, MO). Affymetrix library files included all available reference files related to RaGene-1_1-st-v1.na33.2.rn4.probeset.csv. A variance-stabilizing transformation (PLIER+16) was applied to the raw intensity (Guide to Probe Logarithmic Intensity Error [PLIER] Estimation) to resolve signal variance following the PLIER analysis. The standard deviation of each transcript ID was determined, the lower 50% were removed, and the remaining 50% of transcript IDs were used as background for pathway analysis. The low variance criteria from Bourgon et al. [[28](#_ENREF_28)] was implemented by computing and sorting the expression variance of each gene over the complete condition set, then removing the low-variance genes (lower half). To determine differentially expressed genes (DEGs), a Three-Way ANOVA was conducted and gene lists were generated by applying a two-fold change cut off and *P*-value with Benjamini-Hochberg False Discovery Rate (FDR) multiple testing (<0.05) correction [[29](#_ENREF_29),[30](#_ENREF_30)]. When few DEGs were identified, DEGs with uncorrected *P*-values were determined for the purpose of pathway analysis.

**Gene Enrichment Analysis:** Gene lists were examined with the Database of Annotation, Visualization and Integrated Discovery (DAVID) [[31](#_ENREF_31)]. Enriched KEGG (Kyoto Encyclopedia of Genes and Genomes) pathways and functional annotation clusters (FACs) were determined using default settings. The most significant biological processes, molecular functions and cellular components from functionally associated clusters with an enrichment score >2.0 were represented and examined. Gene lists were consolidated and sub-categorized to account for redundant annotation terms comprising FACs. For representation purposes, unique transcripts were consolidated from similar FACs.

**14. Baseline Data**

The animals’ health was monitored throughout the experiments by institutional animal health surveillance program according to Animal Welfare Act and Guide for the care and use of laboratory animals [[32](#_ENREF_32)]. The rats were free of all viral, bacterial, and parasitic pathogens listed in the guide for the care and use of laboratory Animals, National Research Council, USA.

**15. Numbers Analyzed**

None of the rats were suspected for any bacterial or viral infections based on clinical health conditions. So no animal was subjected to screening for any infection. All animals used were healthy throughout the study.

**16. Outcomes and Estimation:**  In accordance with the ARRIVE guidelines[[33](#_ENREF_33)], we have reported measures of precision, confidence, and n to provide an indication of significance. Cages of rats were randomly assigned to groups A, B, and C (n=24 per group). The data presented in the report were statistically analyzed. E.g. Histopathologic scores are presented in Table 3.

**Table 3. Histopathologic scores (Mean± SD) of renal cortex and outer medulla at 3, 24 and 120 hours (h) post ischemia-reperfusion (IR) in Valproic Acid (VPA) and Dexamethasone (Dex) treated animals.**

| Group |  | Ischemic Changes  at 3h post-IR | |  | Tubular Necrosis  at 24h post-IR | |  | Tubular Regeneration  at 120h post-IR | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Cortex** | **Medulla** |  | **Cortex** | **Medulla** |  | **Cortex** | **Medulla** |
| Vehicle  (Control) |  | 2.87± | 2.12± |  | 1.75± | 3.12± |  | 2.25± | 2.87± |
|  |  | 1.12^a,1^ | 0.83^a,2^ |  | 1.03^a,1^ | 0.64^a,2^ |  | 1.39^a,1^ | 1.46^a,2^ |
|  |  |  |  |  |  |  |  |  |  |
| VPA |  | 1.57± | 0.86± |  | 1.62± | 2.25± |  | 1.75± | 1.75± |
|  |  | 1.51^b,1^ | 0.9^b,1^ |  | 0.74^a,1^ | 1.28^a,1^ |  | 2.06^a,1^ | 2.06^a,1^ |
|  |  |  |  |  |  |  |  |  |  |
| Dex |  | 2.75± | 1.87± |  | 1.5± | 2.62± |  | 3.43± | 3.71± |
|  |  | 1.03^a,b, 1^ | 0.83^a,2^ |  | 0.92^a,1^ | 0.92^a,2^ |  | 0.53^a,1^ | 0.49^b,1^ |

Mean values within columns among treatment groups with at least one common ***superscript letter (a or b)*** did not vary significantly (P>0.05). Also, mean values in rows between cortex and medulla (within 3h, 24h or 120h post-IR) groups with a common ***superscript*** ***number*** did not vary significantly (P>0.05). Vehicle (saline) served as a control; n=8/sub-group (3, 24 or 120 h).

**17. Adverse events.**

There were no adverse events observed in any of the experimental animals. All animals were euthanized as per the pre-determined time points.

**18. Interpretation/Scientific implications**

In the present study, we analyzed certain significant blood and urine bio-markers of kidney injury, and determined the possible role and mechanisms of VPA and Dex therapy in renal protection. Also, we identified novel genes and signaling pathways involved in kidney IR injury and repair with and without VPA or Dex treatment by DNA microarray analysis.

Plasma biomarkers (creatinine and BUN), and urine bio-markers (albumin, lipocalin-2, KIM-1, and osteopontin) were evaluated with the objective to identify potential early and sensitive markers for the diagnosis of renal damage. Histopathology served as the gold standard for comparison. Blood biomarkers creatinine and BUN were sensitive to detect renal IR injury most definitively by 24 h, which is in agreement with previous reports [[34](#_ENREF_34),[35](#_ENREF_35)].

Reduced histopathologic injury in the renal cortex and medulla at 3 h post-IR confirmed the protective effects of VPA against kidney IR injury. These findings concur with previous reports on kidney IR causing acute kidney injury [[36](#_ENREF_36)] and intestinal IR causing acute lung injury [[37](#_ENREF_37)]. In the present study, at 24 h post-IR, tubular necrosis was significantly pronounced in the medulla than in the cortex in Vehicle controls. However, VPA administration reduced tubular necrosis markedly in the medulla compared to Vehicle control. Interestingly tubular regeneration was lower in VPA group and higher in Dex group compared to Vehicle controls at 120 h post-IR. To our knowledge, other kidney IR studies have not evaluated the differences in tubular necrosis and regeneration between cortical and medullary tubules to compare our results.

Significantly lower levels of pro-inflammatory cytokines IL1β and IL6 in the kidneys of VPA treated animals compared to Vehicle observed in this study is in agreement with other IR injury models [[37-39](#_ENREF_37)]. Increased BCL2 levels at 3 h and /or 24 h post-IR in VPA and Dex treated animals, indicated probable anti-apoptotic mechanism of action in reducing IR injury and these findings are similar to previous reports [[11](#_ENREF_11),[36](#_ENREF_36),[40](#_ENREF_40)]. Additionally, the reduction in inflammatory cytokines in conjunction with the decreased histopathologic IR changes further demonstrates the protective effects of VPA and Dex against kidney IR injury.

To identify novel biomarkers for IR mediated kidney injury and repair, we performed DNA microarray analysis. Stress induced genes (*Hspa1b* and *Hspb1*) and major regulators of apoptosis (*Atf3, Hmox1, and Zfand2a*) were upregulated as early as 3 h following IR injury in all groups (VPA, Dex, and Vehicle). *Havrc1* (KIM-1), a well-known early biomarker of kidney injury was expressed significantly at 24 h post-IR in all groups. *Timp1*, a well-known biomarker of organ injury, expression was also upregulated at 24 h post-IR which is in agreement with the previous report [[36](#_ENREF_36)]. In the present study, high levels of *Havcr1* and *Timp1* expression in Vehicle controls even at 120 h post-IR but not in VPA suggested persistent kidney injury without VPA treatment. Gene expressions observed agree with previously reported studies in many models of kidney injury [[12](#_ENREF_12),[41](#_ENREF_41),[42](#_ENREF_42)]. In animals treated with VPA, stress and apoptosis related gene expressions were far less relative to animals that were untreated (Vehicle controls) or treated with Dex. Our present findings in rat kidney ischemia-reperfusion model (by vascular clamping) further support the previously established roles of VPA in preventing inflammation and apoptosis in ischemia-reperfusion injury [[8](#_ENREF_8),[9](#_ENREF_9),[36](#_ENREF_36),[43](#_ENREF_43)].

Overall, our study provided strong evidence and support for the use of early biomarkers of kidney injury (KIM-1, lipocalin-2, albumin) in the diagnosis of kidney injury. The VPA therapy seems to be promising to mitigate kidney IR injury, essentially indistinguishable from control animals at 120 h. Furthermore, we have presented a comprehensive analysis of microarray data on VPA and Dex induced gene expression in the rat ischemic kidney injury model for the first time.

The model used in our study (45 minutes of ischemia and unilateral nephrectomy) provided high survival rates (≥5 days), thus this resulted in the use of fewer animals compared to more severe models of ischemia-reperfusion injury.

**19. Generalisability/Translation:**  The role of VPA in reducing ischemia-reperfusion injury was demonstrated in this study using a rodent model. We believe VPA is an effective pre-medication in all surgical procedures that involves ischemia/reperfusion of the tissues. However, the findings of this study will serve as a foundation for future studies in large animal models prior to its testing or application in humans. We believe VPA has high translational potential as a therapeutic drug (pre-medication) in humans to prevent ischemia-reperfusion injury as related to surgical procedures.

**20. Funding:** The research performed leading to these results received our institutional funding (Madigan Army Medical Center, Department of the US Army).

**REFERENCES**

1. Sear JW (2005) Kidney dysfunction in the postoperative period. Br J Anaesth 95: 20-32.

2. Coresh J, Selvin E, Stevens LA, Manzi J, Kusek JW, et al. (2007) Prevalence of chronic kidney disease in the United States. JAMA 298: 2038-2047.

3. AmericanCancerSociety (2013) Kidney Cancer: Renal Cell Carcinoma <http://www.cancer.org/cancer/kidneycancer/detailedguide/kidney-cancer-adult-key-statistics>.

4. Howlader N NA, Krapcho M, Garshell J, Miller D, Alterkruse SF, Kosary CL, Yu M, Ruhl J, Tatalovich Z, Mariotto A, Lewis DR, Chen HS, Feuer EJ, Cronin KA (eds). SEER Cancer Statistics Review, 1975-2011, National Cancer Institute, Bethesda, MD.

5. Van Poppel H (2010) Efficacy and safety of nephron-sparing surgery. Int J Urol 17: 314-326.

6. Uzzo RG, Novick AC (2001) Nephron sparing surgery for renal tumors: indications, techniques and outcomes. J Urol 166: 6-18.

7. Zacharias M, Conlon NP, Herbison GP, Sivalingam P, Walker RJ, et al. (2008) Interventions for protecting renal function in the perioperative period. Cochrane Database Syst Rev: CD003590.

8. Kim HJ, Rowe M, Ren M, Hong JS, Chen PS, et al. (2007) Histone deacetylase inhibitors exhibit anti-inflammatory and neuroprotective effects in a rat permanent ischemic model of stroke: multiple mechanisms of action. J Pharmacol Exp Ther 321: 892-901.

9. Butt MU, Sailhamer EA, Li Y, Liu B, Shuja F, et al. (2009) Pharmacologic resuscitation: cell protective mechanisms of histone deacetylase inhibition in lethal hemorrhagic shock. J Surg Res 156: 290-296.

10. Zacharias N, Sailhamer EA, Li Y, Liu B, Butt MU, et al. (2011) Histone deacetylase inhibitors prevent apoptosis following lethal hemorrhagic shock in rodent kidney cells. Resuscitation 82: 105-109.

11. Kumar S, Allen DA, Kieswich JE, Patel NS, Harwood S, et al. (2009) Dexamethasone ameliorates renal ischemia-reperfusion injury. J Am Soc Nephrol 20: 2412-2425.

12. Charlton JR, Portilla D, Okusa MD (2014) A basic science view of acute kidney injury biomarkers. Nephrol Dial Transplant.

13. Schiffl H, Lang SM (2012) Update on biomarkers of acute kidney injury: moving closer to clinical impact? Mol Diagn Ther 16: 199-207.

14. Vaidya VS, Ferguson MA, Bonventre JV (2008) Biomarkers of acute kidney injury. Annu Rev Pharmacol Toxicol 48: 463-493.

15. Mishra J, Ma Q, Prada A, Mitsnefes M, Zahedi K, et al. (2003) Identification of neutrophil gelatinase-associated lipocalin as a novel early urinary biomarker for ischemic renal injury. J Am Soc Nephrol 14: 2534-2543.

16. Persy VP, Verstrepen WA, Ysebaert DK, De Greef KE, De Broe ME (1999) Differences in osteopontin up-regulation between proximal and distal tubules after renal ischemia/reperfusion. Kidney Int 56: 601-611.

17. Zhang PL, Rothblum LI, Han WK, Blasick TM, Potdar S, et al. (2008) Kidney injury molecule-1 expression in transplant biopsies is a sensitive measure of cell injury. Kidney Int 73: 608-614.

18. Schena M, Shalon D, Davis RW, Brown PO (1995) Quantitative monitoring of gene expression patterns with a complementary DNA microarray. Science 270: 467-470.

19. Godet C, Goujon JM, Petit I, Lecron JC, Hauet T, et al. (2006) Endotoxin tolerance enhances interleukin-10 renal expression and decreases ischemia-reperfusion renal injury in rats. Shock 25: 384-388.

20. Delbridge MS, Shrestha BM, Raftery AT, El Nahas AM, Haylor JL (2007) Reduction of ischemia-reperfusion injury in the rat kidney by FTY720, a synthetic derivative of sphingosine. Transplantation 84: 187-195.

21. Fukudome EY, Li Y, Kochanek AR, Lu J, Smith EJ, et al. (2012) Pharmacologic resuscitation decreases circulating cytokine-induced neutrophil chemoattractant-1 levels and attenuates hemorrhage-induced acute lung injury. Surgery 152: 254-261.

22. Katayama M, Jiamsripong P, Bukatina AE, Lombari TR, McMahon EM, et al. (2013) Optimized administration regimen of lopinavir for a myocardial ischaemia reperfusion study in Sprague-Dawley rats. Lab Anim 47: 122-126.

23. Jung F, Stephan KE, Backes H, Moran R, Gramer M, et al. (2013) Mismatch responses in the awake rat: evidence from epidural recordings of auditory cortical fields. PLoS One 8: e63203.

24. Meakin LB, Sugiyama T, Galea GL, Browne WJ, Lanyon LE, et al. (2013) Male mice housed in groups engage in frequent fighting and show a lower response to additional bone loading than females or individually housed males that do not fight. Bone 54: 113-117.

25. Sena ES, Jeffreys AL, Cox SF, Sastra SA, Churilov L, et al. (2013) The benefit of hypothermia in experimental ischemic stroke is not affected by pethidine. Int J Stroke 8: 180-185.

26. Ha K, Coulombe-Huntington J, Majewski J (2009) Comparison of Affymetrix Gene Array with the Exon Array shows potential application for detection of transcript isoform variation. BMC Genomics 10: 519.

27. Qu Y, He F, Chen Y (2010) Different effects of the probe summarization algorithms PLIER and RMA on high-level analysis of Affymetrix exon arrays. BMC Bioinformatics 11: 211.

28. Bourgon R, Gentleman R, Huber W (2010) Independent filtering increases detection power for high-throughput experiments. Proc Natl Acad Sci U S A 107: 9546-9551.

29. Hochberg Y, Benjamini Y (1990) More powerful procedures for multiple significance testing. Stat Med 9: 811-818.

30. Reiner A, Yekutieli D, Benjamini Y (2003) Identifying differentially expressed genes using false discovery rate controlling procedures. Bioinformatics 19: 368-375.

31. Dennis G, Jr., Sherman BT, Hosack DA, Yang J, Gao W, et al. (2003) DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol 4: P3.

32. ILAR (2011) Guide for the Cae and Use of Laboratory Animals. National Research Council Eighth Edition.

33. Kilkenny C, Browne W, Cuthill IC, Emerson M, Altman DG, et al. (2010) Animal research: reporting in vivo experiments: the ARRIVE guidelines. Br J Pharmacol 160: 1577-1579.

34. Basireddy M, Isbell TS, Teng X, Patel RP, Agarwal A (2006) Effects of sodium nitrite on ischemia-reperfusion injury in the rat kidney. Am J Physiol Renal Physiol 290: F779-786.

35. Chatterjee PK, Brown PA, Cuzzocrea S, Zacharowski K, Stewart KN, et al. (2001) Calpain inhibitor-1 reduces renal ischemia/reperfusion injury in the rat. Kidney Int 59: 2073-2083.

36. Van Beneden K, Geers C, Pauwels M, Mannaerts I, Verbeelen D, et al. (2011) Valproic acid attenuates proteinuria and kidney injury. J Am Soc Nephrol 22: 1863-1875.

37. Kim K, Li Y, Jin G, Chong W, Liu B, et al. (2012) Effect of valproic acid on acute lung injury in a rodent model of intestinal ischemia reperfusion. Resuscitation 83: 243-248.

38. Liu Z, Li Y, Liu B, Deperalta DK, Zhao T, et al. (2013) Synergistic effects of hypertonic saline and valproic acid in a lethal rat two-hit model. J Trauma Acute Care Surg 74: 991-997; discussion 997-998.

39. Liu Z, Li Y, Chong W, Deperalta DK, Duan X, et al. (2014) Creating a prosurvival phenotype through a histone deacetylase inhibitor in a lethal two-hit model. Shock 41: 104-108.

40. Zhang Z, Qin X, Zhao X, Tong N, Gong Y, et al. (2012) Valproic acid regulates antioxidant enzymes and prevents ischemia/reperfusion injury in the rat retina. Curr Eye Res 37: 429-437.

41. Vlasakova K, Erdos Z, Troth SP, McNulty K, Chapeau-Campredon V, et al. (2014) Evaluation of the relative performance of 12 urinary biomarkers for renal safety across 22 rat sensitivity and specificity studies. Toxicol Sci 138: 3-20.

42. Vaidya VS, Ozer JS, Dieterle F, Collings FB, Ramirez V, et al. (2010) Kidney injury molecule-1 outperforms traditional biomarkers of kidney injury in preclinical biomarker qualification studies. Nat Biotechnol 28: 478-485.

43. Causey MW, Salgar S, Singh N, Martin M, Stallings JD (2012) Valproic acid reversed pathologic endothelial cell gene expression profile associated with ischemia-reperfusion injury in a swine hemorrhagic shock model. J Vasc Surg 55: 1096-1103 e1051.

How the deposited data were processed for this re-analysis (not part of the article)

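RNA from the kidneys of 46 rats was measured on Affymetrix Rat Gene 1.1 ST arrays, with 1 array per animal and nothing pooled. The paper states that 2 of 44 arrays were excluded, while 46 are deposited, and all 46 were used. The 10 groups were naïve animals and animals given Vehicle, Dex (3 mg/kg) or VPA (150 mg/kg) 30 min before 45 min of ischemia and studied at 3, 24 or 120 h of reperfusion, with 4 or 5 animals each. The authors summarised the scanned arrays with iterPLIER in Affymetrix Expression Console 1.1 and normalized them between arrays, and the deposited values are linear intensity values per probe set to which no logarithm and no offset of 16 had been applied. The table held 29214 probe sets. Array medians ran from 64.7 to 87.5 and lower quartiles from 19.9 to 37.6, so that changes of probe sets near these lower quartiles are damped by the offset.

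The values were transformed as log2(value + 16), the offset the methods name. All 10 groups were fitted together with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 36 residual and 4.44 prior degrees of freedom), and 15 contrasts were taken: the 9 injured groups against naïve, and VPA and Dex against Vehicle at each time. The 14607 probe sets with the lower SD across the 46 arrays were removed, as the methods state, and the p-values of the other 14607 were adjusted by the Benjamini-Hochberg method. A probe set was called at a change of at least 2-fold and an adjusted p under 0.05. Whether the effect of a treatment differed between times was tested with interaction contrasts in the same fit.

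The platform table gave 1 gene symbol for 18644 probe sets, several for 962 and none for 9608, of which 111 were named through the paper's supplementary tables, in all 17245 symbols. Where several probe sets carried a gene, the one with the highest mean over the 46 arrays was used. A rule set which genes to name. It took every gene the paper names for its array data in its text, legends or Table 4. For each contrast it took genes from the 10 largest rises and 10 largest falls among those called. For each gene list it took up to 4 called members with the largest change and members given as not called. Members of called cell type lists were also included. The rule was written after the values in the paper's tables had been seen and before the deposited values had been seen. Other single genes that are named, such as those of the interaction contrasts, were chosen after their values were seen. Some genes that the rule names are not reported here.

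Gene lists were written by hand for heat shock, immediate-early genes, the integrated stress and unfolded protein response, apoptosis, NRF2 targets, hypoxia, tubular injury, cytokines, interferon response, MAPK signaling, DNA replication, cell cycle, ECM-receptor interaction, DNA repair, pyrimidine metabolism, branched-chain amino acid degradation, fatty acid oxidation, targets of glucocorticoids, genes that respond to histone deacetylase inhibitors, and markers of the proximal tubule, loop and distal tubule, collecting duct, podocytes, endothelium, fibroblasts, macrophages, neutrophils, lymphocytes, red blood cells and adipocytes. Solute carriers and voltage-dependent calcium channels were taken by gene name, and 5 injury markers from the paper. The lists were written without pathway databases, so their sizes differ from those of the pathways the authors used. Each list was tested against the other genes with camera at a preset correlation of 0.01, and again with the correlation estimated from the data. Members were counted as called over all 14607 probe sets and, separately, with the p-values adjusted over the list alone. A score per animal is the mean over a list of log2 values less the naïve mean, and 2 groups of scores were compared with exact permutation tests.

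The alternatives were adjustment over all probe sets, the methods' analysis of variance (the same contrast without moderated variances), quantile normalization of the deposited values, a fit of only the 2 groups compared, array weights, the replicate number as a block, a pseudocount of 1, removal of dim probe sets below the 25th percentile, no fold threshold, an unadjusted p, each symbol counted once, the estimated correlation, the rotation test fry (with statmod 1.5.0), the mean of all probe sets of a gene, the median over list members, an injury score from the probe sets called in Vehicle animals at 24 h, the naïve animals divided between comparisons, and each array left out in turn. For a list, the direction under each setting is that of its median. Added after the data were seen were the analysis of variance with adjustment over all probe sets, a fit without 3 arrays that lay nearest another time, and the analysis of variance for the targets in Table 4.

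The contrasts of Vehicle at 24 h and VPA at 120 h with naïve and of VPA with Vehicle at each time were tested on simulated data in which 50 probe sets per size were changed. At 2-fold 34% to 50% of them were called, at 3-fold 88% to 98% and at 4-fold 96% to 100%, with 0 to 5 false calls among 14607 probe sets. The paper's S1 and S2 fold changes were checked against these values, and its p-values in S3, of which only part of the table could be read, matched the analysis of variance on all 46 arrays. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The pathway scores and transcription factor predictions of the paper were not recomputed, the measurements of blood, urine and tissue and the animals outside the 46 arrays were not analysed here, and no genome positions are given because the arrays were annotated on another build than the reference at hand.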

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

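All tests of explanations in this part were chosen after the results were seen, while the gene lists and the interaction contrasts were set beforehand. An array is reported here when its gap to the nearest other array of its group, as a share of the group's range, lay above Dixon's 95% critical value. Of 100 tests of a score in a group 20 did, and of 140 tests of a gene in a group 21 did, on 14 arrays, where chance gives about 1 in 20 groups.

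Vehicle replicate 1 at 24 h stood apart 9 times. It was highest in its group on the heat shock score (share 0.86; 1.39 against 0.30 to 0.45 in the others) and the immediate-early score (0.84; 1.85 against 0.64 to 0.84), lowest on the DNA replication score (0.85; -0.32 against 1.03 to 1.26) and the cell cycle score (0.85; -0.02 against 0.61 to 0.72), and apart for Hspb1 (0.85), Havcr1 (0.85), Lcn2 (0.96), Il24 (0.98) and Cd180 (0.83).

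The array of that animal was closer to the centre of the Vehicle arrays at 3 h (distance 0.32) than to its own group (0.75). A swap with a Vehicle animal at 3 h would place a 24 h array among the Vehicle arrays at 3 h, and 0 of the 5 Vehicle arrays at 3 h lay nearest a 24 h group. That covers only an exchange between these groups. Vehicle replicate 4 at 120 h lay nearest Dex at 24 h (distance 0.35, against 0.65 to its own group). A shift of labels over more groups was not tested. Scaling between arrays is argued against by the replication score of Vehicle replicate 1 at 24 h. After quantile normalization that score was 1.26 below the lowest of the other 3 animals of its group (1.35 as deposited), more than the naïve range of 0.29. A single wrong time label stays open: 8 of 10 scores of the array lay within the range of the Vehicle arrays at 3 h and 0 within that of the other Vehicle arrays at 24 h, which may also be what a delayed response looks like. The paper's plasma creatinine of Vehicle animals (3.82 ± 0.46 at 24 h and 0.99 ± 0.13 at 3 h, SD) leaves little room for an animal at a 3 h level in the 24 h group, but not for a label exchanged after the blood was drawn. No biological explanation was tested.

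Vehicle replicate 1 at 3 h stood apart 7 times. It was lowest on the scores of heat shock (0.76; 1.06 against 1.37 to 1.47), immediate-early genes (0.86; 1.18 against 2.01 to 2.15), apoptosis (0.91; -0.10 against 0.23 to 0.26), hypoxia (0.78; 0.15 against 0.40 to 0.47) and tubular injury (0.81; 0.44 against 1.22 to 1.40), and apart for Zfand2a (0.90) and Timp1 (0.72). Its median signal (87.5) and lower quartile (37.6) were the highest of the 46 arrays, and its red blood cell score was 2.62 against 0.41 to 1.38 in the other 4. Vehicle replicate 4 at 3 h was apart for Hmox1 (0.85), and Dex replicate 3 at 3 h was highest on the immediate-early score (0.84; 2.42 against 2.11 to 2.16).

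Vehicle replicate 1 at 120 h was lowest on the scores of tubular injury (0.84; 0.00 against 1.56 to 1.87) and MAPK signaling (0.93; 0.02 against 0.19 to 0.20) and apart for Havcr1 (0.95), Lcn2 (0.77) and A2m (0.72). Vehicle replicate 4 at 120 h was highest on the scores of heat shock (0.72; 0.26 against -0.22 to -0.09) and hypoxia (0.81; 0.24 against 0.04 to 0.08) and apart for Tril (0.72). Dex replicate 2 at 120 h was lowest on tubular injury (0.87; 1.48 against 1.95 to 2.02) and highest on the proximal tubule score (0.98; -0.28 against -0.72 to -0.71). VPA replicate 1 at 120 h was apart for Tril (0.85).

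At 24 h, Dex replicate 4 was lowest on DNA replication (0.77; 0.25 against 0.91 to 1.10) and tubular injury (0.81; 0.39 against 1.52 to 1.77) and apart for Havcr1 (0.91) and Timp1 (0.73). VPA replicate 5 was highest on heat shock (0.77; 0.58 against 0.13 to 0.23) and hypoxia (0.78; 0.28 against 0.13 to 0.16). VPA replicate 2 was apart for Havcr1 (0.85) and Il24 (0.82), and VPA replicate 3 for A2m (0.73). Among naïve animals replicate 1 was apart for Havcr1 (0.78) and replicate 2 for Lcn2 (0.87) and Cd180 (0.78).

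No VPA array at 120 h stood apart on a score, yet the tubular injury scores of the 4 animals spanned 2.08, against 0.64 in naïve animals. A swap between VPA and naïve animals would leave an injured array among the naïve ones, and 0 of the naïve arrays lay nearest an injured group. Scaling is argued against as well, since the span was 2.00 after quantile normalization, where that of naïve animals was 0.65. Arrays of other uninjured animals in the VPA group cannot be told apart from recovered kidneys: 2 VPA arrays lay nearest the naïve group, which either would give. The paper's creatinine (0.8 ± 0.83) and tubular regeneration scores (1.75 ± 2.06, SD) of the VPA group at 120 h also spread widely, as recovery in some of these animals would give, but do not say which animals gave these arrays. No biological explanation was tested.

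VPA replicates 1 and 3 at 3 h had low immediate-early scores, with a gap of 1.95 to the other 3 VPA animals. Uninjured kidney is argued against by the heat shock genes. The lower heat shock score of these 2 animals, 0.56, lay 0.45 above the highest naïve score, more than the naïve range of 0.20. By nearest group centre, replicate 1 lay closest to its own group (distance 0.38, against 0.45 to naïve). Replicate 3 lay closer to the naïve group (0.41) than to its own (0.45), so for it the 2 measures point different ways. Arrays of the 24 h group are argued against by replication scores of at most -0.12, which lay 0.89 below the lowest VPA score at 24 h (0.78), and scaling by a gap of 1.94 after quantile normalization, where the naïve range was 0.46. No biological explanation of these 2 animals was tested.

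The effect of VPA against Vehicle differed between 3 and 24 h for 1 probe set, Rundc3b (log2 difference 1.12, adjusted p = 0.0091), and between 3 and 120 h for 1, Rundc3b again (1.04, adjusted p = 0.033; not called after quantile normalization). The effect of Dex against Vehicle differed between 3 and 24 h for 3, Relt, a receptor of the tumor necrosis factor family (2.78, adjusted p = 1.2e-04), Amd1, which makes polyamines (1.32, 1.2e-04), and Edem1 (1.02, 6.3e-04), and between 3 and 120 h for 6, Cdc37l1 (1.19, 1.3e-04), Cyp2c22 (1.62, 0.039), Tent5b (1.40, 0.044), Amd1 (1.17, 0.0016), Depp1 (2.89, 0.005) and Tp53inp1 (1.52, 0.0021). Between 24 and 120 h limma called none for either drug (95 for VPA and 379 for Dex at an unadjusted p under 0.05 with the 2-fold threshold).

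Some signals lay in genes the paper does not discuss. Targets of glucocorticoids were higher in Dex than in Vehicle animals at 3 h (27 genes, median log2 fold change 0.50, camera adjusted p = 1.5e-12; adjusted p = 0.025 with an estimated correlation; 2 called, 3 adjusted over the list alone), among them Tsc22d3 (1.25, adjusted p = 0.017) and Fkbp5 (1.41, adjusted p = 0.042). Tsc22d3 lost its call without Vehicle replicate 3 (0.072) or Dex replicate 2 (0.07) or 4 (0.1), and Fkbp5 lost it with any 1 of the 9 arrays left out and with the methods' analysis of variance (0.073). Endothelial markers were lower in VPA than in Vehicle animals at 3 h (-0.31), macrophage (0.89) and fibroblast markers (0.73) were higher in VPA than in naïve animals at 120 h (adjusted p = 0.26 for each with an estimated correlation; macrophage scores 1.06, -0.03, 0.49 and 2.01 and fibroblast scores 1.26, 0.26, 1.17 and 0.62 in VPA replicates 1 to 4), and red blood cell markers were higher in Vehicle than in naïve animals at 3 h (1.56, camera adjusted p = 1.2e-04; adjusted p = 0.16 with an estimated correlation).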

How the results depend on the processing

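The analysis of variance with adjustment over all probe sets, the fit without 3 arrays nearest another time and the analysis of variance for the targets in Table 4 were chosen after the results were seen, and the other settings beforehand. Unless a value is named as shown by the setting itself, the cause was not tested.

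Of the 15 counts of called probe sets, those of Dex at 120 h and VPA at 24 h against naïve, and those of VPA and Dex against Vehicle at 120 h, stayed within 1.5 times their value with each array left out. The counts at 3 h against naïve did as well, but a pseudocount of 1, which widens changes of dim probe sets, took them to 898 in Vehicle, 1134 in Dex and 544 in VPA animals. With each array left out, the count of 1317 in Vehicle animals at 24 h ran from 917 to 2141, that of 489 at 120 h from 208 to 914 and that of 758 in Dex animals at 24 h from 546 to 1182. Without the 3 arrays nearest another time, the Vehicle count at 24 h was 2152.

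The count of 100 in VPA animals at 120 h against naïve ran from 0 to 891 with single arrays left out. It was 6 with adjustment over all probe sets, 2 with the methods' analysis of variance, 0 with both, 21 after quantile normalization, 0 with only the 2 groups fitted, 50 with array weights, 154 with the replicate block, 236 without the 3 arrays, 202 without the fold threshold and 507 at an unadjusted p. Removal of dim probe sets, a pseudocount of 1 and counting symbols once kept it within 1.5 times.

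Between VPA and Vehicle animals at 3 h the count of 8 ran from 3 to 29 with single arrays left out and was 13 after quantile normalization, 0 with only the 2 groups, 4 with array weights, 14 with a pseudocount of 1, 60 without the fold threshold and 61 at an unadjusted p. At 24 h the count of 0 was 0 to 1 with single arrays left out, 1 with only the 2 groups and 40 at an unadjusted p, and at 120 h it was 14 at an unadjusted p. Between Dex and Vehicle animals at 3 h the count of 25 ran from 18 to 39 and was 14 with only the 2 groups, 89 without the fold threshold and 57 at an unadjusted p. At 24 h the count of 17 ran from 0 to 117 and was 7 with adjustment over all probe sets, 0 with only the 2 groups, 0 with the analysis of variance over all probe sets, 70 without the 3 arrays, 31 without the fold threshold and 127 at an unadjusted p. At 120 h the count of 0 was 11 at an unadjusted p.

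Among gene lists, those of heat shock (median -0.17) and immediate-early genes (-0.68) in VPA against Vehicle animals at 3 h kept their direction and passed camera with each array left out (-0.29 to -0.09 and -0.90 to -0.33). With the correlation estimated they did not pass (heat shock -0.17, adjusted p = 0.27; immediate-early -0.68, 0.22), nor did heat shock by fry (0.089). At 24 h the DNA replication (0.36) and cell cycle lists (0.17) did not pass with the estimated correlation (adjusted p = 0.6 and 0.68) or by fry (0.086 and 0.11), and with single arrays left out they ran from -0.01 to 0.55 and from -0.01 to 0.21, each turning without Vehicle replicate 1. The tubular injury list in VPA animals at 120 h against naïve (0.92) passed with each array left out but not with the estimated correlation (adjusted p = 0.26).

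Lists that did not pass camera between VPA and Vehicle animals had medians that changed sign, and some passed with 1 array left out. Apoptosis was -0.01 after quantile normalization and ran from -0.09 to 0.04 with single arrays left out, MAPK signaling -0.02 after quantile normalization and 0.00 to 0.03, and hypoxia 0.02 with the mean of all probe sets and -0.06 to 0.01. Without Vehicle replicate 1 at 3 h apoptosis (-0.09, adjusted p = 0.021) and MAPK signaling (0.00, 0.0055) passed. ECM-receptor interaction ran from -0.01 to 0.12 at 24 h and from -0.09 to 0.02 at 120 h. At 120 h tubular injury (median -0.25, adjusted p = 0.087) was -0.23 and passed (adjusted p = 0.01) after quantile normalization. It passed without Vehicle replicate 1 (-0.41, adjusted p = 1.8e-08), VPA replicate 1 (-0.41, 4.7e-06) or VPA replicate 4 (-0.45, 6.2e-07), and was 0.10 without VPA replicate 2 and 0.04 without VPA replicate 3. The proximal tubule list at 120 h was -0.05 with the replicate block, and passed in opposite directions without Vehicle replicate 4 (-0.15, adjusted p = 0.0061) and without VPA replicate 4 (0.20, 0.0052). The injury score difference between VPA and Vehicle animals at 120 h ran from -0.58 to 0.12, and that between VPA and naïve animals from 0.82 to 1.51, with p up to 0.086, where fewer samples also limit the lowest p an exact test can give.

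The calls shared between times, summed over the treatments and time pairs, were 1489, and 510 when the naïve animals were divided between the 2 comparisons, which also leaves fewer samples in each. The treatment by time contrasts made 11 calls in all (16 after quantile normalization), and 244 targets of Table 4 were called (239 with the analysis of variance).

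Of 812 values of named genes in a contrast, 759 stayed on their side of the thresholds with the methods' analysis of variance and 53 became weaker, 770 and 42 after quantile normalization, 784 and 27 with array weights (1 became stronger), 734 and 73 with only the 2 groups (5 stronger) and 804 and 5 with the replicate block (3 stronger). Over 7753 values with an array left out, 7001 stayed, 720 became weaker, 30 stronger and 2 reversed: between VPA and Vehicle animals at 24 h, Lcn2 was -0.22 and Mcm6 -0.01 without Vehicle replicate 1 (ranges -0.22 to 0.91 and -0.01 to 1.11).

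No scaling moved the median of all probe sets by more than 0.1 in any contrast, yet it moved the share of called probe sets that rose: from 54.8% to 42.7% after quantile normalization and 65.7% with a pseudocount of 1 in Vehicle animals at 120 h, after quantile normalization from 53.1% to 46.8% in Vehicle, 50% to 41.1% in Dex and 62.5% to 54.4% in VPA animals at 24 h, and with a pseudocount of 1 from 87.4% to 74.2% in Vehicle and 87.1% to 77% in Dex animals at 3 h, from 72% to 82.9% in VPA animals at 120 h and from 12.5% to 64.3% between VPA and Vehicle animals at 3 h.

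The replicate numbers did not pair the animals. Correlations with arrays of other groups were averaged per replicate number, and for 9 of 46 arrays their own number had the highest mean. Some would by chance as well. The mean correlation of same-number pairs was 0.014, against -5.4e-05 for pairs of different numbers, and 78 of 195 same-number pairs were above 0.1. With the number as a block, the count in Vehicle animals at 24 h was 1434 in place of 1317. Signal over background limits dim probe sets, since lower quartiles of 19.9 to 37.6 are close to the offset of 16.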

Differences from the paper's values

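The test added after the data were seen is named as such below, and the other settings were set before the data were examined.

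In VPA animals at 120 h, 72 probe sets were called up against the paper's 2, and 28 down against the paper's 0, at the paper's stated thresholds. Counts more than 1.5 times apart were taken to differ. Of the 11 alternatives set before the data were examined, the count up no longer differed with the methods' analysis of variance (2 up, 0 down), and the count down no longer with that analysis or with only the 2 groups fitted. Of the 9 settings that leave out 1 array, the count up was 3, which is 1.5 times the paper's 2 and not above that limit, without naïve replicate 5 or VPA replicate 4, and the count down no longer without naïve replicate 4, VPA replicate 1 or VPA replicate 4. The other alternatives still differed, with adjustment over all probe sets at 5 up and 1 down, quantile normalization at 16 and 5, array weights at 39 and 11, the replicate block at 115 and 39, removal of dim probe sets at 80 and 33, a pseudocount of 1 at 63 and 13, symbols counted once at 57 and 13, no fold threshold at 152 and 50, an unadjusted p at 274 and 233, and only the 2 groups at 0 up. The analysis of variance with adjustment over all probe sets, chosen after seeing the values, gave 0 up and 0 down.

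In VPA animals at 24 h, 21 DNA replication genes were called up against the paper's 38, and 37 cell cycle genes against the paper's 21. None of the 8 alternatives brought either within the paper's value (20 to 22 and 32 to 37). The lists were written by hand and differ from the authors' pathway lists. In Vehicle and Dex animals at 24 h they nonetheless gave the paper's counts, which argues against the lists as the reason. The 2 VPA counts taken in the other order would lie close to the paper's 2 values.

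The paper names Havcr1 and Lcn2 as the largest rises at 24 h in each group. They were so in Dex and VPA animals. In Vehicle animals, here as in the paper's S1 Table, Havcr1 rose most (47.1-fold), and Fosl1 (14.7-fold) rose more than Lcn2 (10.7-fold). With Vehicle replicate 1 left out, Lcn2 rose more than Fosl1, at log2 4.26 against 3.88. The paper also reports Lcn2 as raised at 3 h, where it was called in Dex (2.59) and not in Vehicle animals (1.54, adjusted p = 0.12; 0.01 with only the 2 groups fitted) or VPA animals (0.56).

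The paper states that A2m rose in Vehicle and Dex animals and not in VPA animals. It was called in VPA animals at 24 h (log2 1.68) and at 120 h (2.27), in Dex animals at both times, and in Vehicle animals at 120 h (2.68) but not at 24 h (1.11, adjusted p = 0.051). The Vehicle value at 24 h was called with array weights (0.03), with only the 2 groups fitted (0.01), with the replicate block (0.045) and without naïve replicate 5 or Vehicle replicate 1, and the VPA call at 120 h was lost with the methods' analysis of variance (0.053), with only the 2 groups fitted (0.26) and without naïve replicate 4, VPA replicate 1 or VPA replicate 4.

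The paper sets VPA animals apart by an early rise of Il19 and Il24 at 24 h. The statement differs from the paper's own S1 Table too, which lists Il19 among the rises of Vehicle animals at 24 h. Both were also called in Vehicle animals at 24 h (2.79 and 2.48), and Il24 in Dex animals at 24 h (1.44) and in Vehicle animals at 3 h (1.50). The latter was lost with the methods' analysis of variance (adjusted p = 0.05) and with array weights (0.064), and the Dex value with that analysis (0.058) and after quantile normalization (0.056).

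The paper places the rise of genes of ECM-receptor interaction at 24 h in VPA animals and at 120 h in the other groups, from pathway enrichment, which is another criterion than the counts of called members given here. At 24 h 9 of 72 rose in Vehicle, 8 in Dex and 13 in VPA animals, and at 120 h 11, 18 and 8, the last with the limits given for single arrays. Traf6, which the paper lists among changed genes at 3 h, was not called (-0.14, 0.08 and 0.20).

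The paper describes stress and apoptosis genes as much less expressed in VPA than in Vehicle animals. Set directly against Vehicle animals, the heat shock genes had a median log2 fold change of -0.17 and the apoptosis genes of 0.03. The apoptosis genes were lower without Vehicle replicate 1 (-0.09, adjusted p = 0.021). The immediate-early genes had -0.68 (camera adjusted p = 1.7e-13; adjusted p = 0.22 with an estimated correlation), and among genes the paper names Atf3 had -1.06, Hspb1 -0.80, Hmox1 -0.56 and Zfand2a -0.36, lower in VPA animals as the paper describes, and limma called none of these 4. From the predicted factors the paper also reads a weak or missing response to low oxygen in VPA animals at 3 h. Of 36 hypoxia genes 5 rose in VPA animals and 8 in Vehicle animals, and the median difference between them was -0.02. The paper counts calcium channel genes among the many that fell at 24 and 120 h, where 2 and 1 of 25 fell in Vehicle animals.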

Other observations

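The test with other splits of the arrays, given last, was chosen after the counts were seen. Of 21 measured markers of the loop of Henle and distal tubule, 12 fell in Vehicle, 6 in Dex and 12 in VPA animals at 24 h (13, 7 and 12 adjusted over the list alone; camera adjusted p = 5.4e-09, 4.2e-06 and 4.2e-07; adjusted p = 0.19, 0.42 and 0.31 with an estimated correlation). Umod, the urinary glycoprotein uromodulin, had a log2 fold change of -1.72 ± 0.43, adjusted p = 0.0026 in Vehicle (n = 4), -1.57 ± 0.40, adjusted p = 0.0056 in Dex (n = 5) and -1.56 ± 0.40, adjusted p = 0.0027 in VPA animals (n = 5), and the growth factor Egf one of -3.25 ± 0.79, adjusted p = 0.0023 in Vehicle and -3.30 ± 0.75, adjusted p = 9.4e-04 in VPA animals. Of 36 measured genes that degrade branched-chain amino acids, 14 fell and 1 rose in Vehicle, 7 fell in Dex, and 15 fell and 1 rose in VPA animals, with the same counts adjusted over the list alone (camera adjusted p = 5.3e-16, 1.3e-13 and 3.6e-18; adjusted p = 0.19, 0.42 and 0.25 with an estimated correlation), among them Mccc1 of leucine breakdown (-1.73 ± 0.34, adjusted p = 5.3e-04, -1.25 ± 0.32, adjusted p = 0.0057 and -1.67 ± 0.32, adjusted p = 2.2e-04). Of 34 genes of fatty acid oxidation, 8 fell and 1 rose in Vehicle, 1 fell and 1 rose in Dex and 6 fell in VPA animals (8 and 1, 1 and 1, and 6 and 0 adjusted over the list alone; camera adjusted p = 1.4e-10, 6.9e-04 and 1.4e-07; adjusted p = 0.19, 0.66 and 0.31 with an estimated correlation), with Acsm3, an acyl-CoA synthetase, at -1.99 ± 0.50, adjusted p = 0.0029 in Vehicle and -1.85 ± 0.47, adjusted p = 0.0025 in VPA animals. Without Vehicle replicate 1 the values in Vehicle animals were -4.25 for Egf and -2.69 for Acsm3. The 14 genes of amino acid degradation were 23 without Vehicle replicate 1, 7 without replicate 2 and 9 without replicate 4, the 7 in Dex animals 4 without Dex replicate 1 and 14 without replicate 4, the 8 of fatty acid oxidation 3 without Vehicle replicate 2, the 1 in Dex animals 0 without Dex replicate 1, 2 without naïve replicate 1 and 5 without Dex replicate 4, and the 6 loop markers in Dex animals 3 without Dex replicate 1. The single rises of amino acid degradation in Vehicle and VPA animals and of fatty acid oxidation in Vehicle animals were lost without naïve replicate 2 and other single arrays.

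At 3 h genes of the integrated stress and unfolded protein response rose in all 3 groups, 10 of 24 in Vehicle, 14 in Dex and 8 in VPA animals (10, 14 and 9 adjusted over the list alone; camera adjusted p = 7.7e-16, 8.6e-18 and 1.7e-11; adjusted p = 0.0096, 0.0033 and 0.048 with an estimated correlation). Chac1, which degrades glutathione under ATF4, had a log2 fold change of 2.96 ± 0.41, adjusted p = 2.0e-06 in Vehicle (n = 5), 3.28 ± 0.44, adjusted p = 5.6e-07 in Dex (n = 4) and 2.60 ± 0.41, adjusted p = 2.8e-05 in VPA animals (n = 5), and Trib3, a pseudokinase, one of 2.33 ± 0.34, adjusted p = 3.7e-06, 2.47 ± 0.36, adjusted p = 2.2e-06 and 1.53 ± 0.34, adjusted p = 0.0016. Il1b, the cytokine interleukin-1 beta, was at 0.66, -0.33 and 0.13 and the survival factor Bcl2 at -0.68, -0.86 and -0.46, none of them called. The Il1b signal was 5 to 47 in naïve, 6 to 74 in Vehicle, 4 to 14 in Dex and 8 to 31 in VPA animals. Such signals lie close to the offset of 16, which narrows their changes. The paper's PCR set Dex and VPA animals against Vehicle animals, which is another comparison than this one with naïve animals.

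Of 28 NRF2 targets, 7 rose and 3 fell in Vehicle, 5 and 2 in Dex and 6 and 2 in VPA animals at 24 h, with the same counts adjusted over the list alone (1 fell without Vehicle replicate 2 or 4, Dex replicate 1 or VPA replicate 5, and 8 rose without Dex replicate 4). Of 33 interferon response genes none was called by limma in VPA animals at 120 h (4 adjusted over the list alone), and the list was higher than in naïve (median 0.62, camera adjusted p = 1.9e-07; adjusted p = 0.39 with an estimated correlation) and Vehicle animals (0.41, 2.8e-10; adjusted p = 0.95 with an estimated correlation), with a score of 2.37 in VPA replicate 4 against 0.32, -0.11 and -0.06 in the other 3 animals. Of 18 genes that respond to histone deacetylase inhibitors, 6 rose in Vehicle, 6 in Dex and 3 in VPA animals at 3 h, with the same counts adjusted over the list alone. Set against Vehicle animals at 3 h, that list was lower in VPA animals (median -0.20, camera adjusted p = 0.021; adjusted p = 0.32 with an estimated correlation). Of 25 collecting duct markers 4 fell in Vehicle animals at 24 h (4 adjusted over the list alone; 2 without Vehicle replicate 2), and of 11 adipocyte markers 1 rose and 1 fell (1 and 1 adjusted over the list alone; the rise was lost without most single arrays). Of the 5 injury markers taken from the paper, 3 rose in Vehicle, 3 in Dex and 0 in VPA animals at 3 h, 4, 5 and 5 at 24 h, and 5, 5 and 1 at 120 h (4, 3 and 0, then 5, 5 and 5, then 5, 5 and 5 adjusted over the list alone), and since the study chose them from these animals the counts are not independent of it. The 3 in Vehicle animals at 3 h were 1 without naïve replicate 3, 4 or 5 or Vehicle replicate 3 or 5, and the 1 in VPA animals at 120 h was 0 without naïve replicate 4 or VPA replicate 1 or 4 and 5 without VPA replicate 2 or 3.

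By nearest group centre, 19 of 46 arrays lay nearest their own group, 19 nearest another treatment of the same time, 5 of injured animals nearest the naïve group and 3 nearest another time, which were Vehicle replicate 1 at 24 h, Vehicle replicate 4 at 120 h and VPA replicate 2 at 24 h.

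The counts of called probe sets were set against other splits of the same arrays into groups of the same sizes, 100 splits per comparison with the real one included. Fewer than 5 in 100 splits called as many for each injured group against naïve and for Dex against Vehicle at 3 h. Vehicle against naïve had 1 such split at 3 h (532 real, 388 the highest other), 1 at 24 h (1317 and 1283) and 2 at 120 h (489 and 495). Dex against naïve had 1 at 3 h (744 and 452), 1 at 24 h (758 and 714) and 1 at 120 h (1241 and 600). VPA against naïve had 1 at 3 h (276 and 156), 1 at 24 h (1384 and 901) and 1 at 120 h (100 and 73). Dex against Vehicle at 3 h had 4 (25 and 87). More splits called as many for VPA against Vehicle at 3 h (11, with 8 and 78) and Dex against Vehicle at 24 h (9, with 17 and 461). The shares were not adjusted for the number of comparisons, so they do not rule chance out. Where the real count was 0, all 100 splits called as many by definition and the test decides nothing: VPA against Vehicle at 24 h (92 the highest other) and 120 h (1113), and Dex against Vehicle at 120 h (374). Splits that call many times the real count point to a structure of the samples within these groups that does not follow the treatments.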
